# A novel m^6^A reader Prrc2a controls oligodendroglial specification and myelination

**DOI:** 10.1038/s41422-018-0113-8

**Published:** 2018-12-04

**Authors:** Rong Wu, Ang Li, Baofa Sun, Jian-Guang Sun, Jinhua Zhang, Ting Zhang, Yusheng Chen, Yujie Xiao, Yuhao Gao, Qingyang Zhang, Jun Ma, Xin Yang, Yajin Liao, Wei-Yi Lai, Xiaolong Qi, Shukun Wang, Yousheng Shu, Hai-Lin Wang, Fengchao Wang, Yun-Gui Yang, Zengqiang Yuan

**Keywords:** RNA modification, Mechanisms of disease

## Abstract

While *N*^6^-methyladenosine (m^6^A), the most abundant internal modification in eukaryotic mRNA, is linked to cell differentiation and tissue development, the biological significance of m^6^A modification in mammalian glial development remains unknown. Here, we identify a novel m^6^A reader, Prrc2a (Proline rich coiled-coil 2 A), which controls oligodendrocyte specification and myelination. *Nestin*-Cre-mediated knockout of Prrc2a induces significant hypomyelination, decreased lifespan, as well as locomotive and cognitive defects in a mouse model. Further analyses reveal that Prrc2a is involved in oligodendrocyte progenitor cells (OPCs) proliferation and oligodendrocyte fate determination. Accordingly, oligodendroglial-lineage specific deletion of *Prrc2a* causes a similar phenotype of *Nestin*-Cre-mediated deletion. Combining transcriptome-wide RNA-seq, m^6^A-RIP-seq and Prrc2a RIP-seq analysis, we find that *Olig2* is a critical downstream target gene of Prrc2a in oligodendrocyte development. Furthermore, Prrc2a stabilizes *Olig2* mRNA through binding to a consensus GGACU motif in the *Olig2* CDS (coding sequence) in an m^6^A-dependent manner. Interestingly, we also find that the m^6^A demethylase, Fto, erases the m^6^A modification of *Olig2* mRNA and promotes its degradation. Together, our results indicate that Prrc2a plays an important role in oligodendrocyte specification through functioning as a novel m^6^A reader. These findings suggest a new avenue for the development of therapeutic strategies for hypomyelination-related neurological diseases.

## Introduction

*N*^6^-methyladenosine (m^6^A) is the most abundant internal modification of mRNA in eukaryotes.^1–3^ m^6^A modification is dynamically regulated by a series of enzymes including m^6^A methyltransferases, demethylases, and m^6^A-specific binding proteins, which respectively write, erase, and recognize the m^6^A mark.^4–8^ The function of the methyltransferase METTL3 has been previously studied in the context of stem cell pluripotency and cell differentiation,^9,10^ whereas the demethylases FTO and ALKBH5 serve as regulatory factors in energy homeostasis, adipocyte differentiation, tumorigenesis, and fertility in mice.^11–15^ Recently, several m^6^A-specific readers including YTH-domain containing family proteins, hnRNP proteins (hnRNPA2B1, hnRNPC) and IGF2BPs have been identified.^2,16–24^ These m^6^A readers modulate RNA stability, translation, and splicing as well as RNA-protein interactions.^16,18–23,25^

RNA binding proteins (RBPs) are highly expressed in the brain and serve to regulate alternative splicing, transport, localization, stability, and translation of RNAs during development.^26^ The m^6^A RNA modification is abundant in the brain,^3^ and recent studies have demonstrated the role of the m^6^A modification in *Drosophila* neural function and mammalian neurogenesis.^27–32^ The m^6^A mRNA modification has also been proven critical for glioblastoma stem cell (GSC) self-renewal and tumorigenesis^14,15^ suggesting the functional importance of the m^6^A mRNA methylation in glial cells. Despite that multiple m^6^A readers are identified, none of them has been reported to impact glial development.

Glial cells make up at least 50% of the cells in the brain and oligodendrocytes, a subclass of glial cells, are necessary for CNS myelination.^33,34^ Although oligodendrocytes are indispensable for normal brain development and function, the molecular mechanisms of oligodendroglial specification are incompletely understood.

Here, we identify a novel m^6^A-specific binding protein, Prrc2a, in neural cells, and importantly, we find that Prrc2a deficiency in the brain leads to hypomyelination by affecting oligodendroglial specification. Combining transcriptome-wide RNA-seq, m^6^A-seq and Prrc2a RIP-seq analyses, we find that Prrc2a directly regulates *Olig2* expression in an m^6^A-dependent manner in vitro and in vivo. Collectively, our study elucidates a new post-transcriptional regulation mechanism in oligodendroglial specification and myelination.

## Results

### Prrc2a is a novel m^6^A reader

To decipher the role of the m^6^A modification in neural development and neurological disorders, we first sought to define whether there were new m^6^A-specific binding proteins in neural cells. By using methylated RNA bait containing the known consensus sites of G(m^6^A)C vs unmethylated control in cell lysates of HT-22 cells (a neuronal cell line), we identified that Prrc2a (Proline rich coiled-coil 2 A) and Prrc2c (Proline rich coiled-coil 2 C) were potential m^6^A binding proteins (Fig. 1a–c, Supplementary information, Fig. S1a and b, Supplementary information, table S1). Interestingly, *Prrc2a* was more expressed in all types of neural cells than *Prrc2c* based on the brain-seq database^35^ (Supplementary information, Fig. S1c). Furthermore, we found that Prrc2a was highly expressed in oligodendrocyte precursor cells (OPCs) in cultured neural cells (Supplementary information, Fig. S1d).

**Fig. 1:**
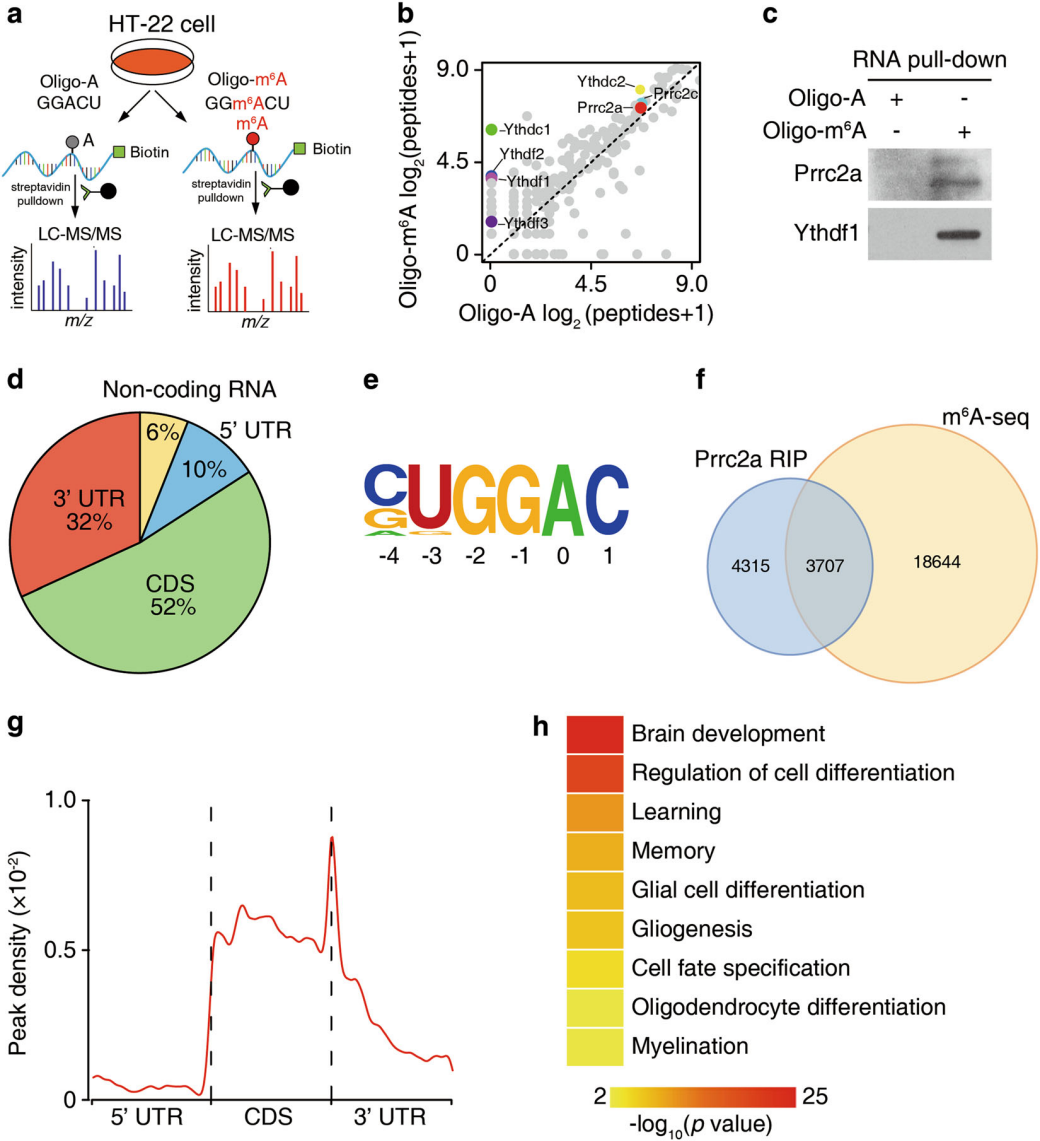
Prrc2a is a novel m^6^A reader. **a** Schematic illustration of m^6^A binding protein screening. **b** Scatter plot of proteins bound to Oligo-m^6^A vs Oligo-A RNA oligos. The plot was based on the average peptide numbers of proteins detected in two replicates. Enriched Prrc2a, Prrc2c, and YTH-domain containing proteins were highlighted (see also Supplementary information, Table S1). **c** Western blotting showing Ythdf1 and Prrc2a pulled down with an m^6^A-containing RNA probe. **d** Pie chart depicting the distribution of Prrc2a-binding peaks. **e** Binding motif identified by HOMER with Prrc2a-binding peaks (*p* = 1e-46). **f** Overlap of Prrc2a-binding peaks and m^6^A-containing peaks. **g** Distribution of m^6^A-containing Prrc2a peaks across the length of mRNA. 5′ UTR, CDS, and 3′ UTR were each binned into regions spanning 1% of their total length, and the percentages of m^6^A-containing Prrc2a peaks that fall within each bin were determined. The moving averages of m^6^A-containing Prrc2a peak percentage are shown. **h** Representative Gene Ontology (GO) terms of the biological process categories enriched in transcripts with both Prrc2a-binding and m^6^A peaks. Gene ontology (GO) analysis was performed using the DAVID bioinformatics database. GO classification for cellular component, biological process, and molecular function were performed with default settings

*Prrc2a* encodes a large proline-rich protein and is within human major histocompatibility complex III region.^36^ However, little is known about the pathophysiological functions of Prrc2a in the nervous system. Full length Prrc2a is mostly located in cytoplasm (Supplementary information, Fig. S1e). The P2 fragment of Prrc2a that contains the enriched glycine, arginine and glutamic acid (here named GRE domain) was found to specifically bind RNA in a photoactivatable ribonucleotide crosslinking and immunoprecipitation (PAR-CLIP) assay (Supplementary information, Fig. S1e and f). Further gel-shift assays revealed that recombinant Prrc2a-p2 protein had a higher binding affinity to methylated probes compared to unmethylated controls (Supplementary information, Fig. S1g and h). Additionally, we found that the recombinant Prrc2a-p2 preferred to bind m^6^A-containing RNAs by using LC-MS/MS (Supplementary information, Fig. S1i).

We next performed Prrc2a RIP-seq and m^6^A-seq in brain samples to further demonstrate that Prrc2a selectively binds m^6^A-containing RNA (Supplementary information, Fig. S1j and k). 

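RIP-seq sequences the RNA that is pulled down together with a protein, here by an antibody against Prrc2a. The assay was performed on whole brains of wild-type male C57BL/6J mice at 4 weeks of age, in 2 biological replicates of a single condition, and the protocol describes 3 brains. Brain lysate was precleared with goat IgG and incubated with beads carrying the antibody, for which the paper gives 20 μg and the sample labels give 20 mg. RNA on the beads was trimmed with micrococcal nuclease (2 U per ml for 10 min at 37 °C), released with proteinase K, depleted of rRNA and sequenced. The authors trimmed and aligned the reads to mm10 (GRCm38) with TopHat, kept uniquely mapped reads with a mapping quality of at least 20, and called peaks in each replicate on its own with MACS2 at an FDR below 0.05. For each peak, the deposited lists give the chromosome, the start, the end and a fold enrichment of the immunoprecipitate over the control, without a strand, a gene, a summit or an FDR. The methods do not state which library was the control of this call. Read totals are not in the files analysed here, so the sequencing depth behind a peak is unknown, and a gene without a peak cannot be told apart from a gene with too few reads. Replicate 1 had 18129 peaks with a median width of 380 bp and a median fold enrichment of 2.84, ranging from 1.26 to 22.2. Replicate 2 had 18671 peaks with a median width of 386 bp and a median fold enrichment of 2.63, ranging from 1.22 to 55.5. From there, a replicate 1 peak was counted as shared when at least 1 bp of it overlapped a replicate 2 peak, and genes and transcript regions were taken from GENCODE release M21 for GRCm38. Because the lists hold no strand, a peak over exons of overlapping genes was counted for each of them. The m6A-seq data named in the same sentence are not in the files analysed here.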

A total of 8022 Prrc2a binding peaks within 2858 genes were identified in both biological replicates, and most of them (2,646/2,858) were located in mRNAs, similar to the typical m^6^A distribution (Fig. 1d). 

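In the deposited lists, 8372 of the 18129 peaks of replicate 1 (46.2%) overlapped a peak of replicate 2, and 8930 of the 18671 peaks of replicate 2 (47.8%) overlapped a peak of replicate 1. To see how much overlap chance placement gives, each of the 11934 replicate 1 peaks in exons of protein-coding genes was moved to a random place within the exons of its own gene. For this test, a peak was counted as shared only when its exonic bases overlapped those of a replicate 2 peak assigned to the same gene. By this count, the observed 7262 peaks lay above all 100 random placements, which gave between 5299 and 5493. Random places included exons of non-coding transcripts, where few observed peaks lay, and read coverage was not available. The test therefore does not separate shared binding from both libraries covering the same exon bases. Across the 8372 shared peaks, the fold enrichments of the replicates had a Spearman correlation of 0.582. This correlation is across peaks, which are not independent replicates. The log2 ratio of the enrichment in replicate 1 to that in replicate 2 had a median of -0.244 and an SD of 0.524 across peaks. Exons of 3106 genes were overlapped by a shared peak, and 2629 of these genes (84.6%) were protein-coding. When all peaks of one replicate were used, this share was 81.4% in replicate 1 and 86.0% in replicate 2. The mean was 83.7% ± 3.28 (SD, n = 2). The paper's 2646 of 2858 genes is a larger share. With only the gene with the most overlapping bases counted, the share here rose to 91.9%. The 7317 shared peaks in exons of protein-coding genes fell in 2558 genes, with a median of 2 peaks per gene and a single peak in 1030 genes. The genes with the largest mean enrichment in a shared peak were the histone genes Hist1h1d, Hist1h4b and Hist1h4c on chromosome 13, a non-coding transcript annotated antisense to Hist1h4b, and Wnt1 on chromosome 15. The Hist1h1d peak, at position 23555014 to 23555795 of chromosome 13 in the CDS, had a fold enrichment of 19.9 in replicate 1 and of 31.5 in the overlapping peak of replicate 2. For Wnt1, the peak from 98790686 to 98792723 of chromosome 15 had a fold enrichment of 14.5 in replicate 1 and of 18.7 in replicate 2. The number of shared peaks fell furthest with a stricter enrichment: 749 remained, in 454 genes, when both peaks had to reach a fold enrichment of at least 4.

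**Figure D1:**
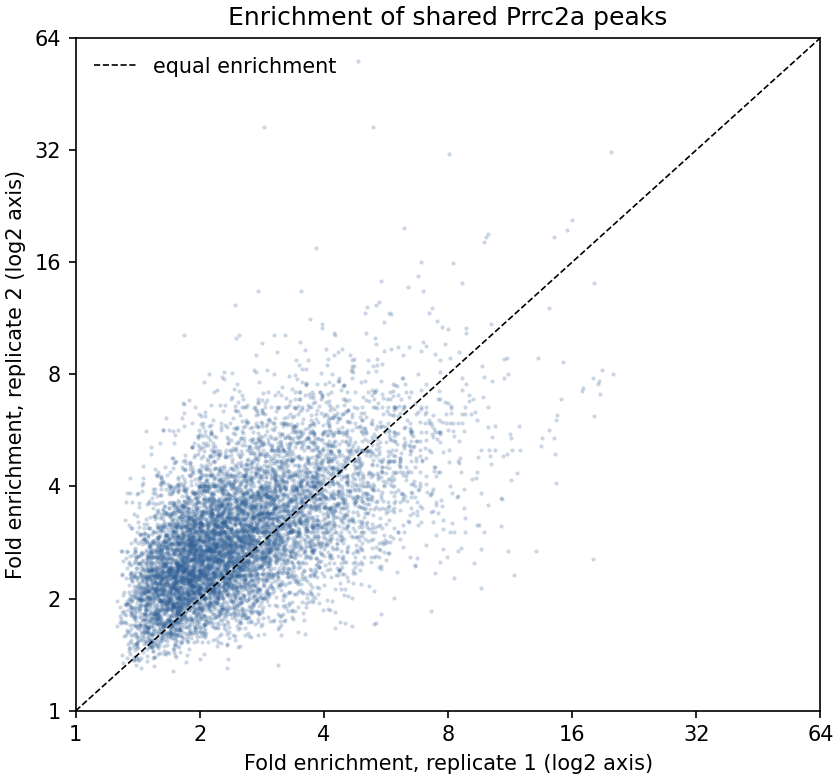
Fold enrichment of the 8372 shared Prrc2a peaks in replicate 1 (x axis) and replicate 2 (y axis, the mean where a peak overlapped several), both on log2 axes, with 1 point per peak and a dashed line at equal enrichment. The points spread widely around the line (Spearman correlation 0.582), and most lie slightly above it.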

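Each shared Prrc2a peak was assigned to the annotated region at its midpoint. Of the 8372 shared peaks, 3724 (44.5%) lay in CDS, 2202 (26.3%) in 3′ UTR, 829 (9.90%) in 5′ UTR and 253 (3.02%) in exons of non-coding RNA. A further 699 peaks (8.35%) had their midpoint in an intron, 535 (6.39%) lay between genes, and 130 (1.55%) lay in exons of non-coding transcripts of protein-coding genes. Together, CDS and 3′ UTR held 70.8% of the shared peaks. Among the full peak lists, CDS held 33.5% of the peaks of replicate 1 and 45.0% of those of replicate 2, a mean of 39.3% ± 8.10 (SD, n = 2). For 3′ UTR, the shares were 19.2% and 27.0%, a mean of 23.1% ± 5.50 (SD, n = 2), and for 5′ UTR they were 7.17% and 7.16%. In both replicates, the order CDS, 3′ UTR, 5′ UTR, non-coding RNA was the same, and the gap between CDS and 3′ UTR exceeded either SD. Over the 7008 peaks in these 4 regions alone, a denominator chosen after seeing the data, the shares were 53.1% for CDS, 31.4% for 3′ UTR, 11.8% for 5′ UTR and 3.61% for non-coding RNA. To account for the length of each region, the 7317 peaks in protein-coding genes were also placed at random in the exons of the same genes 100 times. CDS held 53.8% of the observed peaks and between 41.6% and 44.2% of the random ones. For 3′ UTR, the observed share was 30.6% and the random shares ran from 34.9% to 37.4%, while 5′ UTR held 13.2% against 4.39% to 5.34%. Exons of non-coding transcripts of protein-coding genes held 2.39% of the observed peaks, against 15.1% to 16.6% of the random ones. The excess in CDS is therefore in part the counterpart of this deficit, and the parts were not separated. The lower 3′ UTR share is not such a counterpart, since the deficit leaves more peaks for the other regions. By this measure, 3′ UTR held fewer peaks than its length in these genes would give. The 3′ UTR share moved most with the processing, to 10.5% when both peaks had to reach a fold enrichment of at least 4. Under that filter, introns held 19.0% of the peaks and intergenic sequence 16.7%. Over the 4 regions alone, CDS then held 56.4% and 3′ UTR 16.7%, so the 3′ UTR share fell on that denominator too. From the shares of peaks in coding regions and 3′ UTR, the paper concludes that these are the main targets of Prrc2a and compares them with the known pattern of m6A peaks.

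**Figure D2:**
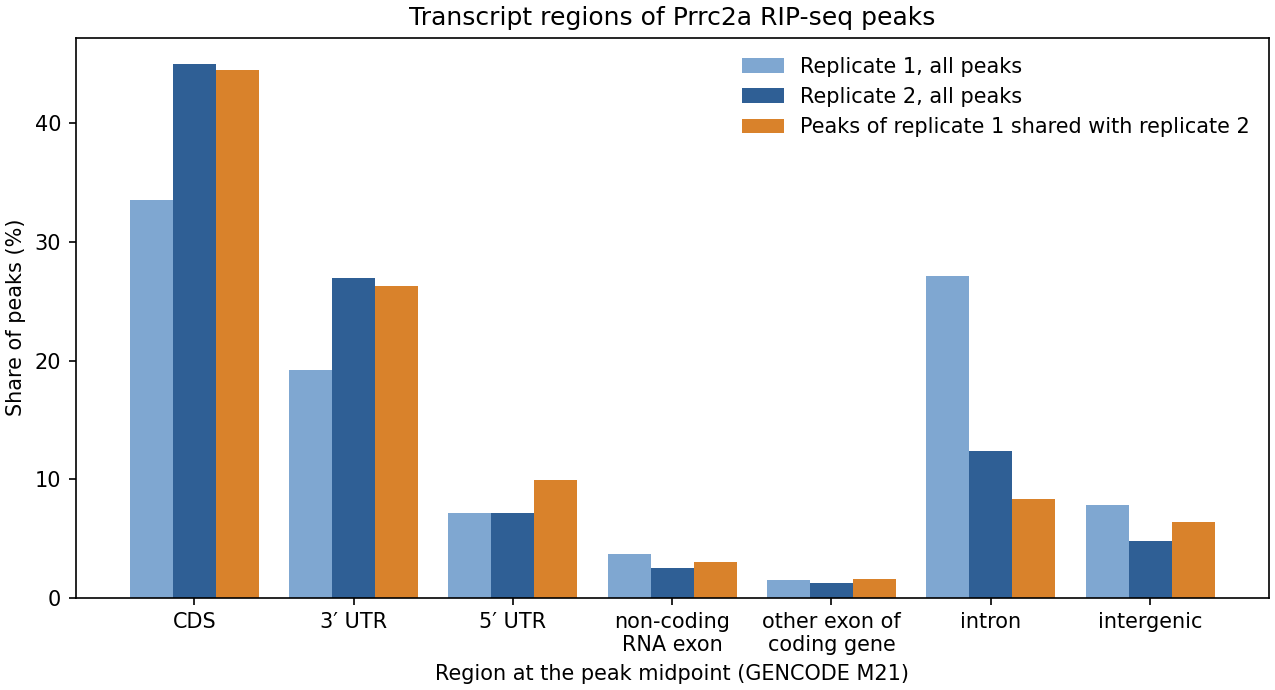
Share of peaks (y axis, %) by the annotated region at the peak midpoint (x axis), for all 18129 peaks of replicate 1, all 18671 peaks of replicate 2 and the 8372 shared peaks. CDS is the largest class in each set, and introns hold 27.1% of the peaks in replicate 1 but 12.4% in replicate 2.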

Prrc2a predominantly targeted the coding regions and 3′ UTR of mRNA transcripts (Fig. 1d), which is consistent with the previously reported pattern of m^6^A peaks. Furthermore, a GGAC motif, coinciding with the consensus m^6^A motif, was enriched in Prrc2a binding peaks (Fig. 1e).

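The methods call the motif with HOMER against peaks shuffled over mRNAs. HOMER was not available, so GGAC was counted directly on the transcript strand in the exonic bases of the 7317 shared peaks in protein-coding genes, which had a median of 376 exonic bp. At least 1 GGAC was present in 5698 of them, or 77.9% (95% Wilson interval 76.9% to 78.8%). In windows of the same lengths placed at random over the exons of all protein-coding genes, 70.3% held a GGAC in the first draw, and between 69.6% and 71.6% over 100 draws. The odds ratio of peaks against the first draw was 1.48 (Fisher's exact test, p = 2.7e-25, treating peaks as independent). With windows drawn from the exons of the same gene, the background share was 72.2% in the first draw, ranging from 71.45% to 73.7%, and the odds ratio was 1.35 (Fisher's exact test, p = 2.9e-15). Adjusted for length and GC content in a logistic regression, this same-gene odds ratio was 1.04 (95% interval 0.948 to 1.14). With this count, the GGAC excess can therefore not be told apart from the GC content of the peaks. Within 50 bp of the peak midpoint, 36.5% of peaks and 30.2% of random windows held a GGAC, an odds ratio of 1.33. The longer motif GGACT was present in 43.0% of peaks and 37.1% of random windows. In the single replicates, the odds ratio was 1.40 in replicate 1 and 1.42 in replicate 2. The largest change came with the degenerate m6A motif DRACH (D is A, G or T; R is A or G; H is A, C or T), which nearly every window of this length holds: it was present in 97.6% of peaks and 97.9% of random windows, an odds ratio of 0.856 (Fisher's exact test, p = 0.18). The paper reports an enrichment of GGAC in Prrc2a peaks and states that it matches the consensus motif of m6A.

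**Figure D3:**
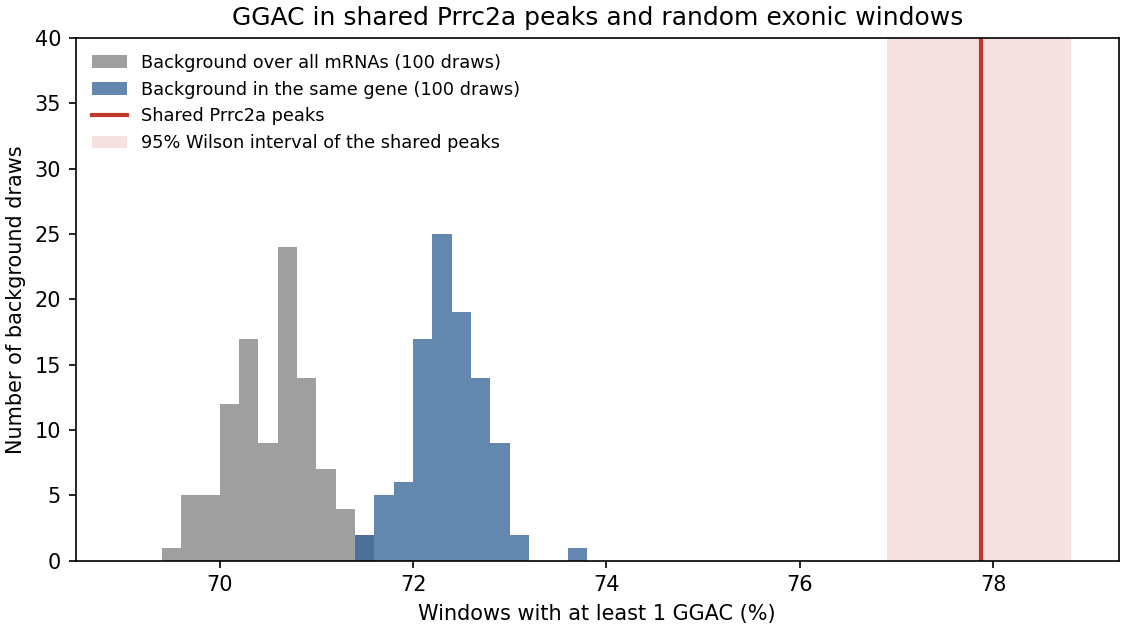
Share of windows with at least 1 GGAC (x axis, %) in 100 random draws over all mRNAs (grey) and 100 draws within the same gene (blue), with the number of draws on the y axis. The red line marks the 77.9% of shared Prrc2a peaks and the band its 95% Wilson interval, to the right of every draw. The draws were not matched to the peaks for GC content.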

The distribution features of m^6^A peaks identified in whole brain were consistent with previous reports, suggesting the reliability of our m^6^A-seq data (Supplementary information, Fig. S1l-n). We overlaid the Prrc2a binding peaks with m^6^A peaks and found that 46% (3707 out of 8022) of the peaks of Prrc2a overlapped with m^6^A peaks, suggesting an enrichment of m^6^A at Prrc2a binding regions (Fig. 1f and Supplementary information, Fig. S1o). Among 3707 Prrc2a peaks that overlapped with m^6^A, enrichment occurred around stop codons, resembling the distribution of the m^6^A modification (Fig. 1g). To gain insight into the potential function of Prrc2a, we performed gene ontology (GO) enrichment analysis on Prrc2a target mRNAs with m^6^A peaks and found that they were involved in various functions, including nervous system development, cell differentiation, and myelination (Fig. 1h), indicating Prrc2a may be involved in glial development. Taken together, we conclude that Prrc2a is a novel m^6^A reader and may regulate brain functioning.

### Prrc2a deficiency in brain leads to hypomyelination

To explore the role of Prrc2a in the nervous system, we first examined the expression pattern of Prrc2a in the brain. We found that Prrc2a was broadly expressed with high expression levels in the embryonic stage (Fig. 2a and Supplementary information, Fig. S2a). Specifically, Prrc2a was mainly expressed in Pdgfrα- or NG2- positive cells in white matter (corpus callosum) and the expression level of Prrc2a decreased at 8-week-old (Supplementary information, Fig. 2b), suggesting Prrc2a might play an important role during neural development. To address this, *Nestin-Cre* transgenic mice were crossed with *Prrc2a*^*f/f*^ mice. We found that *Nestin*-Cre significantly ablated Prrc2a expression in brain and different neural cell types (Supplementary information, Fig. S2c-e) and specific loss of *Prrc2a* in the brain led to development delay, lower body mass, increased brain mass, enlarged lateral ventricles, and abnormal brain structures (Fig. 2b–d and Supplementary information, Fig.S2f). However, there was no significant alteration of neuron number in Prrc2a conditional knockout mice (Supplementary information, Fig. S2g-i). Further T2-weighted magnetic resonance imaging (MRI) analysis showed increased brain volume, enlarged lateral ventricles, and increased signal intensity of the corpus callosum in Prrc2a-deficient mice (Fig. 2e). Since white matter fibers of the corpus callosum are mainly composed of axons and the enveloping myelin, we hypothesized that Prrc2a deficiency may lead to widespread myelination defects in the brain. As expected, *Prrc2a*^*f/f*^*;Nestin*^*Cre+/-*^ mice showed severe hypomyelination in the corpus callosum at young (4-week-old) and adult stages (8-and 32-week-old) as indicated by black-gold staining (Fig. 2f, g). Transmission Electron Microscopy (TEM) analysis further demonstrated a markedly reduced percentage of myelinated axons and myelin thickness in different brain regions from *Prrc2a*^*f/f*^*;Nestin*^*Cre+/-*^ mice (Fig. 2h–l and Supplementary information, Fig. S2j and k). Functionally, we also observed that Prrc2a deficiency significantly impaired callosal conduction velocity (Supplementary information, Fig. S2l-n). Collectively, ablation of Prrc2a in brain induces hypomyelination.

**Fig. 2:**
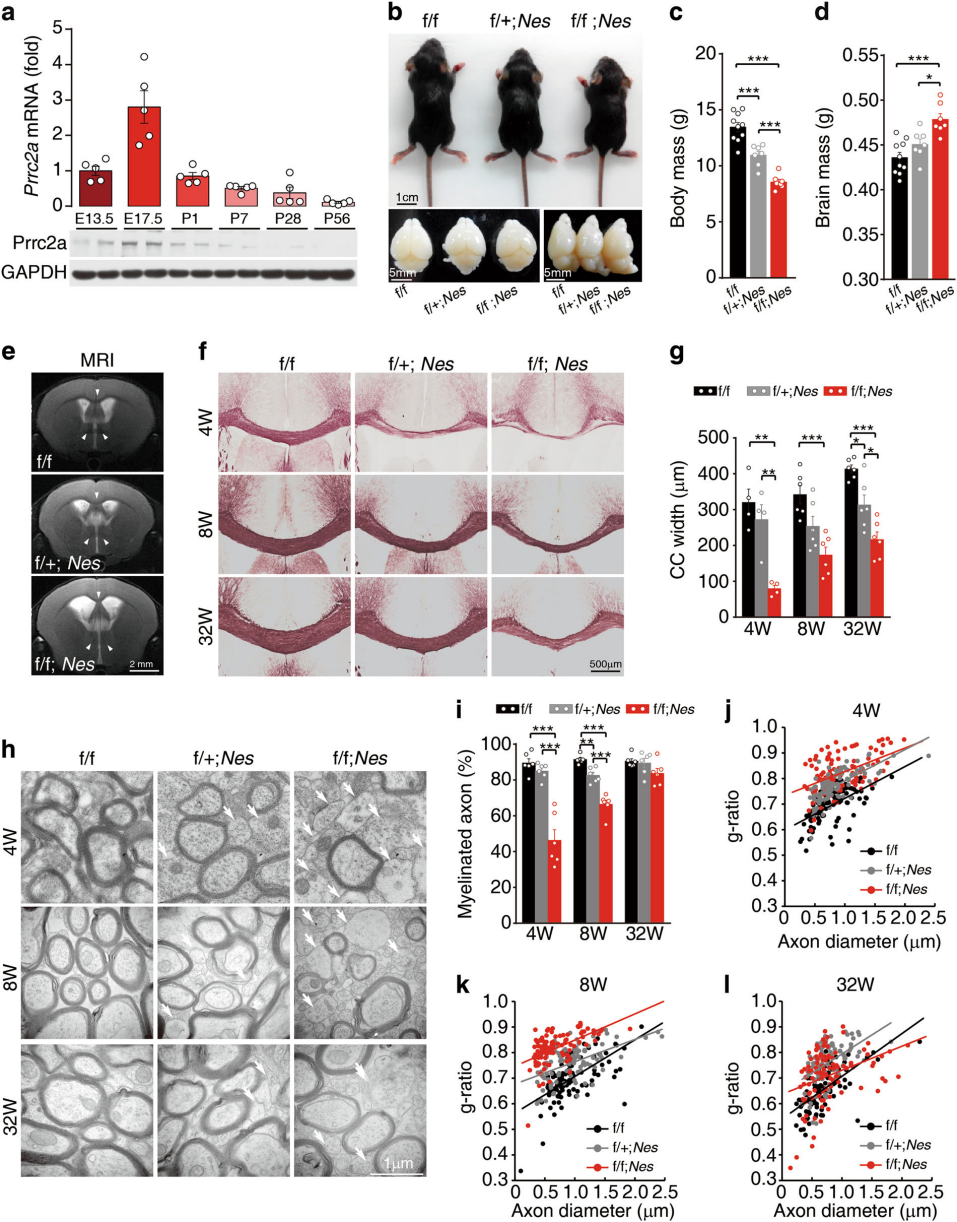
*Prrc2a*^*f/f*^*;Nestin*^*Cre+/-*^ mice display hypomyelination at early stage. **a** The expression pattern of Prrc2a in the whole brain during brain development. The upper panel shows mRNA level of Prrc2a and the bottom panel shows the protein level of Prrc2a. **b** Representative pictures of *Prrc2a*^*f/f*^*;Nestin*^*Cre+/-*^ mice and brain at P14. **c** Body mass of male mice with indicated genotypes at P28 (one-way ANOVA followed Tukey test, ***P < 0.001, f/f *n* = 10, f/ + ;*Nes* *n* = 7, f/f;*Nes* *n* = 7). **d** The whole wet brain mass of male mice with indicated genotypes at P28 (one-way ANOVA followed Tukey test, *P < 0.05, ***P < 0.001, f/f *n* = 10, f/ + ;*Nes* *n* = 7, f/f;*Nes* *n* = 7). **e** T2-weighted magnetic response imaging of mice with indicated genotypes at P56. **f** Black-gold staining of brain slices from 4-, 8-, and 32-week-old mice of indicated genotypes. **g**The quantification of corpus callosum width at the midline of 4-, 8-, and 32-week-old mice (one-way ANOVA followed Tukey test, *P < 0.05, **P < 0.01, ***P < 0.001, 4w: *n* = 4 each group; 8w: *n* = 6 each group; 32w: *n* = 6 each group). **h** Representative transmission electron micrographs (TEM) of the myelin fibers in the corpus callosum showed reduced myelination, naked axons, and vacuolation from 4-, 8-, and 32-week-old mice with indicated genotypes, the white arrowheads indicated the naked axons. **i** The percentage of myelinated axons in the corpus callosum from 4-, 8-, and 32-week-old mice with indicated genotypes (one-way ANOVA followed Tukey test, **P < 0.01, ***P < 0.001, *n* = 6 per group). **j–l** Scatterplots of the myelin g ratios (diameter of axon/diameter of entire fiber) in the corpus callosum of 4-, 8-, and 32-week-old mice with indicated genotypes (general linear model and ANCOVA analysis, 4w (**j**): f/f *vs*. f/ + *;Nes*, *P* < 0.001; f/f *vs*. f/f*;Nes*, *P* < 0.001; f/ + *;Nes vs*. f/f*;Nes*, *P* < 0.001; 8w(**k**): f/f *vs*. f/ + *;Nes*, *P* < 0.001; f/f *vs*. f/f*;Nes*, *P* < 0.001; f/ + *;Nes vs*. f/f*;Nes*, *P* < 0.001; 32w(**l**): f/f *vs*. f/ + *;Nes*, *P* < 0.001; f/f *vs*. f/f*;Nes*, *P* < 0.001; f/ + *;Nes vs*. f/f*;Nes*, *P* < 0.001; More than 100 axons from each genotype and time points were analyzed)

Myelin dysfunction has a profound effect on locomotion, cognition, and lifespan.^37^ Besides a higher mortality in *Prrc2a*^*f/f*^*;Nestin*^*Cre+/-*^ mice (Fig. 3a), overt locomotive defects and a 15% reduction in grip strength were also observed in *Prrc2a*^*f/f*^*;Nestin*^*Cre+/-*^ mice (Fig. 3b, c). We also found learning and memory defects in *Prrc2a*^*f/f*^*;Nestin*^*Cre+/-*^ mice (Fig. 3d–j). Taken together, *Prrc2a* deficiency induces hypomyelination, impaired locomotive, and cognitive disability.

**Fig. 3:**
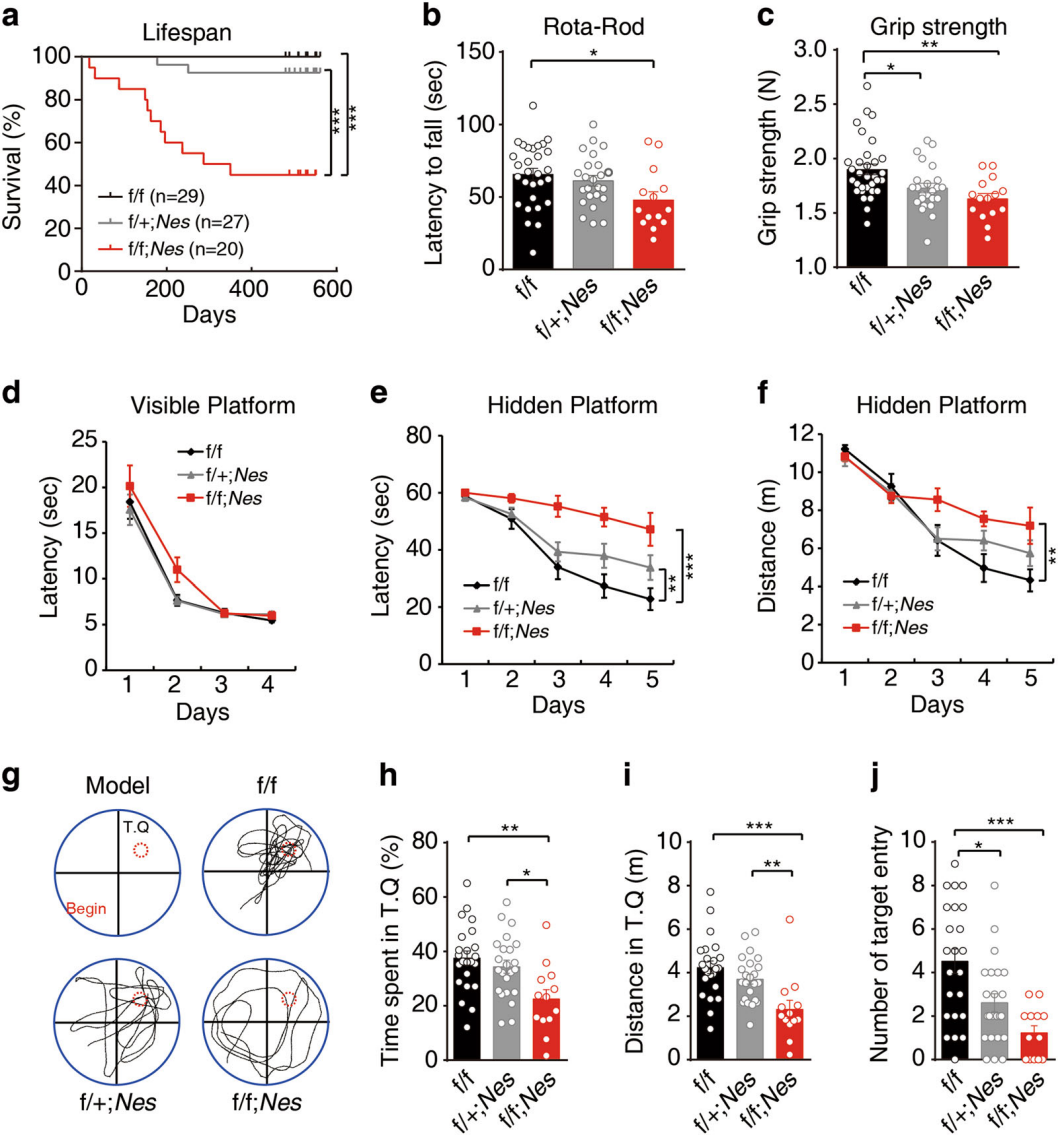
Effects of Prrc2a on longevity, motor behavior, and cognition. **a** Kaplan–Meier survival curves. Statistical significance was determined by the log rank test (***P < 0.001; f/f *n* = 29, f/ + ;*Nes* *n* = 27, f/f;*Nes* *n* = 20). **b** The latency of 3-month-old mice on the Rota-Rod (one-way ANOVA followed Tukey test, *P < 0.05, f/f, *n* = 29, f/ + ; *Nes* *n* = 24, f/f; *Nes* *n* = 14). **c** Grip strength analysis of 3-month-old mice with indicated genotypes (one-way ANOVA followed Tukey test, *P < 0.05, **P < 0.01, f/f, *n* = 32, f/ + ; *Nes* *n* = 24, f/f; *Nes* *n* = 15). **d** The mean escape latency (± SEM) for mice to reach the platform in the visible version of the water maze is plotted against the day of the experiment (f/f vs. f/ + ; *Nes*, *P* = 0.8972, *F* = 0.01688; f/f vs. f/f; *Nes*, *P* = 0.0999, *F* = 2.860; f/ + ; *Nes* vs. f/f; *Nes*, *P* = 0.0674, *F* = 3.570. Two-way ANOVA followed by Bonferroni test. f/f *n* = 23, f/ + ;*Nes* *n* = 23, f/f;*Nes* *n* = 13). **e** The mean escape latency ( ± SEM) for mice to reach the platform in the hidden version of the water maze is plotted against the day of the experiment (f/f vs. f/ + ; *Nes*, *P* = 0.0630, *F* = 3.639; f/f vs. f/f; *Nes*, *P* < 0.0001, *F* = 23.10; f/ + ; *Nes* vs. f/f; *Nes*, *P* = 0.0050, *F* = 8.992. Two-way ANOVA followed by Bonferroni test. f/f *n* = 23, f/ + ;*Nes* *n* = 23, f/f;*Nes* *n* = 13). **f** The mean traveled distance ( ± SEM) for mice to reach the platform in the hidden version of the water maze is plotted against the day of the experiment (f/f vs. f/ + ; *Nes*, *P* = 0.3979, *F* = 0.7289; f/f vs. f/f; *Nes*, *P* = 0.0097, *F* = 7.509; f/ + ; *Nes* vs. f/f; *Nes*, *P* = 0.0615, *F* = 3.740. Two-way ANOVA followed by Bonferroni test. f/f *n* = 23, f/ + ;*Nes* *n* = 23, f/f;*Nes* *n* = 13). **g** Probe trial was performed 24 h after the last training session by removing the platform. Probe model and representative vertical views of the tracks of mice with indicated genotypes were shown. **h** Time spent in the target quadrant during probe trial (one-way ANOVA followed Tukey test, *P < 0.05, **P < 0.01, f/f, *n* = 23, f/ + ; *Nes* *n* = 23, f/f; *Nes* *n* = 13). **i** Traveled distance in the target quadrant during probe trial (one-way ANOVA followed Tukey test, **P < 0.01, ***P < 0.001, f/f, *n* = 23, f/ + ; *Nes* *n* = 23, f/f; *Nes* *n* = 13). **j** The number of platform crossing from the same group of mice tested in the probe trial (one-way ANOVA followed Tukey test, *P < 0.05, ***P < 0.001, f/f, *n* = 23, f/ + ; *Nes* *n* = 23, f/f; *Nes* *n* = 13). The water maze behavior was tested in 6-month-old mice

### Prrc2a modulates oligodendrocyte lineage specification

To systemically investigate the mechanism underlying the development of hypomyelination in the context of Prrc2a deficiency, we performed RNA sequencing (RNA-seq) analysis on control and *Prrc2a*^*f/f*^*;Nestin*^*Cre+/-*^ mouse brains and found that Prrc2a deficiency had profound effects on the gene expression landscape as thousands of differentially expressed genes (DEGs) were detected (Fig. 4a). Interestingly, we found that the downregulated DEGs were significantly enriched in glial cell differentiation and myelination pathways (Fig. 4b). Among 373 oligodendroglial DEGs, 71 genes were Prrc2a targets (Supplementary information, Fig. S3a and Supplementary information, Table S2-4). 

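Table S3 lists these 71 genes, all of which are in the annotation by their Ensembl identifier. A Prrc2a peak shared by both RIP-seq replicates overlapped exons of 62 of them (87.3%, 95% Wilson interval 77.6% to 93.2%). Exons of the other 9 genes, Cacna2d4, Capn5, Ccdc13, Ctnna3, Ephb1, Ncald, Nfasc, Slain1 and Tmem163, had no shared peak, although a shared peak lay within the gene span of each, introns included. In Table S2, the wider list of differentially expressed Prrc2a targets, 1832 of the 1926 genes found in the annotation (95.1%) had a shared peak in their exons. The authors took the targets in Tables S2 and S3 from this same RIP-seq. Both shares therefore measure how far their assignment was recovered, and are not independent evidence of binding. Table S4 holds the 500 oligodendroglial genes, 490 of which were found in the annotation, and 83 of these (16.9%, 95% Wilson interval 13.9% to 20.5%) had a shared peak. Among the oligodendroglial regulators and markers named in the paper, Olig2 had 1 shared peak and Nkx2-2 had 2, and both genes are in Table S3. The more enriched Nkx2-2 peak, at position 147193861 to 147194080 of chromosome 2, had a fold enrichment of 5.13 in replicate 1 and 5.31 in replicate 2. Its midpoint lay in an exon outside the CDS and UTRs, and 142 of its 220 bp in replicate 1 were exonic. The other Nkx2-2 peak, in the 3′ UTR, had a fold enrichment of 3.81 in replicate 1 and 3.46 in replicate 2. No exonic peak was found in either replicate for Olig1, Sox10, Cnp, Cldn11, Mag and Mog. Mbp had 2 exonic peaks in each replicate at different positions and none shared, and Pdgfra had a single one, in replicate 2. None of these genes is in Table S3. Requiring a fold enrichment of at least 4 in both replicates left 7 of the Table S3 genes, the largest change among the alternatives. The differential expression itself comes from RNA-seq, which is not in the files analysed here.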

Gene set enrichment analyses (GSEA) analysis revealed a marked downregulation of oligodendroglial lineage-specific genes, but not astrocyte- and neuron-related genes in Prrc2a-deficient mice (Fig. 4c and Supplementary information, Table S4-6). Upon further analysis of the gene expression, we found that a panel of oligodendroglial marker genes and oligodendroglial lineage specification-related transcription factors, such as *Cnp*, *Cldn11, Mbp, Olig1*, *Olig2*, *Nkx2.2*, and *Sox10*, were downregulated upon Prrc2a deletion (Fig. 4d and Supplementary information, Fig. S3b). The downregulation of oligodendroglial lineage-specific genes was confirmed by RT-qPCR (Fig. 4e), which validated the reliability of our transcriptome-wide RNA-seq data. Consistent with the transcriptional changes, the protein levels of Olig2 (an oligodendroglial specification-related transcription factor) and Mbp (myelin sheath structural protein) were also reduced in Prrc2a-deficient mice (Supplementary information, Fig. S3c). The dramatic reduction of oligodendroglial lineage-related transcripts and proteins suggested a reduced oligodendroglial population. We found that Prrc2a deficiency significantly reduced the numbers of Pdgfrα^+^ (OPCs), CC1^+^Oilg2^+^ (mature oligodendrocytes), or Sox10^+^ cells (Fig. 4f, g, Supplementary information, Fig. S3d and e). Taken together, Prrc2a deletion reduces the expression of oligendendroglial genes and oligodendroglia population.

**Fig. 4:**
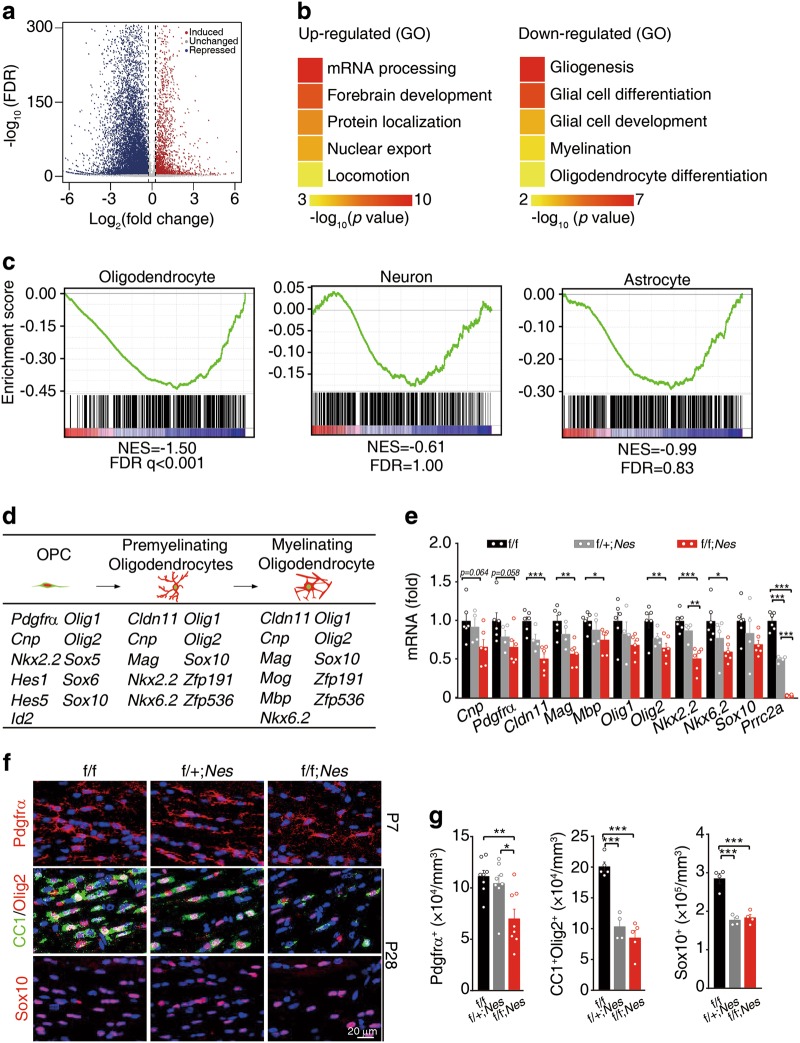
Prrc2a deficiency reduces oligodendroglia proliferation. **a** Volcano plot of RNA-seq data shows Prrc2a-regulated genes from brain tissue samples of 4-week-old *Prrc2a*^*f/f*^*; Nestin*^*Cre+/-*^ vs. control mice. **b** Representative Gene Ontology (GO) terms of the biological process categories enriched in transcripts with upregulated (left) or downregulated (right) expressions from *Prrc2a*^*f/f*^*; Nestin*^*Cre+/-*^ vs. control samples. **c** GSEA plots evaluating the changes in oligodendroglial lineage-specific genes, the neuronal genes and astrocytic genes in *Prrc2a*^*f/f*^*; Nestin*^*Cre+/-*^ vs. control brain tissue samples. Note that FDR < 0.25 is statistically significant for GSEA analysis: www.broadinstitute.org/gsea/doc/GSEAUserGuideFrame.html. (see also Supplementary information, Table S4-6). **d** Schematic cartoon of oligodendroglia developmental stages: OPC, premyelinating, and ultimately myelinating oligodendroglia. The below table shows the down-regulated DEGs that control oligodendroglia-specific stage development. **e** Relative gene expression in hippocampus tissue from 4-week-old mice with indicated genotypes (one-way ANOVA followed Tukey test, *P < 0.05, **P < 0.01, ***P < 0.001, f/f, *n* = 6; f/ + ; *Nes*, *n* = 4; f/f; *Nes*, *n* = 6). **f** Immunostainings of Pdgfrα (P7), CC1/Olig2, or Sox10 (P28) in corpus callosum from mice with indicated genotypes. The quantification of Pdgfrα^+^, CC1^+^ Olig2^+^, or Sox10^+^ cells was shown in (**g**) (one-way ANOVA followed Tukey test, *P < 0.05, **P < 0.01, ***P < 0.001, Pdgfrα^+^ cells, n = 8 each group, CC1^+^ Olig2^+^ cells, f/f, *n* = 5, f/ + ; *Nes* *n* = 4, f/f; *Nes* *n* = 5, Sox10^+^ cells, *n* = 4 each group)

To clarify how Prrc2a deficiency reduced oligodendroglial population, we first examined whether Prrc2a deficiency reduced OPC numbers through controlling OPC fate determination. NSCs (neural stem cells) were successfully differentiated to OPCs by Bl04 cell conditional medium (B104-CM) treatment in vitro^38^ (Supplementary information, Fig. S4a-c). Interestingly, the expression levels of Prrc2a were increased during this differentiation process (Supplementary information, Fig. S4b). Furthermore, we found fewer OPCs (Pdgfrα^+^/Olig2^+^) and a trend for more astrocytes (GFAP^+^) in Prrc2a-deficient cells (Fig. 5a–c and Supplementary information, Fig. S4d). To explore whether Prrc2a modulates OPCs fate determination in vivo, we analyzed the onset of oligodendroglial specification in the spinal cord. We found that Prrc2a deficiency significantly reduced the number of Pdgfrα^+^/Sox10^+^ double-positive cells in the spinal cord at E12.5 (Fig. 5d, e). Notably, the reduction of OPCs was more obvert in Prrc2a deficiency group at E14.5 (Fig. 5d, e), suggesting that Prrc2a deficiency might also reduce the proliferation of OPCs. In vitro BrdU labeling showed that the proliferation of OPCs was significantly decreased in Prrc2a-deficient cells (Fig. 5f, g). Furthermore, in vivo assays show that Prrc2a deletion led to a significant reduction of OPCs proliferation in corpus callosum (Fig. 5h, i). Surprisingly, we noticed that Prrc2a deficiency actually promoted OPC differentiation in vitro (Fig. 5j–l). Taken together, Prrc2a deficiency inhibits OPCs generation and proliferation, while promoting oligodendrocyte differentiation.

**Fig. 5:**
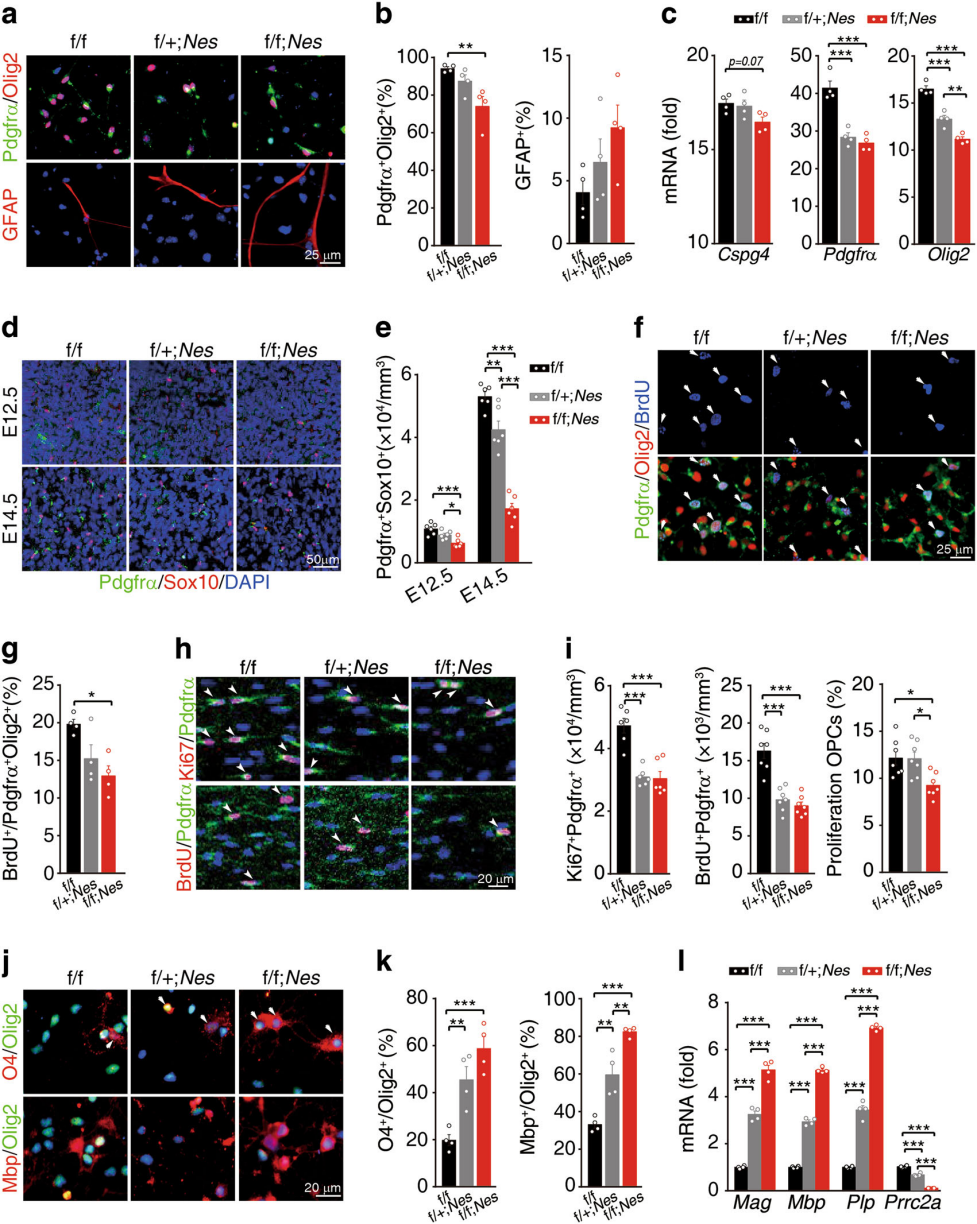
Prrc2a modulates oligodendroglia fate determination, proliferation, and differentiation in vitro. **a** Immunostainings of Pdgfrα/Olig2 or GFAP in oligosphere-derived cells 14 days postBl04-CM treatment from mice with indicated genotypes. **b** Quantification of the percentage of Pdgfrα^+^Olig2^+^ and GFAP^+^ cells from mice with indicated genotypes (one-way ANOVA followed Tukey test, **P < 0.01, *n* = 4 each group). **c** Gene expressions during neurosphere to oligosphere transformation in cells 14 days post B104-CM treatment. The gene expressions were normalized to those in wild-type neural stem cells (one-way ANOVA followed Tukey test, **P < 0.01, ***P < 0.001, *n* = 4 per group). **d** Immunostainings of Pdgfrα and Sox10 in spinal cord from mice with indicated genotypes at E12.5 and E14.5. **e** The quantification of the number of OPCs (Pdgfrα and Sox10 double positive) in spinal cord from mice with indicated genotypes at E12.5 and E14.5 (one-way ANOVA followed Tukey test, *P < 0.05, **P < 0.01, ***P < 0.001, *n* = 6 per group). **f** Immunostainings of Pdgfrα/Olig2/BrdU in the cultured OPCs after incubation with BrdU (50 μg/ml) for 2 h. The bar graph (**g**) depicts the quantification of the percentage of BrdU^+^ Pdgfrα^+^ Olig2^+^ cells (one-way ANOVA followed Tukey test, *P < 0.05, *n* = 4 per group). **h** BrdU (50 mg/kg) was intraperitoneally injected into P6 mice. 2 h later, the mice were sacrificed and the brain sections of corpus callosum were immunostained with anti-Pdgfrα and anti-Ki67 (upper panel) or anti-BrdU (bottom panel) antibodies. Arrowheads indicate the proliferating OPCs (Pdgfrα and Ki67/BrdU double-positive cells). **i**The quantification of the number and percentage of proliferating OPCs from mice with indicated genotypes (one-way ANOVA followed Tukey test, *P < 0.05, ***P < 0.001, Pdgfrα^+^Ki67^+^: *n* = 6 each group; Pdgfrα^+^BrdU^+^: *n* = 7 each group; Proliferation OPCs Pdgfrα^+^BrdU^+^/Pdgfrα^+^: *n* = 7 each group). **j** Immunostainings of O4/Olig2 and Mbp/Olig2 in oligodendrocytes after 3 days of T3 treatment. The bar graph (**k**) depicts the quantification of the percentage of O4^+^ Olig2^+^ and Mbp^+^Olig2^+^ cells (one-way ANOVA followed Tukey test, **P < 0.01, ***P < 0.001, *n* = 4 per group). **l** Gene expressions of T3-induced differentiated oligodendrocytes from mice with indicated genotypes (one-way ANOVA followed Tukey test, ***P < 0.001, *n* = 4 per group)

Prrc2a deletion increased astrocyte generation (Fig. 5b and Supplementary information, Fig. S4d) and upregulated parts of astrocytic gene expressions in vivo (Supplementary information, Fig. S3b and c). However, only a slight increase in astrocyte number was observed in Prrc2a deficient mice (Supplementary information, Fig. S4e-h). Further analysis revealed that Prrc2a deficiency significantly reduced the proliferation of astrocytes (Supplementary information, Fig. S4i and j), which could explain why we failed to observe an obvious alteration of astrocyte numbers. Taken together, Prrc2a controls glial cell fate determination and proliferation.

### Prrc2a deletion in oligodendroglial cells induces hypomyelination

To confirm that Prrc2a deficiency-induced hypomyelination is due to the abnormal oligodendroglial lineage development, we constructed the conditional deletion of Prrc2a in oligodendroglia by crossing *Prrc2a*^*f/f*^ mice with *Olig2*-*Cre* mice. In these mice, the expression of Cre recombinase is controlled by endogenous *Olig2* promoter, which led to a haploinsufficience of *Olig2* (Supplementary information, Fig. S5a). Consistence with a previous study,^39^ we found no obvious abnormality of myelin development in brains from *Olig2*-*Cre* mice (Supplementary information, Fig. S5a-c). For *Prrc2a*^*f/f*^*; Olig2*^*Cre+/-*^ mice, *Olig2*-Cre significantly reduced the expression of Prrc2a in Olig2-positive cells (Supplementary information, Fig. S5d). Similar to *Prrc2a*^*f/f*^*; Nestin*^*Cre+/-*^ mice, *Prrc2a*^*f/f*^*; Olig2*^*Cre+/-*^ mice showed remarkable development delay, reduced body mass, and increased brain mass (Fig. 6a, b, Supplementary information, Fig. S5e). T2-weighted MRI analysis demonstrated enlarged lateral ventricles and enhanced signal intensity of the corpus callosum in *Prrc2a*^*f/f*^*; Olig*^*Cre+/-*^ mice (Fig. 6c). Similarly, black-gold staining and TEM analysis showed significant hypomyelination in the corpus callosum of *Prrc2a*^*f/f*^*; Olig2*^*Cre+/-*^ mice (Fig. 6d–g and Supplementary information, Fig. S5f). *Olig2*-Cre-mediated Prrc2a deletion significantly reduced proliferative capacity (Supplementary information, Fig. S5g and h). Pdgfrα^+^, CC1^+^/Olig2^+^ and Sox10^+^ cells were also significantly reduced in *Prrc2a*^*f/f*^*; Olig2*^*Cre+/-*^ mice (Fig. 6h, i, Supplementary information, Fig. S5i and j).

**Fig. 6:**
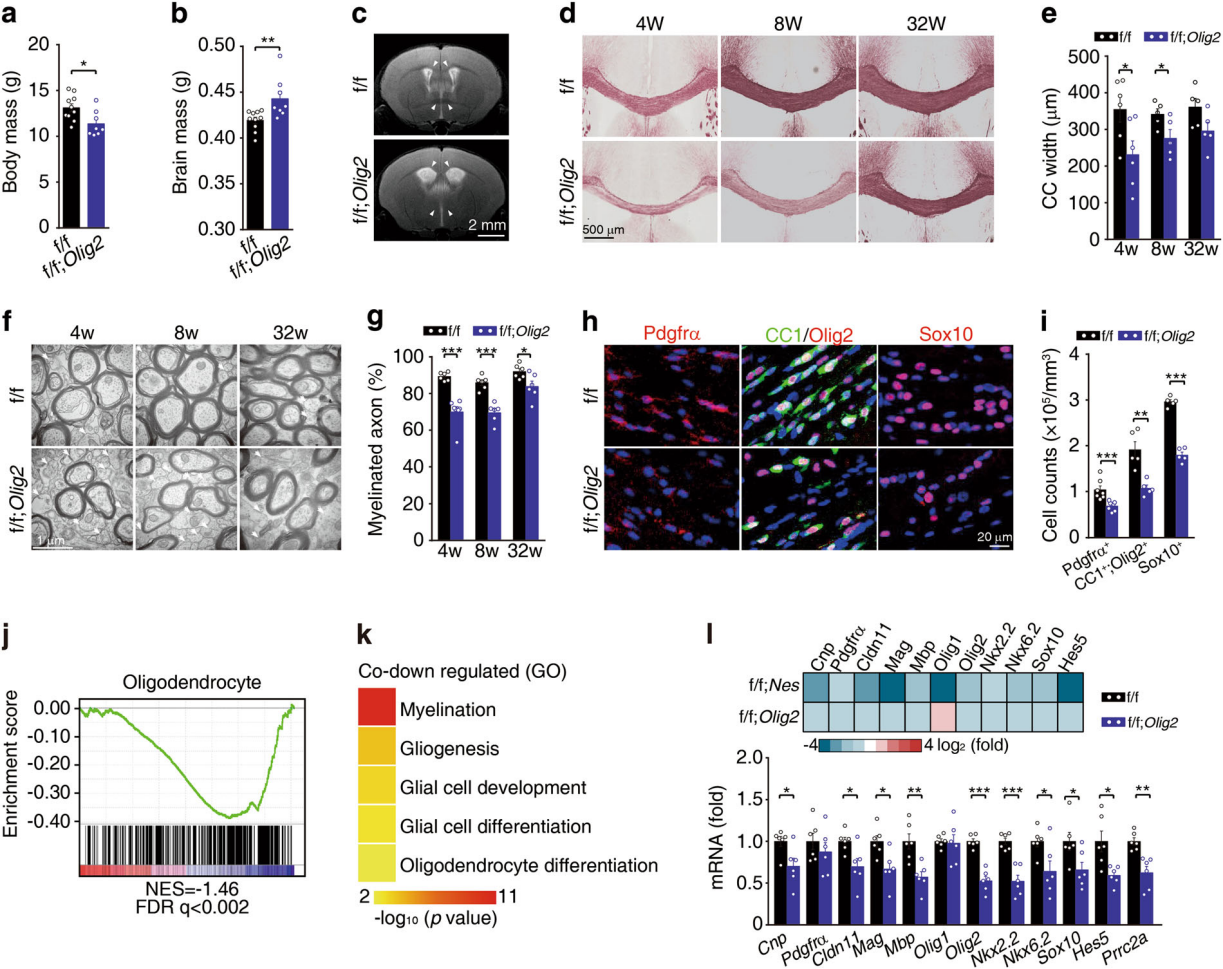
Prrc2a deletion in oligodendroglial lineage induces hypomyelination. **a**, **b** Body and whole wet brain mass of *Prrc2a*^*f/f*^*;Olig2*^*Cre+/-*^ and control mice at P28 (two-tailed unpaired Student’s *t-test*, *P < 0.05, **P < 0.01, f/f, *n* = 10, f/f; *Olig2* *n* = 8). **c** T2-weighted MRI examination of 4-week-old mice with indicated genotypes. **d** Black-gold staining of brain slices from 4-, 8-, and 32-week-old *Prrc2a*^*f/f*^*; Olig2*^*Cre+/-*^ and control mice. **e** The quantification of corpus callosum width at the midline of 4-, 8-, and 32-week-old *Prrc2a*^*f/f*^*; Olig2*^*Cre+/-*^ and control mice (two-tailed unpaired Student’s *t-test*, *P < 0.05, 4w: *n* = 6 each group, 8w: *n* = 5 each group, 32w: *n* = 5 each group). **f** TEM analysis of the myelin fibers in the corpus callosum from 4-, 8-, and 32-week-old *Prrc2a*^*f/f*^*; Olig2*^*Cre+/-*^ and control mice. The white arrowheads indicated the naked axons. **g** The percentage of myelinated axons in the corpus callosum from 4-, 8-, and 32-week-old mice with indicated genotypes (two-tailed unpaired Student’s *t-test*, *P < 0.05, ***P < 0.001, 4w: f/f, *n* = 6, f/f; *Olig2*-Cre *n* = 7, 8w: *n* = 6 each group, 32w: *n* = 6 each group). **h** Immunostainings of Pdgfrα (P7), CC1/Olig2, or Sox10 (P28) in corpus callosum from mice with indicated genotypes. The quantification of Pdgfrα^+^, CC1^+^ Olig2^+^, or Sox10^+^ cells was shown in (**i**) (two-tailed unpaired Student’s *t-test*, **P < 0.01, ***P < 0.001, Pdgfrα ^+^ cells: *n* = 7 per group; CC1^+^ Olig2^+^ cells: *n* = 5 per group, Sox10^+^ cells: *n* = 5 per group). **j** GSEA plots evaluating the changes in oligodendroglia linage specific genes in brain tissue samples from 4-week-old *Prrc2a*^*f/f*^*; Olig2*^*Cre+/-*^ vs. control mice. Note that FDR < 0.25 is statistically significant for GSEA analysis. **k** Representative GO terms of the biological process categories enriched in transcripts with downregulated expressions from *Prrc2a*^*f/f*^*; Nestin*^*Cre+/-*^ and Prrc2af^*/f*^*; Olig2*^*Cre+/-*^ mice. **l** Upper panel shows the heamap of representative DEGs from *Prrc2a*^*f/f*^*; Nestin*^*Cre+/-*^ and Prrc2af^*/f*^*; Olig2*^*Cre+/*^, respectively. Bottom panel shows relative gene expression in hippocampus from indicated groups by RT-qPCR analysis (two-tailed unpaired Student’s *t-test*, *P < 0.05, **P < 0.01, ***P < 0.001, *n* = 6 per group)

Accordingly, RNA-seq data showed oligodendroglial lineage specific genes were significantly downregulated (Fig. 6j and Supplementary information, Fig. S5k-m). Interestingly, most of the overlapped downregulated DEGs from *Nestin-*Cre- and *Olig2-*Cre- mediated Prrc2a-deficient mice were enriched in myelination and glial cell differentiation pathways (Fig. 6k and Supplementary information, Fig. S5n). The expression changes of oligodendroglial-specific genes were further confirmed by RT-qPCR analysis (Fig. 6l). To rule out the possible effect caused by *Olig2*-Cre-induced haploinsufficience of *Olig2* expression, we included *Prrc2a*^*f/+*^*; Olig2*^*Cre+/-*^ mice as a control and found that the expression levels of *Olig2* and myelin-related genes were significantly reduced in *Prrc2a*^*f/f*^*; Olig2*^*Cre+/-*^ mice (Supplementary information, Fig. S5o and p).

Consistent with these results, *Prrc2a*^*f/f*^*; Olig2*^*Cre+/-*^ mice were found to have a decreased lifespan and displayed significant motor defects (Supplementary information, Fig.S6a-c). Previous studies have demonstrated that Olig2 is required for oligodendrocyte and motor neuron specification in the spinal cord.^40^ We sought to ask whether the motor behavior defects were due to the reduced motor neuron number in *Prrc2a*^*f/f*^*, Olig2*^*Cre+/-*^ mice. Immunostaining analysis showed *Olig2*-*Cre* mice had low-recombination efficiency in motor neurons (ChAT-positive cells) and no significant difference of ventral motor neuron number in the spinal cord (Supplementary information, Fig. S6d and e). Furthermore, *Prrc2a*^*f/f*^*; Olig2*^*Cre+/-*^ mice also showed learning and memory defects (Supplementary information, Fig.S6f-k).

To rule out the role of astrocytes in hypomyelination, we next deleted Prrc2a in astrocytes by crossing *Prrc2a*^*f/f*^ mice with *Gfap*-*Cre* mice. Although *Gfap*-Cre significantly reduced the Prrc2a expression in astrocytes, no significantly developmental or behavioral abnormalities were observed in *Prrc2a*^*f/f*^*;Gfap*^*Cre+/-*^ mice (Supplementary information, Fig. S7a-f). Importantly, black-gold and immunostainings showed that *Prrc2a*^*f/f*^*;Gfap*^*Cre+/-*^ mice possessed normal myelination and oligodendrocyte populations (Supplementary information, Fig. S7g-j). Real-time qPCR and western blotting analysis also showed no significant change in the expression of oligodendrocyte marker genes (Supplementary information, Fig. S7k and l). Interestingly, while we observed no change in astrocyte number in *Prrc2a*^*f/f*^*;Gfap*^*Cre+/-*^ mice, we noticed that the expression levels of *Gfap* and *Aqp4* were significantly increased (Supplementary information, Fig. S7k-p).

### *Olig2* is an important target gene of Prrc2a

To elucidate the molecular mechanism of Prrc2a in oligodendroglial specification, we compared the Prrc2a binding targets containing m^6^A peaks with downregulated DEGs from *Prrc2a* ^*f/f*^*; Olig2*^*Cre+/-*^ mice, and found that 409 DEGs were potentially regulated by Prrc2a via binding with m^6^A (Fig. 7a). GO analysis showed that they were enriched for functions related to nervous system development, transcription, and myelination (Fig. 7b). 

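Table S7 marks 24 of the oligodendroglial genes as differentially expressed Prrc2a targets. A peak found in both Prrc2a RIP-seq replicates overlapped exons of 22 of these 24 genes (91.7%, 95% Wilson interval 74.2% to 97.7%). The 2 others were Nfasc, with an exonic peak in replicate 2 only, and Slain1, with none in either replicate. A shared peak lay within the span of both genes, introns included. Among the 466 genes of Table S7 that are not marked and were found in the annotation, 61 (13.1%) had a shared peak in their exons. The authors took the marked targets from this same RIP-seq, so the difference was largely fixed by that choice. It shows how far their assignment was recovered and is not independent evidence of binding. All 24 marked genes are protein-coding, with a median of 6081.5 exonic bases. Of the alternatives, the stricter fold enrichment of at least 4 changed the count most, leaving 1 gene, whereas all peaks of replicate 1 alone reached 22 genes and those of replicate 2 alone 23. Whether the genes are differentially expressed was not analysed here.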

Further, we found that 24 oligodendroglial DEGs were also the targets of Prrc2a (Supplementary information, Fig. S8a and Supplementary information, Table S7). Among these potential target genes, we found *Olig2* expression was significantly reduced upon Prrc2a deficiency. Importantly, the m^6^A-RIP-seq and Prrc2a RIP-seq data revealed colocalization of m^6^A and Prrc2a binding peaks within the *Olig2* mRNA transcript (Fig. 7c). 

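Olig2 (ENSMUSG00000039830) lies on the forward strand of chromosome 16 of GRCm38 from 91225457 to 91228677. It has 2 exons, from 91225457 to 91225653 and from 91226345 to 91228677, and its CDS, in exon 2, runs from 91226400 to 91227371. Each RIP-seq replicate had 1 Prrc2a peak in Olig2, and both lay wholly within the CDS. In replicate 1 the peak ran from 91226512 to 91226883 (372 bp) with a fold enrichment of 1.69, and in replicate 2 from 91226413 to 91226651 (239 bp) with a fold enrichment of 1.75. The median enrichment of all peaks was 2.84 in replicate 1 and 2.63 in replicate 2, and 9.58% and 11.4% of the peaks, respectively, were less enriched than the Olig2 peak. The peaks share 140 bp, from 91226512 to 91226651, which is 37.6% of the replicate 1 peak and 58.6% of the replicate 2 peak. With an overlap of 50% of both peaks required, the number of shared Olig2 peaks therefore fell to 0. Each peak holds 2 of the 5 GGAC sequences in the CDS. The m6A peak of Fig. 7c comes from m6A-seq, which is not in the files analysed here, so its overlap with these positions could not be computed. From its sequencing of both kinds, the paper reports that m6A peaks and Prrc2a peaks colocalize in Olig2 mRNA, and goes on to test Olig2 as a target.

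**Figure D4:**
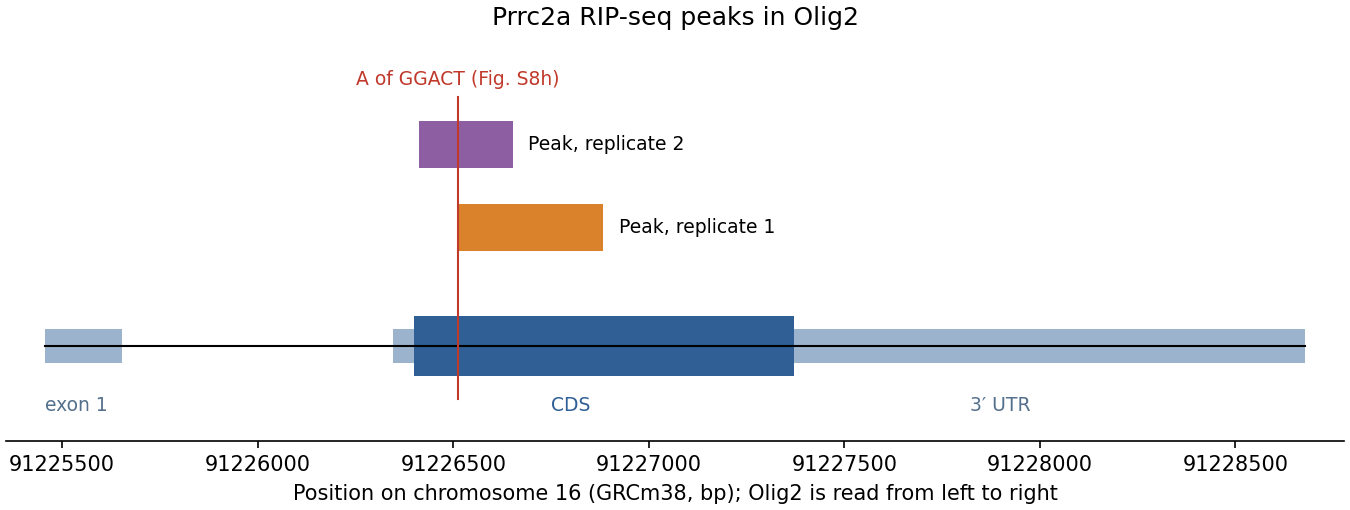
Map of Olig2 on chromosome 16 (x axis, position in bp), with exons as light boxes, the CDS as a dark box, the Prrc2a peak of each replicate above them and the A of the GGACT site of Fig. S8h as a red line. Both peaks lie in the CDS and overlap over 140 bp. The red line crosses the replicate 2 peak and lies 1 base before the start of the replicate 1 peak.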

Previous studies have shown that Olig2 functions as an oligodendroglial lineage determination factor by controlling OPC specification, differentiation, and myelination.^40,41^ Therefore, we argue that *Olig2* might act as an important target of Prrc2a in regulating oligodendroglial specification. We further confirmed that Prrc2a directly binds the *Olig2* mRNA by using Prrc2a RIP-qPCR (Fig. 7d) and that the *Olig2* transcript bears an m^6^A modification by m^6^A-RIP-qPCR analysis (Fig. 7e).

**Fig. 7:**
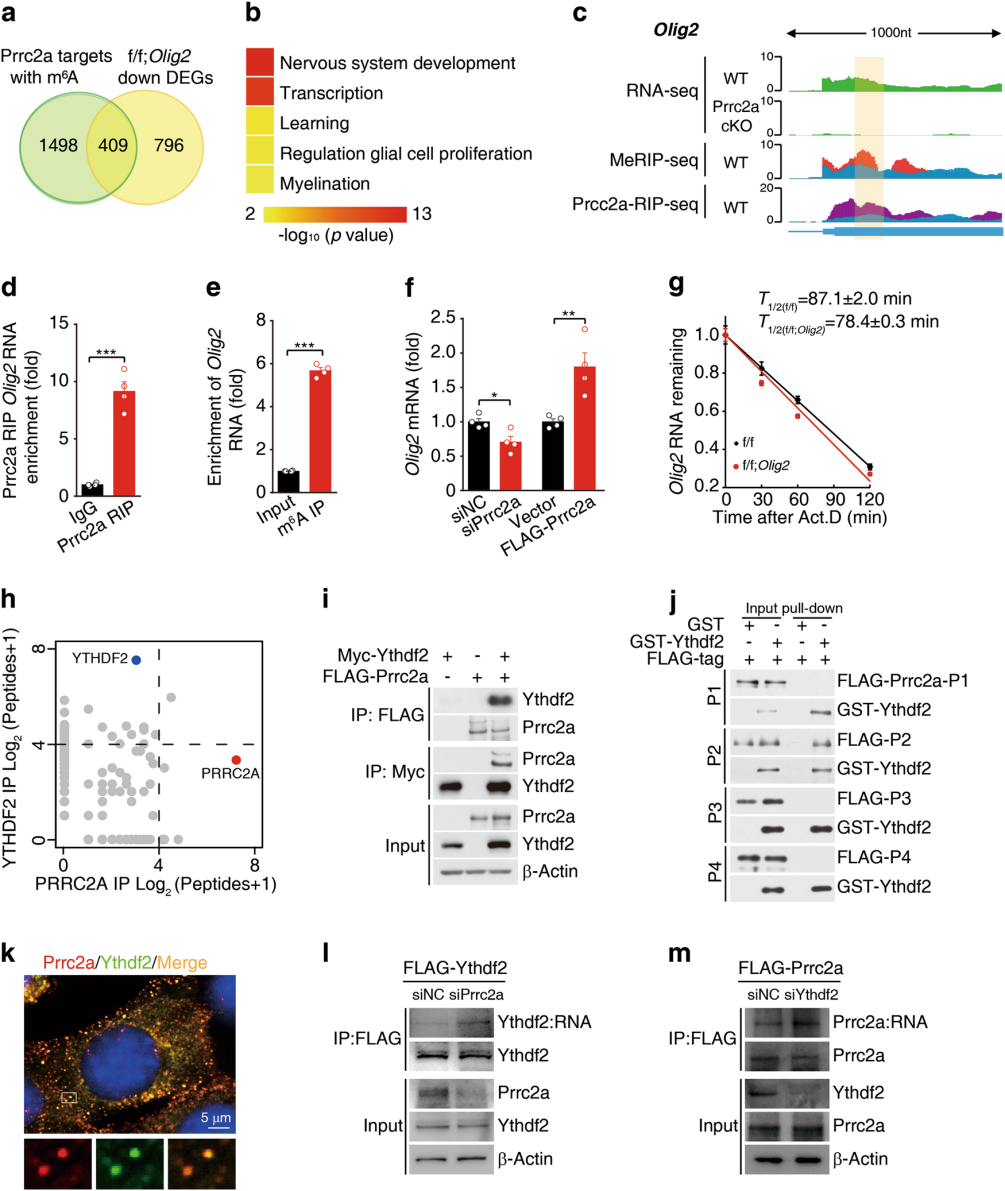
Prrc2a regulates *Olig2* mRNA stability in an m^6^A-dependent manner. **a** Overlap of genes with Prrc2a binding region containing m^6^A peaks and genes differentially expressed in *Prrc2a*^*f/f*^; *Olig2*^Cre+/-^ vs. control samples. **b** Representative Gene Ontology (GO) terms of the biological process categories enriched in differentially expressed transcripts with Prrc2a binding region containing m^6^A peaks. **c** Integrative Genomics Viewer (IGV) tracks displaying RNA-seq (upper panels), MeRIP-seq (Middle panel), and Prrc2a RIP-seq (bottom panel) read distributions in *Olig2* mRNA. Significant peaks are indicated with yellow highlight. **d** Prrc2a RIP-qPCR analysis of the region containing Prrc2a binding peak in *Olig2* mRNA from brain tissues of 4-week-old mice (two-tailed unpaired student’s *t*-test, ***P < 0.001, *n* = 4 per group). **e** Detection of m^6^A enrichment in *Olig2* mRNA from brain tissues of 4-week-old mice by m^6^A-RIP-qPCR (two-tailed unpaired student’s *t*-test, ***P < 0.001, *n* = 4 per group). **f** The mRNA level of *Olig2* in GL261 cell with or without Prrc2a knockdown/overexpression (two-tailed unpaired student’s *t*-test, *P < 0.05, **P < 0.01, *n* = 4 per group). **g** Cultured OPCs from control or *Prrc2a*^*f/f*^*; Olig2*^*Cre+/-*^ mice were exposed to actinomycin D (1 μg/ml), then RNA was isolated at indicated time points. RT-qPCR was performed to assess the half-lives of *Olig2* mRNA. The data were presented as means ± s.e.m. and the inserted numbers (*T*_1/2 (f/f)_ = 87.1 ± 2.0 min; *T*_1/2(f/f; *Olig2*)_ = 78.4 ± 0.3 min) showed the calculated half-times from four independent experiments. **h** Scatter plots of proteins bound to PRRC2A (red) vs. YTHDF2 (blue). (see also Supplementary information, Table S8). **i** Lysates from HEK293T cells transfected with indicated plasmids were subjected to immunoprecipitation with anti-FLAG or anti-Myc antibody, followed by immunoblotting with anti-Myc, anti-FLAG, or anti-β-actin antibody. **j** In vitro GST pull-down assay using purified GST-YTHDF2 and FLAG-Prrc2a-P1, FLAG-Prrc2a-P2, FLAG-Prrc2a-P3, or FLAG-Prrc2a-P4. **k** Confocal images of Prrc2a (red) and Ythdf2 (green) colocalization in HT-22 cells. **l** HT-22 cells stably expressing FLAG-Ythdf2 were transfected with Prrc2a siRNA or control siRNA. 72 h later, the cells were collected and subjected to PAR-CLIP analysis by immunoprecipitation with anti-FLAG antibody. The RNA products were labeled with biotin at 3′ end and then visualized by the chemiluminescent nucleic acid detection module. **m** HT-22 cells stably expressing FLAG-Prrc2a were transfected with Ythdf2 siRNA or control siRNA. 72 h later, the cells were collected and subjected to PAR-CLIP analysis by immunoprecipitation with anti-FLAG antibody. The RNA products were labeled with biotin at 3′ end and then visualized by the chemiluminescent nucleic acid detection module

To validate that *Olig2* mRNA is a Prrc2a target in cells, we performed Prrc2a knockdown and overexpression studies in GL261 cells. We found that Prrc2a knockdown reduced both mRNA and protein levels of Olig2, while Prrc2a overexpression increased Olig2 mRNA and protein levels (Fig. 7f and Supplementary information, Fig. S8b and c), suggesting that Prrc2a regulates *Olig2* mRNA and may affect its fate determination in cells. *Olig2* promoter luciferase assay showed that the overexpression/knockdown of Prrc2a had no effect on *Olig2* promoter activity (Supplementary information, Fig. S8d). These data indicate that Prrc2a alters *Olig2* expression through post-transcriptional regulation. We then mapped the region on *Olig2* mRNA that was regulated by Prrc2a and found that Prrc2a regulated *Olig2* expression through CDS region (Supplementary information, Fig. S8e-g), which was consistent with our MeRIP-seq and RIP-seq data (Fig. 7c). Combining our MeRIP-seq data with SRAMP software analysis,^42^ we identified a very high-confidence m^6^A site (GGA_112_CT, a conserved m^6^A methylation motif) in the *Olig2* CDS region (Supplementary information, Fig. S8h). Additionally, we found that overexpression/knockdown of Prrc2a had no effect on the mutant Olig2-CDS luciferase activity (Supplementary information, Fig. S8i and j). These data indicate that Prrc2a regulates *Olig2* expression through the m^6^A_112_ site. Consistently, the overexpression of Prrc2a stabilized the Olig2-Wildtype-CDS transcript but did not affect the Olig2-CDS A112T mRNA (Supplementary information, Fig. S8k). In addition, the Olig2 transcript displayed a significantly decreased half-life in Prrc2a deficient OPCs (Fig. 7g).

To explore the molecular mechanisms underlying the role of Prrc2a as a modulator of mRNA stability through the m^6^A modification, we screened for the interacting partners of PRRC2A by a tandem-affinity purification in HEK 293 T cells expressing FLAG-tagged PRRC2A (Fig. 7h). Notably, YTHDF2, a well-known m^6^A reader, was one of the potential PRRC2A interacting proteins. Interestingly, we also identified PRRC2A as one of YTHDF2-binding proteins in HEK293T cells (Fig. 7h). Further co-immunoprecipitation in HEK293T cells confirmed the interaction between PRRC2A and YTHDF2 (Fig. 7i). GST pull-down showed that the recombinant PRRC2A-P2 protein directly interacted with YTHDF2 (Fig. 7j and Supplementary information, Fig. S8l), and we observed that PRRC2A and YTHDF2 were colocalized in the granule-like subcellular organelles (Fig. 7k). Intriguingly, PRRC2A knockdown significantly increased the RNA-binding competence of YTHDF2 (Fig. 7l) and YTHDF2 knockdown augmented PRRC2A RNA-binding capacity (Fig. 7m), suggesting that YTHDF2 and PRRC2A compete for RNA binding.

### Fto-mediated internal m^6^A demethylation triggers hypomyelination

We next explored whether m^6^A demethylases is involved in regulating *Olig2* mRNA stability. We observed that the expression of *Olig2* was significantly increased upon knockdown of the RNA demethylase Fto (Supplementary information, Fig. S9a and b), while *Olig2* promoter activity was unchanged (Supplementary information, Fig. S9c). Similar to Prrc2a overexpression, *Fto* knockdown stabilized the *Olig2* CDS, but did not affect *Olig2* A112T mutant CDS (Supplementary information, Fig. S9d). In addition, the Olig2 transcript displayed a significantly increased half-life in Fto knockout OPCs (Supplementary information, Fig. S9e). These data suggest that Fto regulates *Olig2* mRNA in an m^6^A-dependent manner.

We then examined whether Fto regulates *Olig2* mRNA stability in vivo. In an Fto transgenic (Tg) mouse model, we observed a reduction in the m^6^A level of *Olig2* mRNA (Fig. 8a). Prrc2a-RIP-qPCR analysis showed that the Fto transgene reduced the capacity of Prrc2a to bind to *Olig2* mRNA (Fig. 8b). Additionally, Fto transgene significantly reduced the half-life of *Olig2* mRNA in cultured OPCs (Fig. 8c). RNA-seq data from brains of wild-type and *Fto* transgenic mice also showed that the Fto transgene had profound effects on gene expression (Fig. 8d). 

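Table S9 lists 683 genes as differentially expressed in Fto transgenic brain and as Prrc2a targets, and 672 of them were found in the annotation. Prrc2a peaks shared by both replicates of wild-type brain overlapped exons of 657 of these genes (97.8%, 95% Wilson interval 96.4% to 98.6%). Because the authors took these targets from the same RIP-seq, this share measures recovery of their assignment and is not independent evidence of binding. Of the remaining 15 genes, all had a shared peak within the gene span, 2 had an exonic peak only in replicate 1 and 5 only in replicate 2. The genes had a median of 9576.5 exonic bases, against 6865 for all protein-coding target genes and 3184 for the protein-coding genes without a shared peak. Olig2 and Prrc2c are among them. The count fell to 85 with a fold enrichment of at least 4 in both replicates, the alternative that changed it most, and was 661 with all peaks of replicate 1 and 664 with all peaks of replicate 2. The full set of differentially expressed genes is not in the files analysed here, so the share of Prrc2a targets among them was not recomputed.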

Interestingly, we found the DEGs (Fto transgenic *vs* wild type) were significantly enriched in glial cell differentiation and myelination pathways (Fig. 8e), among which nearly 25% DEGs were Prrc2a targets (Supplementary information, Fig. S9f and Supplementary information, Table S9). RT-qPCR analysis confirmed that *Fto* transgene reduced oligodendroglial lineage-specific gene expression (Fig. 8f and Supplementary information, Fig. S9g). The number of Pdgfrα^+^,  CC1^+^Olig2^+^ or Sox10^+^ cells was significantly reduced in *Fto* transgenic mice (Fig. 8g, h, Supplementary information, Fig. S9h and i). T2-weighted MRI analysis demonstrated enlarged lateral ventricles and enhanced signal intensity of the corpus callosum in *Fto* transgenic mice (Fig. 8i). Further black-gold staining and TEM analysis showed significant hypomyelination in brains from *Fto* transgenic mice at developmental stage (Fig. 8j–m and Supplementary information, Fig. S9j). Similarly, we found that *Fto* transgenic mice displayed significant locomotive and cognitive defects (Supplementary information, Fig. S9k-s). Collectively, Fto-mediated internal m^6^A demethylation triggers hypomyelination in mice.

**Fig. 8:**
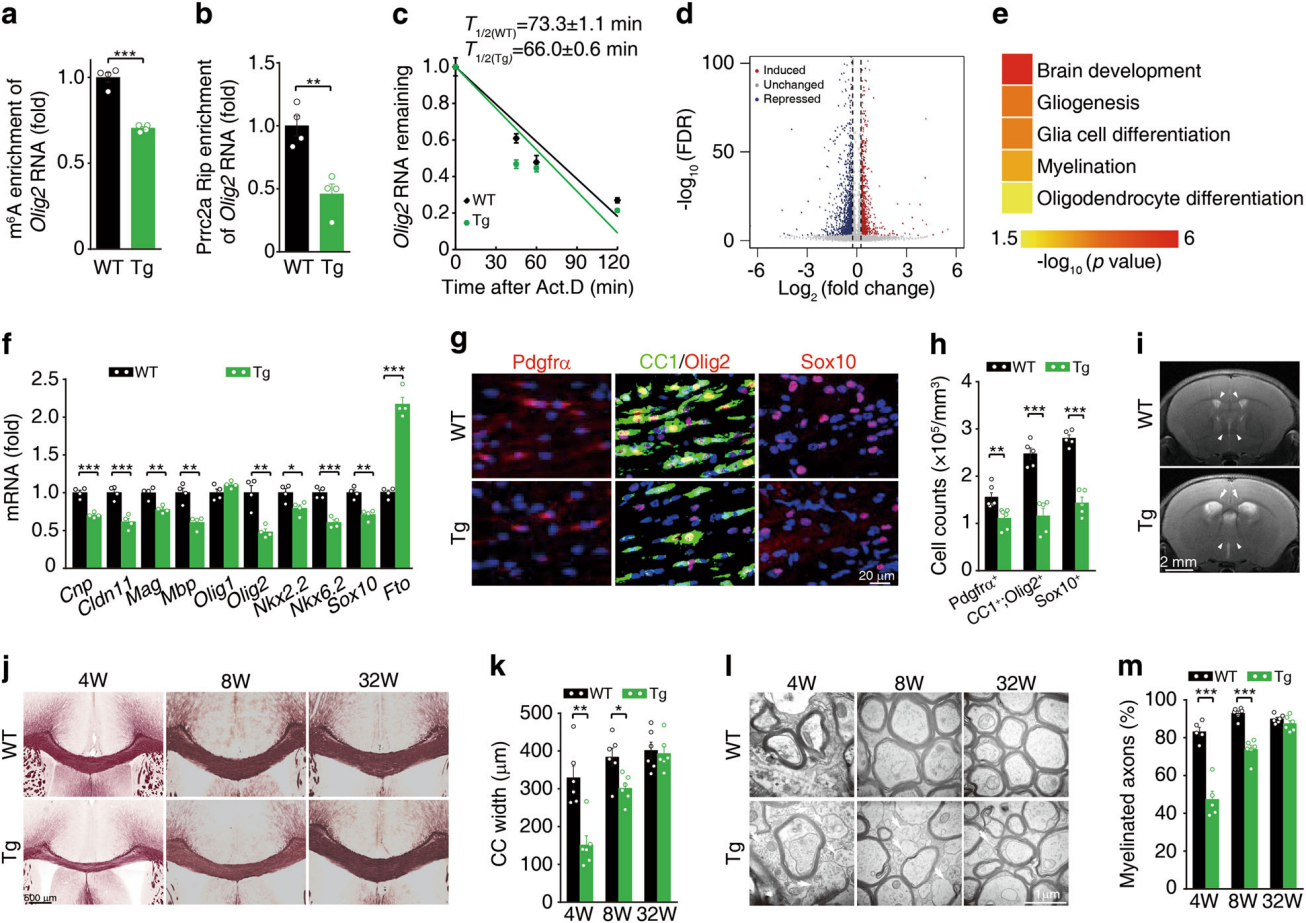
Fto transgene triggers hypomyelination. **a** MeRIP-qPCR analysis of *Olig2* RNA in m^6^A peak region in Fto transgenic (Tg) and wild-type (WT) mice at 4-weeks-old (two-tailed unpaired student’s *t*-test, ***P < 0.001, *n* = 4 per group). **b** Prrc2a RIP-qPCR analysis of *Olig2* RNA in m^6^A peak region in Fto transgenic (Tg) and WT mice at 4 weeks old (two-tailed unpaired student’s *t*-test, **P < 0.01, n = 4 per group). **c** Cultured OPCs from WT and Fto transgenic mice were exposed to actinomycin D (1 μg/ml), then RNA was isolated at indicated time points. RT-qPCR was performed to assess the half-lives of *Olig2* mRNA. The data were presented as means ± s.e.m. and the inserted numbers (*T*_1/2 (WT)_ = 73.3 ± 1.1 min; *T*_1/2(Tg)_ = 66.0 ± 0.6 min) show the calculated half-times from four independent experiments. **d** Volcano plot of RNA-seq data showing Fto-regulated genes from brain tissue samples of 4-week-old *Fto* transgenic vs. control mice. **e** Parts of GO terms of the biological process categories enriched in DEGs from *Fto* transgene vs. control samples. **f** Relative gene expression in hippocampus from 4-week-old Fto Tg and control mice (two-tailed unpaired student’s *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001, *n* = 4 per group). **g** Immunostainings of Pdgfrα (P7), CC1/Olig2, or Sox10 (P28) in corpus callosum from mice with indicated genotypes. The quantification of Pdgfrα^+^, CC1^+^ Olig2^+^, and Sox10^+^ cells were shown in (**h**) (two-tailed unpaired student’s *t*-test, **P < 0.01, ***P < 0.001, Pdgfrα^+^: *n* = 6 each group; CC1^+^ Olig2^+^ cells: *n* = 5 per group, Sox10^+^ cells: *n* = 5 per group). **i** T2-weighted MRI of 4-week-old mice with indicated genotypes. **j** Black-gold staining of brain sections from 4-, 8-, and 32-week-old Fto Tg and control mice. **k** The quantification of corpus callosum width at the midline from 4-, 8-, and 32-week-old Fto Tg and control mice (two-tailed unpaired student’s *t*-test, *P < 0.05, **P < 0.01, 4w: *n* = 5 per group, 8w: *n* = 6 per group, 32w: *n* = 6 per group). **l** TEM analysis of the myelin fibers in the corpus callosum from mice with indicated genotypes and ages. The white arrowheads indicated the naked axons. **m** The percentage of myelinated axons in the corpus callosum from 4-, 8-, and 32-week-old mice with indicated genotypes (two-tailed unpaired student’s *t*-test, ***P < 0.001, 4w: *n* = 5 per group, 8w: *n* = 6 per group, 32w: *n* = 6 per group)

## Discussion

In the present study, we demonstrated that Prrc2a, a novel m^6^A reader, plays a critical role in oligodendroglial specification and its loss of function leads to hypomyelination. Firstly, we identified Prrc2a as a reader of the m^6^A modification through a methylated RNA pull-down assay followed by mass-spectrometry in neural cells. The subsequent validation studies showed that Prrc2a prefers to bind m^6^A-contaning RNA. Functionally, mice with conditional knockout of Prrc2a with *Nestin*-Cre or *Olig2*-Cre displayed a shortened lifespan, impaired locomotion, and cognition. Further cellular analyses revealed that Prrc2a is involved in OPC proliferation and oligodendrocyte fate determination. Secondly, we found that Prrc2a post-transcriptionally regulates *Olig2* mRNA stability in an m^6^A-dependent manner. Finally, we found that Fto-mediated m^6^A demethylation promotes *Olig2* mRNA degradation and triggers hypomyelination in mice, which represents the first report of m^6^A as the substrate of Fto in mammals.

Here, we identified a novel m^6^A specific binding protein family, including Prrc2a and Prrc2c in neural cells by using methylated RNA bait. Despite the absence of a classical YTH domain, here we identified a new Prrc2a domain (named GRE domain) that could specifically bind methylated RNA, similar to the case of RNA-binding domain (RBD) of IGF2BPs that recognizes m^6^A-containing transcripts and regulates mRNA stability.^24^

Previous studies suggest that mRNA transcripts with m^6^A modifications tend to be less stable due to the relocation of such mRNAs to RNA decay sites by YTHDF2.^16,43^ However, some gene transcripts have been shown to be stabilized by the m^6^A modification,^13^ indicating there might be some unknown readers that could compete with YTHDF2 to dynamically regulate RNA stability. A recent study showed that IGF2BP family proteins stabilized m^6^A-containing transcripts through a distinct recognition pattern from YTHDF2.^24^ Here, we propose a possible model whereby PRRC2A interacts and competes with YTHDF2 for RNA binding.

Epidemiology studies demonstrated association between Prrc2a SNPs and the risk of cancer,^44,45^ rheumatoid arthritis,^46^ insulin-dependent diabetes mellitus (IDDM)^47^, and obesity.^48^ However, the roles of Prrc2a in the nervous system remained unknown despite its high expression in the central nervous system.^49^ Our present work indicates that Prrc2a is a new class of m^6^A reader that controls neural development. Despite no significant neurogenesis abnormalities, significant hypomyelination in the corpus callosum from Prrc2a conditional knockout mice was observed. Therefore, we argue that increased brain mass might be due to enlarged lateral ventricles and/or hypomyelination-induced brain edema. Although recent reports reveal that m^6^A plays important roles in regulating neurogenesis, neural stem cell self-renewal, axon regeneration, and local translation,^30–32,50^ our study is the first to delineate the role of m^6^A in regulating oligodendroglial specification and myelination mediated by a new m^6^A reader Prrc2a.

Prrc2a deficiency reduced the proliferation of OPCs both in vivo and in vitro, but we observed that Prrc2a deficiency promoted oligodendrocyte differentiation in vitro. In addition, myelin-related transcripts were significantly increased in Prrc2a deficient oligodendrocytes in vitro (Fig. 5l). However, Prrc2a deletion significantly reduced myelin-related transcript and led to hypomyelination phenotype in vivo (Figs 2f–l and 4e, Supplementary information, Fig. S3c). The paradoxical myelin-related gene expressions might be due to the reduced OPCs numbers in vivo and different differentiation efficiency of OPCs between in vivo and in vitro conditions.

Recent reports have shown that microRNAs and chromatin modifications play important roles in regulating oligodendrocyte differentiation and myelination.^51,52^ However, the post-transcriptional regulation during this process was completely unknown. Our current discovery uncovers a new role for mRNA modifications in the process of oligodendroglial specification and highlights the importance of post-transcriptional regulation in neural development and CNS disorders.

In summary, our study found that Prrc2a deficiency impaired oligodendroglial specification and induced hypomyelination through regulating *Olig2* mRNA processing (working model, Supplementary information, Fig. S10). Our study is the first to link m^6^A RNA modifications with the process of myelination, and suggests a new direction for the development of effective therapeutic strategies for myelination-related disease processes.

## MATERIALS AND METHODS

### Animals

*Prrc2a*^*f/f*^ mice (generated by Dr. Fengchao Wang, National Institute of Biological Science, Beijing) were crossed with *Nestin*-*Cre* transgenic mice. The resulting *Prrc2a*^*f/+*^;*Nestin*^*Cre+/-*^ mice were then crossed with *Prrc2a*^*f/f*^ mice to obtain *Prrc2a*^*f/f*^;*Nestin*^*Cre+/-*^ study subjects and their control littermates (*Prrc2a*^*f/f*^ mice and *Prrc2a*^*f/+*^;*Nestin*^*Cre+/-*^ mice). *Prrc2a*^*f/+*^;*Nestin*^*Cre+/-*^ littermates were included as controls to rule out nonspecific effects of the *Nestin-Cre* transgene.^53^ Similarly, specific deletion of Prrc2a in astrocytes was obtained through crossing *Prrc2a*^*f/f*^ mice with *Gfap*-*Cre* transgenic mice (Jackson Laboratory, Stock Number: 024098, Cre recombinase was driven by the mouse glial fibrillary acidic protein promoter). The offsprings *Prrc2a*^*f/f*^*; Gfap*^Cre+/-^, and *Prrc2a*^*f/f*^ were used. In parallel, to knockout Prrc2a in oligodendroglial lineage, we crossed *Prrc2a*^*f/f*^ mice with *Olig2-Cre* transgenic mice^54^ (provided by Dr. Bo Xiao, West China Hospital, Sichuan University; Jackson Laboratory, Stock Number: 011103). The offsprings *Prrc2a*^*f/f*^*; Olig2*^Cre+/-^, and *Prrc2a*^*f/f*^ were used. Fto transgenic mice and Fto knockout mice were kind gifts from Dr. Pumin Zhang (National Center for Protein Sciences, the PHOENIX Center, Beijing). Fto transgenic mice were generated using the lentiviral method. Briefly, the mouse Fto (mFto) coding sequence was cloned into the lentiviral construct and the expression was driven under ubiquitin C promoter. The floxed *Prrc2a* gene was identified *via* PCR using forward primer 5′-GCAACTGAAGAAACGGTGGA-3′ and reverse primer 5′-AAGGCAAC TAACAGACCAGATGAA-3′, yielding PCR products of 413 and 533 bp for the WT and floxed alleles, respectively. For *Nestin*-Cre, *Gfap*-Cre and *Olig2*-Cre, the following common primers were used: Cre-forward primer 5′-GATCTCCGGTATTGAAACTCCAGC-3′and Cre-reverse primer 5′-GCTAAACATGCTTCATCGTCGG-3′, and the PCR yielded a 646 bp product. Genotyping of Fto transgenic mice using the Fto-Tg-forward primer 5′-GAGGGGAGGGATAAGTGAGG-3′ and Fto-Tg-reverse primer 5′-CATCTTTGGGGGTCAGGTAA-3′ yielded a 426 bp product. Fto-KO-forward primer 1# 5′-CAGTGGTCTGAGGACAAGCA-3′, Fto-KO-forward primer 2# 5′-TGGATCCGTGCATCTGTAAA-3′ and Fto-KO-reverse primer 5′-CGACAATCGAGATGGTGATG-3′ were used for genotyping of Fto knockout mice. All mice were in the C57BL/6 J background.

Mice were maintained under conditions of a 12 h light/dark cycle at 23 °C and were provided with food and water ad libitum in the Animal Care Facility at the Institute of Basic Medical Sciences (Beijing, China). All animals’ experiments were approved by and conformed to the guidelines of the institutional animal care and use committee at the Institute of Basic Medical Sciences (Beijing, China).

### Motor coordination test

Motor performance was estimated using an accelerating Rota-Rod (LE8200, Panlab, Harvard Apparatus) as previously described.^55^ Briefly, mice were trained on the Rota-Rod at 10 rpm. three times per day (at 1 h intervals) for 2 days before testing. During testing, the rod was accelerated from 4 to 40 rpm over a period of 300 s. Each result represents the average endurance of three consecutive measurements performed at 1 h intervals.

### Grip strength test

Grip strength test was estimated using a grip strength meter (BSBIOGS3, Panlab, Harvard Apparatus). During the test, the grip strength meter was positioned horizontally and the mice were held by the tail and lowered towards the apparatus. The animals were allowed to grasp the metal grid and then pulled backwards in the horizontal plane. The force applied to the grid just before the loss of grip is recorded as the peak tension. The forces were measured in Newton.

### Morris water maze test

The water maze task was performed as previously described^56^ with some modifications. It consisted of three phases: 1) 4 days with a visible platform (2 trials/day); 2) 5–6 days with a hidden platform (two trials/day); 3) Probe trials, during which the platform was removed from the maze, lasted 1 min and were performed to assess the retention of previously acquired information. Probe was conducted 24 h later after the last trail of the whole learning process. Mice were tracked by a video camera (Sony) in both trails and probe. Collected data were analyzed by SMART 2.5 software (Panlab, Harvard Apparatus). Statistical analyses used two-way ANOVA followed by Bonferroni test.

### Callosal compound action potential (CAP) recording

#### Slice preparation

Eight-week-old mice were anesthetized with intraperitoneal injection of sodium pentobarbital (30 mg/kg) and then decapitated. The brains were dissected out and transferred to an ice-cold slicing solution (2.5 mM KCl, 1.25 mM NaH_2_PO_4_, 26 mM NaHCO_3_, 10 mM Dextrose, 213 mM Sucrose, 2 mM MgSO_4_, 2 mM CaCl_2_), which was bubbled with mixed gas (95% O_2_, 5% CO_2_). Coronal slices were cut (400 µm thick, plates 34–38, Paxinos and Franklin mouse brain atlas) from brain regions containing the corpus callosum using a vibratome (Leica VT1200S). The slices were then transferred to an incubation chamber filled with Artificial cerebrospinal fluid (ACSF) (126 mM NaCl, 2.5 mM KCl, 1.25 mM NaH_2_PO_4_, 26 mM NaHCO_3_, 25 mM Dextrose, 2 mM MgSO_4_, 2 mM CaCl_2_; 315–325 mOsm, pH = 7.2–7.3) and maintained at 34.5 °C for 1 h. After incubation, slices were kept in the same solution at room temperature and allowed to equilibrate at least 30 min prior to recording.

#### Electrophysiological recordings

Slices were transferred to a recording chamber perfused at 2 ml/min rate with aerated ACSF at 21.5 °C. As described in a previous report,^57^ a tungsten bipolar electrode was used for stimulation in the corpus callosum (CC) of one hemisphere and a glass electrode (impedance of 1–3 MΩ) filled with ACSF is placed in the contralateral hemisphere for recording. The stimulating pulses of 0.1 ms duration and 4 mA current were applied via an isolator (ISO-Flex, A.M.P.I). Evoked CAPs were recorded by a Multiclamp 700B amplifier (Molecular Devices) and sampled by a Power3 1401 (CED, Cambridge Electronic Design) at 25 kHz using Spike2 software (Bessel filter set to 10 KHz) for offline analysis. For each slice, we recorded two trials with the same stimulation site and different recording sites.

#### Data analysis and statistics

For each trial, 20–60 repeat responses were averaged for waveform analysis. Conduction velocity was estimated by the difference of two different distances between the stimulating and recording electrodes divided by the difference of corresponding peak latency in the same slice, that is, Fast velocity = δDistance/δT1; Slow velocity = δDistance/δT1. CAP amplitude can be measured as the vertical distance from the local negative peak of two depolarizing phases of the CAPs (Amp.1 and Amp.2) to a tangent joining preceding and following positivity.^57^

### Histological analysis

Brain tissue was dissected and fixed for three days in 4% paraformaldehyde, embedded in paraffin blocks and sectioned. Tissue sections were stained with hematoxylin/eosin following standard procedures.

### Immunohistochemistry

The tissues were post-fixed using 4% paraformaldehyde and dehydrated with gradient sucrose (10%, 20%, and 30%) in PBS. Coronal sections (40 μm in thickness) were sliced with Leica CM3050S and processed for immunohistochemistry. In detail, the brain slices were immersed in PBS twice and incubated in blocking buffer (PBS containing 0.4% Triton X-100, 2% horse serum, and 1% BSA) for 1 h at room temperature. For astrocytes labeling, the slices were treated with a 1:1000 dilution of mouse monoclonal anti-GFAP (MAB360, Millipore) or 1:400 dilution of rabbit polyclonal anti-ALDH1L1 (Ab87117, Abcam, Cambridge, UK) followed by biotinylated goat anti-mouse/rabbit IgG and streptavidin-conjugated HRP (Vectastain ABC kit, Vector Laboratories, Burlingame, CA, USA) and positive immunostaining was visualized using 3,3′-diaminobenzidine (DAB) followed by a reaction with hydrogen peroxide (DAB kit, Vector Laboratories). Selectively, some sections were incubated with anti-GFAP (1:1000, Z0334, Dako, Santa Clara, CA,USA), anti-Olig2 (1:500, AB9610, Millipore), anti-CC1 (1:500, OP80, Millipore), anti-ChAT (1:300, AB144P, Millipore), anti-ChAT (1:300, Sc-55557 Santa Cruz, Dallas, TX, USA), anti-Sox10 (1:500, Sc-365692, Santa Cruz), anti-BrdU (1:1000, 66241-1-Ig, Proteintech Group), anti-Ki67 (1:500, ab15580, abcam), anti-Pdgfrα (1:400, 558774, BD Bioscience), anti-NG2 (1:200, 05–710, Millipore), and anti-Prrc2a (1:200, Sc-78859, Santa Cruz) overnight and followed by fluorescence-conjugated secondary antibodies (Jackson Immunoresearch, Pennsylvania, USA) for 1 h at room temperature. Stained sections were mounted onto slides and images were acquired using a confocal microscope (Leica). For Pdgfrα, NG2 and Prrc2a immunostaining, tissues were fixed using 2% paraformaldehyde for no more than 24 h. Specially, for Prrc2a immunostaining, tissues were subjected to antigen retrieval in EDTA-Tris buffer (pH9.0, ZLI-9068, ZSGB-Bio, Beijing, China).

### BrdU labeling

For OPC and astrocytes proliferation analysis in vivo, we injected mice intraperitoneally with BrdU (50 mg/kg bodyweight, HY-15910, MedChemExpress) at P6. Two hours later, the perfused brains were dissected and fixed in 2% paraformaldehyde for 24 h. Brains were dehydrated with gradient sucrose (10%, 20% and 30%), embedded in OCT compound and sectioned coronally (40 μm-thickness) on a Leica CM3050S cryostat. Brain sections were incubated with 1 M HCl for 10 min on ice, 2 M HCl for 10 min at room temperature, and 20 min at 37 °C, then neurtralized with 0.1 M borate buffer for 10 min at room temperature, continuing with the standard staining procedure as described in the immunochemistry.

### Black-Gold Staining

Black-gold staining was performed using Black-Gold II myelin staining kit (AG105, Millipore) according to manufacturer’s instructions. Briefly, 0.3% Black-Gold II and 1% sodium thiosulfate solutions were pre-heated to 60 °C. Brain sections were immersed in water to rehydrate for 5 mins. Then pre-warmed Black-Gold II solution was added and the incubation lasted for 12 min at 60 °C. During staining, the slides were monitored at 2–3 min intervals to determine the extent of labeling. When the finest myelinated fibers were stained to dark red to black, we stopped staining. Then slices were incubated for 3 min at 60 °C with sodium thiosulfate solution (1%). Stained slices were mounted on slides after water washing twice.

### Magnetic resonance imaging (MRI) analysis

We carried T2-weighted Magnetic Resonance Imaging in vivo at 7.0 T using Bruker BioSpin MRI GmbH system according to standard procedure.

### Transmission electron microscopy (TEM) analysis

For TEM, mice were perfused sequentially with normal salting and 2% glutaraldehyde/2% paraformaldehyde in 0.1 M cacodylate buffer. After perfusion, corpus callosum was dissected and post-fixed overnight in the same fixative buffer. Tissues were then fixed in OsO4 for 1 h and embedded in epoxy resin. Ultra-thin sections were obtained using Ultracut UCT (Leica) and stained with 2% uranyl acetate and lead citrate. Electron micrographs were imaged in Phillips Tecnai 10 transmission electron microscope (Hillsboro, Oregon, USA) using FEI software.

### Primary oligodendrocyte precursor cell culture

The procedure was modified from a previous report.^38^ Briefly, cerebral cortexes were dissected from E14.5-17.5 pregnant mice and then dissociated by mechanical trituration until the cell suspension has no small clumps. The suspension was passed through 70 μm Nylon cell strainer (FALCON) to obtain single cell suspension. We counted the cell number and added 6× 10^4^ cells per well in Ultra-Low Attachment Surface six well plate (Corning). The cells were growth in neurosphere growth medium (DMEM/F12 plus 25 μg/ml insulin, 50 μg/ml apo-transferrin, 20 nM progesterone, 60 μM putrescine, 30 nM sodium selenite, 20 ng/ml EGF, 20 ng/ml bFGF, and 10% methylcellulose) for about 4 days until the neurosphere size around 100–200 μm. We gradually changed the neurosphere growth medium to B104 conditional medium (30% B104 medium [the supernatant of B104 cell with DMEM/F12 + 1 × N2 supplement cultured for 4 days] and 70% neural culture medium [DMEM/F12 plus 25 μg/ml insulin, 100 μg/ml apo-transferrin, 20 nM progesterone, 60 μM putrescine, and 30 nM sodium selenite]) by replacing one-fourth of the former medium with the latter medium every other day for 14 days. Then oligospheres were dissociated by mechanical trituration followed by passing through a 70 μm Nylon cell strainer. The single cell suspensions were plated in the poly-ornithine-coated plate for OPC proliferation in the OPC medium (DMEM plus 4 mM L-glutamine, 1 mM sodium pyruvate, 0.1%BSA, 50 μg/ml apo-transferrin, 30 nM sodium selenite, 10 nM D-botin, 10 nM hydrocortisone, 10 ng/ml PDGF-AA, and 10 ng/ml bFGF) or for differentiation in differentiation medium (DMEM plus 4mM L-glutamine, 1 mM sodium pyruvate, 0.1%BSA, 50 μg/ml apo-transferrin, 30 nM sodium selenite, 10 nM D-botin, 10 nM hydrocortisone, 15 nM T3, 10 ng/ml CNTF, and 5 μg/ml NAC).

### Immunoblotting

Immunoblotting was performed as previously described.^55^ Briefly, tissues were lysed in lysis buffer and protein concentration was determined by Bradford. Proteins were separated on polyacrylamide gel and transferred to PVDF membrane. The membrane was blocked in 5% milk and subsequently probed with primary antibodies overnight at 4 °C, then incubated with HRP-conjugated secondary antibodies for protein detection. The antibodies used were anti-GFAP (Z0334, Dako, Santa Clara, CA,USA), anti-ALDH1L1 (Ab87117, Abcam, Cambridge, UK), anti-MBP (78896, Cell Signaling Technology, Cambridge, MA, USA), anti-Olig2 (AB9610, Millipore, Billerica, MA, USA), anti-Prrc2a (Sc-78859, Santa Cruz, Dallas, TX, USA), anti-FLAG (F1804, Sigma), anti-Myc (M047-3, MBL, Woburn, MA,USA), anti-Ythdf1 (17479-1-AP, Proteintech Group, Campbell Park, Chicago, IL,USA), anti-Ythdf2 (24744-1-AP, Proteintech Group), anti-PARP1 (ab191217, Abcam), anti-β-actin (60008-1-Ig, Proteintech Group), anti-GAPDH (CW0266A, CWBiotech, Beijing, China), and anti-β-tubulin (CW0098A, CWBiotech). Polyclonal rabbit anti-FTO antibody was affinity-purified from rabbits immunized with 6 × His tagged full-length human FTO protein as previously reported.^5^ Polyclonal rabbit anti-ALKBH5 antibody was generated against synthesized peptide by CWBio (Beijing) as previously reported.^4^

### Real-time quantitative PCR

Total RNA from tissues was extracted using TRIZOL (Invitrogen). Reverse transcription was performed using random primers. Quantitative real time-PCR was performed using Trans Start Green qPCR Super Mix (Transgene Biotechnology, Beijing, China) in a Stratagene Mx3005P (Agilent Technologies). *β-actin* was used as a housekeeping gene for input normalization. The mRNA expression was measured by quantitative PCR using the Delta-Delta CT method. Primers for quantitative PCR were shown in Supplementary information, Table S10.

### Plasmid constructs and stable expression cell selection

DNA fragments corresponding to full-length Prrc2a (isoform 1), p1 (residue 1–760), p2 (residue 761–1408), p3 (residue 1409–1720), and p4 (residue 1720–2158) were amplified from a mouse cDNA library by PCR and inserted into p3 × FLAG-CMV-10 Expression Vector (Sigma-Aldrich, St Louis, MO, USA) using the HindIII and BamHI restriction sites. N-terminal 3 × FLAG- and C-terminal HA-tagged mouse full-length Prrc2a was inserted into retroviral vector PQCXIH using the NotI and BamHI restriction sites. To generate Prrc2a stable overexpression cells, HT-22 and GL261 cells were infected with the retroviral vector PQCXIH encoding 3 × FLAG-Prrc2a-HA and selected with hygromycin. In our study, HT-22 is a mouse hippocampal cell line and GL261 is a mouse glioma-derived cell line which has been reported to express OPC marker genes.

### Plasmid transfection and RNA interference

Mouse Prrc2a, Fto, and Alkbh5 siRNAs were designed and synthesized by Genepharma Corporation (Suzhou, China). The following siRNA were synthesized and used in the study: Prrc2a siRNA 1#: 5′-CAUGAAGAGGUUGACUAUA-3′, Prrc2a siRNA 2#: 5′-GCUUGUAUAUAGAUUAUAA-3′, FTO siRNA: 5′-GCAGCUGAAAUACCCUAAA-3′, ALKBH5 siRNA: 5′-ACAAGUACUUCUUCGGCGA-3′, Scrambled siRNA (siNC): 5′-UUCUCCGAACGUGUCACGU-3′. Transfections were performed with Lipofectamine RNAiMAX (Invitrogen) for siRNA, and Lipofectamine 2000 (Invitrogen) for plasmid following the manufacturer’s instructions.

### Luciferase assay

DNA fragments corresponding to Olig2 promoter (−1680-0) were amplified from mouse genomic DNA by PCR and inserted into pGL3-Basic Vector (Promega, Madison, WI, USA) by using the KpnI and HindIII restriction sites. Olig2 5′UTR, CDS and 3′UTR were amplified from a mouse brain cDNA library by PCR and inserted into pGL3-Promoter Vector (Promega) using the HindIII, NcoI or XbaI restriction sites. The Olig2-CDS-A112T mutant was generated by site-directed mutagenesis. All plasmids and mutations were verified by sequencing. 0.05 μg Luciferase reporter plasmid and 0.05 μg TK-Renilla were co-transfected into GL261 cells in a 24-well plate using lipofectamine 2000 (Invitrogen). After 24 h, cell extracts were obtained and firefly/Renilla luciferase activities were measured using a Promega Dual-Luciferase reporter system.

### mRNA half-life measurement

DNA fragments corresponding to Olig2 CDS were amplified from a mouse brain cDNA library by PCR and inserted into p3 × FLAG-CMV-10 Expression Vector (Sigma) by using the HindIII and EcoRI restriction sites.

To measure the half-life of Olig2 CDS, GL261 cells were transfected with FLAG-tagged Olig2-CDS or mutants together with FLAG-Prrc2a, Fto siRNA or their controls. After 24 h (overexpression) or 48 h (RNAi), actinomycin D (2 μg/ml, HY-17559, Medchemexpress, Monmouth Junction, NJ, USA) was added into the cell culture medium. Total RNA was prepared and subjected to RT-qPCR analysis using Olig2 primer #2 (Supplementary information, Table S10).

### Protein purification in mammalian cells

HEK293T cells were transiently transfected with FLAG-tagged Prrc2a P1-4 plasmids, after 48 h, cells were lysed with lysis buffer (50 mM Tris-HCl, pH 7.4, 500 mM NaCl, 1% NP-40) and then sonicated (10% output, 10 s on, 20 s off) for 1 min. Cell debris was removed by centrifugation and the crude lysates were incubated with FLAG beads for 4 h at 4 °C. After five times washing with lysis buffer, the beads-bound proteins were eluted with 1 mg/ml 3 × FLAG peptide for 1 h at 4 °C. The quality of proteins was tested by coomassie brilliant blue staining.

### Protein purification in *E. coli*

The human YTHDF2 gene was subcloned into pGEX-5 × -2 expression vector with GST-tag. Then recombinant GST-YTHDF2 protein was induced into *E.coli* strain BL21 (DE3) and purified by FPLC using Bio-Scale Mini Profinity GST cartridge (Bio-rad) according to the manufacturer’s instructions. The quality of proteins was tested by coomassie brilliant blue staining.

### Expression and purification of recombinant protein in insect cell

Recombinant baculovirus expressing Prrc2a-p2 (residue 761–1408) carrying an N-terminal hexahistidine (6 × His) and C-terminal FALG tag was generated by Bac to Bac system (Invitrogen). Briefly, His_6_-Prrc2a-p2-FLAG DNA fragment was cloned into PH7 donor vector (modified from pFastBac I) by LIC. The PH7-His_6_-Prrc2a-p2-FLAG plasmid was transformed into DH10 competent cell to generate recombinant bacmid virus DNA. Then the recombinant Bacmid DNA was transfected into Sf9 insect cells and incubated at 27 °C to generate recombinant baculovirus. We isolated P1 baculoviral stock 72 h post transfection and amplified baculoviral stock. The high-titer P3 baculoviral stock was used to infect Hi5 cells for expressing recombinant protein. After suspension cultured for 72 h, cells were harvested and resuspended in lysis buffer (20 mM Tris 8.0, 300 mM NaCl, 10 mM imidazole, 1 × protease inhibitors). The recombinant protein was enriched by NTA-Ni and eluted using elution buffer (20 mM Tris 8.0, 300 mM NaCl, 400 mM imidazole). The eluted recombinant protein was exchanged to low salting buffer (10 mM Tris, pH 8.0, 150 mM NaCl) by superdex 200. Then protein was concentrated and frozen at −80℃.

### Isolation of cytoplasmic fractions

Cultured cells were trypsinized and washed once with cold PBS, and then incubated with 5 volumes of buffer A (10 mM HEPES pH 7.9, 1.5 mM MgCl2, 10 mM KCl, 0.5 mM DTT, 1 × Protease Inhibitor Cocktail) for 10 min on ice. The cells were centrifuged at 2000 × rpm for 10 min at 4 °C. The pellets were resuspended in 2 volumes of buffer A and slowly forced through the 1 ml syringe needle for 10 strokes to ensure complete cell lysis. The homogenate was centrifuged at 2000 × rpm for 10 min at 4 °C and the supernatant was mixed with 0.11 volume of buffer B (0.3 M HEPES pH 7.9, 1.4 M KCl and 0.03 M MgCl2), and centrifuged at 10,000 × g for 60 min at 4 °C. The supernatant from this step was designated as the cytoplasmic fraction. The pellet collected from the 2000 rpm centrifugation was subjected to a second centrifugation at 25,000 × g for 20 min at 4 °C to remove cytoplasmic residuals. The pellets were then resuspended in 2 volumes of buffer C (20 mM HEPES pH 7.9, 25% (v/v) glycerol, 0.42 M NaCl, 1.5 mM MgCl2, 0.2 mM EDTA, 0.5 mM phenylmethylsulfonyl fluoride, and 0.5 mM DTT). The suspension was vigorously forced through the 1 ml syringe needle for 10 strokes for complete lysis of nuclei, and then centrifuged at 25,000 × g for 30 min at 4 °C. The supernatant was designated as the nuclear fraction. The nuclear and cytoplasmic fractions were analyzed by western blotting using PARP1 and β-Tubulin as nuclear and cytoplasmic markers, respectively.

### RNA affinity chromatography and mass spectrometry identification

The biotin-labeled RNA oligonucleotides without (Oligo-A) or with m^6^A (Oligo-m^6^A): 5′-biotin-AGAAAAGACAACCAACGAGGGXCUCAUCAU-3′(X = A or m^6^A), were synthesized by the Chemical Synthesis Center of the National Institute of Biological Sciences, Beijing. In vivo RNA pull-down assays were carried out using HT22 cell cytoplasmic extracts. Briefly, extracts were pre-cleared for 1 h at 4 °C by incubation with streptavidin-conjugated magnetic beads (NEB) in binding buffer (50 mM Tris-HCl pH 7.5, 250 mM NaCl, 0.4 mM EDTA, 0.1% NP-40, 1 mM DTT, 0.4 U/μl RNasin). Biotin-labeled RNA oligonucleotides were incubated with pre-cleared cytoplasmic extracts for 2 h at 4 °C under gentle rotation together with streptavidin-conjugated magnetic beads which were pre-cleared by incubation with 0.2 mg/ml tRNA (Sigma) and 0.2 mg/ml BSA (Amresco) for 1 h at 4 °C under gentle rotation. Beads were washed three times with wash buffer (50 mM Tris-HCl pH 7.5, 250 mM NaCl, 0.4 mM EDTA, 0.1% NP-40, 1 mM DTT, 0.4 U/μl RNasin). Samples were subjected to SDS-PAGE and visualized by coomassie blue staining. The protein-containing gel slices were washed twice with MS-grade water, and then successively destained with acetonitrile. Proteins were reduced with 10 mM DTT in 25 mM ammonium bicarbonate at 56 °C for 1 h and alkylated by 55 mM iodoacetamide in 25 mM ammonium bicarbonate in the dark at room temperature for 45 min. Finally, gel pieces were thoroughly washed with 25 mM ammonium bicarbonate in water–acetonitrile (1:1, *v/v*) solution and completely dried in a SpeedVac. Proteins were incubated for 30 min in 20 μl of trypsin solution (10 ng/ml in 25 mM ammonium bicarbonate) on ice before 25 μl of 25 mM ammonium bicarbonate was added and the mixture was incubated at 37 °C overnight. The digestion reaction was stopped by addition of 5% formic acid (FA) that made pH < 4; the digestion mixture was briefly spun down and the supernatant containing the peptides were analyzed via LC-MS using a nanoLC-LTQ-Orbitrap XL (Thermo Fisher Scientific, San Jose, CA). Peptide samples were loaded onto columns 3 cm in length and 150 μm in inner diameter which were packed in house with ReproSil-Pur C18-AQ 5 μm particles (Dr. Maisch GmbH, Ammerbuch). The high performance liquid chromatography (HPLC) columns 15 cm in length and 75 μm in inner diameter were packed in house with ReproSil-Pur C18-AQ 3 μm particles (Dr. Maisch GmbH, Ammerbuch). Peptide mixtures were separated using linear gradients of 90 min and a two buffer system: buffer A (0.5% FA/H_2_O) and buffer B (0.5% FA/ACN). The flow rate was set to 300 nl/min. Peptides eluting from the column were directly sprayed into the mass spectrometer with a spray voltage of 2.1 kV and a capillary temperature of 225 °C. The quadrupole linear ion trap (LTQ) mass spectrometer was operated in data-dependent mode with the initial MS scan ranging from 300 to 1600 Da. The 10 most-abundant ions were automatically selected for subsequent collision-activated dissociation. To minimize peptide re-sequencing, dynamic exclusion was enabled within a time window of 90 s. Raw MS files were processed using Proteome Discoverer (Version 1.4.0.288, Thermo Fisher Scientific) with SEQUEST as the search engine. MS/MS spectra were searched against the UniprotKB human database and supplemented with known contaminants. Cysteine carbamidomethylation was set as a fixed modification, and N-terminal acetylation and methionine oxidation were set as variable modifications. Peptide mass and fragment mass tolerances were set at 20 ppm and 0.6 Da, respectively, and a maximum of two missed cleavage sites were allowed. Peptide identifications were filtered at a 1% false discovery rate.

### Photoactivatable ribonucleotide crosslinking and immunoprecipitation (PAR-CLIP)

HEK 293 T cells were transfected with 3 × FLAG-tagged Prrc2a p1, p2, p3, and p4 plasmids or HT-22 cells stably expressing FLAG-Ythdf2 or FLAG-Prrc2a were transfected with siRNA. Cells were cultured in medium supplemented with 4-SU (200 μM) for 16 h (Sigma), irradiated with 365 nm UV light for induction of crosslinking. Immuno-precipitated protein-RNA complexes were subjected to PAR-CLIP-biotin chemiluminescent nucleic acid detection. The protein-RNA complex was labeled with biotin using the RNA 3′End Biotinylation kit (Thermo) following the manufacturer’s instructions. After washing three times with IP wash buffer, beads were resuspended in 20 μl 2 × LDS loading buffer (Invitrogen) and 40 μl 1 × LDS loading buffer (Invitrogen), boiled at 95 °C for 10 min. To detect RNA-protein complexes, the samples were separated by SDS-PAGE and visualized by the chemiluminescent nucleic acid detection module (Thermo) following the manufacturer’s instructions.

### *In vitro RNA* pull-down and HPLC analysis

1 μg purified mRNAs were fragmented into ~100 nt pieces (save 0.2 μg from the same sample as input) and then incubated with 6 × His-Prrc2a-P2-FLAG protein with a final concentration of 500 nM in 300 µl IPP buffer (150 mM NaCl, 0.1% NP-40, 10 mM Tris, pH 7.4, 40 U/ml RNase inhibitor, 0.5 mM DTT), and the solution was mixed with anti-FLAG M2 magnetic beads (Sigma) for 2 h at 4 °C with rotation. The beads were washed four times with 500 µl IPP buffer each time. 0.4 ml TRIzol reagent was added to the beads and further purified was performed according to the manufacturer’s instructions. The purified fraction was dissolved in 15 µl water, and saved as Prrc2a-P2-bound. LC-MS/MS was used to measure the level of m^6^A in each sample of input and Prrc2a-P2-bound.

### EMSA

Purified 6 × His-FLAG-tagged wild-type Prrc2a-P2 protein was diluted to a series of concentrations of 0.05 μM, 0.1 μM, 0.2 μM, and 0.4 μM in binding buffer (50 mM Tris-HCl pH 7.5, 100 mM NaCl, 0.4 mM EDTA, 0.1% NP-40, and 40 U ml^–1^ RNasin, 1 mM DTT, 50% glycerol, 5 ng/μl BSA). 1 μl synthesized RNA probe with or without m^6^A (300 nM final concentration) and 1 μl purified protein (5 nM, 10 nM, 20 nM, and 40 nM final concentration, respectively) were mixed and incubated at room temperature for 30 min. Then, 1 μl glutaraldehyde (0.2% final concentration) was added into the mixture and incubated at room temperature for 15 min. The entire RNA-protein mixture was mixed with 5 μl 5 × Hi-Density TBE Sample buffer and separated on 6% TBE gel on ice for 30 min at 80 V. The gel was transferred onto positive charged nylon transfer membrane (GE Healthcare) and nucleic acids were detected by the chemiluminescent nucleic acid detection module (Thermo) following the manufacturer’s instructions. Quantification of each band was carried out using Quantity One software (Bio-Rad). The K_d_ (dissociation constant) was calculated with nonlinear curve fitting (Function Hyperbl) of Origin 8 software with y = *P*_1_ × *X*/(*P*_2_ + *X*), where y is the ratio of(RNA-protein)/[(free RNA) + (RNA-protein)], *X* is the concentration of the protein, *P*_1_ is set to 1 and *P*_2_ is K_d_. For EMSA with RNA competition, protein was incubated with cold RNA competitors prior to the adding of RNA probes.

### m^6^A-seq

m^6^A immunoprecipitation and library construction procedure were modified from published procedure.^3^ In brief, fragmented and ethanol precipitated mRNA (6 μg) from 4-week-old mouse brain was incubated with 12 μg of anti-m^6^A polyclonal antibody (Synaptic Systems, 202003) in IPP buffer (150 mM NaCl, 0.1% NP-40, and 10 mM Tris-HCl [pH 7.4]) for 2 h at 4 °C. The mixture was then immunoprecipitated by incubation with 80 μl protein A beads (Sigma, P9424) at 4 °C for an additional 2 h. After being washed three times, bound RNA was eluted from the beads with 0.5 mg/ml N6-methyladenosine (BERRY & ASSOCIATES, PR3732) in IPP buffer and then extracted by Trizol. The remaining RNA was re-suspended in H_2_O and used for library generation with mRNA sequencing kit (Illumina).

### m^6^A-qRT-PCR

Purified mRNAs were prepared as described above and broken down into ~ 300 nt fragments by RNA Fragmentation Reagents (Ambion, AM8740) for 30 s at 94 °C. Immunoprecipitation was performed using anti-m^6^A antibody (Synaptic Systems, 202003) as described above. The enrichment of m^6^A was measured with quantitative Reverse Transcription Polymerase Chain Reaction (qRT-PCR). Primers for m^6^A-qRT-PCR (*Olig2*-peak) are listed in Supplementary information, Table S10.

### RIP-seq of Prrc2a in brain tissue

The procedure was adapted from the previous report.^16^ Three 4-week-old C57BL/6 J male mice brains were dissected and placed in 10 ml lysis buffer (150 mM NaCl, 10 mM HEPES pH 7.6, 2 mM EDTA, 0.5% NP-40, 0.5 mM DTT, 1:100 protease inhibitors cocktail, 400 U/ml RNase inhibitor). Then tissues were cut into small pieces by scissors and homogenized by homogenizer (Precellys Evolution, Bertin Technologies, Paris, France), and then the lysate was incubated on ice for 30 min. Lysates were centrifuged at 13,000× rpm for 60 min at 4 °C. Protein concentration was determined using Coomassie Plus^TM^ Protein Assay Reagent (Thermo Scientific) and diluted to final concentration at 4.0 mg/ml. 250 μl tissue lysate was saved as input by mixing with 1 ml TRIZOL and 15 ml lysate was subjected to preclear with 12 μg normal goat IgG and 150 μl protein G magnetic beads at 4 °C for 2 h. Following removal of the beads, lysates were incubated with 250 μl of protein G magnetic beads conjugated 20 μg anti-Prrc2a antibody (Sc-78859, Santa Cruz) overnight at 4 °C with rotation. The beads were collected and washed eight times with 1 ml ice-cold NT2 buffer (200 mM NaCl, 50 mM HEPES pH 7.6, 2 mM EDTA, 0.05% NP-40, 0.5 mM DTT, 400Uml^-1^ RNase inhibitor). Then the beads were resuspended in 500 μl 1×Micrococcal nuclease buffer with 2Uml^-1^ micrococcal nuclease and the mixture was incubated for 10 min at 37 °C with rotation. Collected beads were washed twice with 1×PNK + EGTA buffer (50 mM Tris-HCl pH 7.5, 20 mM EGTA pH 8.0, 0.5% NP-40) and then washed twice with NT2 buffer and once with 1×PK buffer (100 mM Tris-HCl pH 7.5, 50 mM NaCl, 10 mM EDTA, 0.2% SDS). After that, the beads were incubated with 4 mg/ml proteinase K in 200 μl 1×PK buffer for 40 min at 50 °C. RNAs recovered from supernatant by phenol-chloroform method were further subjected to rRNA removal. The purified RNAs were used to generate the library using TruSeq stranded mRNA sample preparation kit (Illumina).

### rRNA removal

The procedure was adapted from the previous report.^58^ 1 μg of fragmented RNA was dissolved in 4.5 μl hybridization buffer (200 mM NaCl, 100 mM Tris-HCl, pH 7.4). 0.5 μl of rRNA pooled oligonucleotides (1 μg) were add to dissolved RNA and the mixture was incubated in hybridization buffer at 95 °C for 2 min and then the temperature was slowly reduced (-0.5 °C/5 s) to 37 °C. 1 μl RNase H, 1 μl 10 × buffer and 3 μl NF-H_2_O was added to the mixture, which was incubated at 37 °C for 60 min and then placed on ice. We then added 1 µl DNase I and 1.2 µl 10 × DNase I buffer to the mixture and incubated the samples at 37 °C for 45 mins. We added 2.2 × RNA Clean SPRI beads to the RNase H & DNase I–treated RNA samples and mixed them by pipetting up and down 15 times. Samples were incubated on ice for 15 min or at room temperature for 5 min. The tubes were placed on an appropriate magnetic rack to separate beads from the supernatant. Beads were washed twice with 200 µl of freshly prepared 80% ethanol while in the magnetic rack. RNAs were eluted from the beads with 30 µl nuclease-free water and used for subsequent library construction.

### Sequencing data analysis

General pre-processing of reads: The m^6^A-seq, the Prrc2a RIP-seq and the RNA-seq were performed using Illumine HiSeq 3000 with paired end read length of 101–150 bp. Adaptor sequences were trimmed off for all raw reads using the Cutadapt software (version 1.10).^59^ Reads that were less than 35 nt in length or contained an ambiguous nucleotide were discarded by Trimmomatic (version 0.32).^60^ The remaining reads were aligned to the mouse genome (version mm10) using TopHat (version 2.1.0).^61^ Only uniquely-mapped reads with mapping quality score ≥ 20 were kept for subsequent analysis for each sample.

For m^6^A-seq, the m^6^A peaks in two biological replicate samples of m^6^A-immunoprecipitation were identified by MACS2 peak-calling software (version 2.1.1)^62^ with the corresponding input sample serving as control. MACS2 was run with default options except for–no model;–keep up all to turn off fragment size estimation and to keep all uniquely-mapping reads, respectively. A stringent cutoff threshold for false discovery rate (FDR) < 0.05 was used to obtain high-confidence peaks. The overlapped m^6^A peaks between two replicates were used for subsequent bioinformatic analyses.

For Prrc2a RIP-seq, the target binding regions of Prrc2a were identified using MACS2 software (version 2.1.1)^62^ with default options except for–no model. A stringent cutoff threshold for false discovery rate (FDR) < 0.05 was used to obtain high-confidence binding regions of Prrc2a.

For RNA-seq, the number of reads mapped to each Ensembl gene (release 68) was counted using the HTSeq python package (version 0.6.0),^63^ with the ‘union’ overlap resolution mode and -stranded = no. The expressions of transcripts were quantified as reads per kilobase of exon model per million mapped reads (RPKM).

### Motif identification within m^6^A and Prrc2a peaks

The motifs enriched in m^6^A peaks and Prrc2a were analyzed by HOMER (v4.7).^64^ Motif length was restricted to 5–8 nucleotide. All peaks mapped to mRNAs were used as the target sequences and background sequences were constructed by randomly shuffling peaks upon total mRNAs on genome using BEDTools’ shuffleBed (version 2.16.2).^65^

### Analysis of differentially expressed gene

Differentially-expressed genes between control and Prrc2a knockout were determined using the R-package DEGseq^66^ with the method MARS (MA-plot-based method with random sampling model), fold change cutoff = 1.2, FDR cutoff = 0.001.

### Gene ontology analysis

Gene Ontology (GO) analysis of genes with Prrc2a binding or with differential expression was performed using DAVID (http://david.abcc. ncifcrf.gov/).^67^ GO terms with *p* < 0.05 were determined to be statistically significant. GSEA was performed using GSEA software with 1000 gene set permutations.

### Statistical analysis

Statistical analyses were performed via one-way/two-way analysis of variance (ANOVA) followed by Bonferroni test or via a two-tailed unpaired Student’s *t-test*. The data are presented as the means ± SEM. *P < 0.05, ** *P* < 0.01, and *** *P* < 0.001 denote the significance thresholds.

### Data availability

The MASS data has been deposited in peptideatlas (http://www.peptideatlas.org) under access number PASS01065. The RIP-seq, RNA-seq, and m^6^A-seq data have been deposited in the Gene Expression Omnibus (GEO) database under accession numbers GSE100490, GSE100491, and GSE100492, respectively, and also deposited in GSA database (http://gsa.big.ac.cn/) under accession number PRJCA000480. All other raw data generated or analyzed during this study are included in this published paper (and its Supplementary Information Files).

## Electronic supplementary material

Supplementary information, Table S1-S10

Supplementary information, Figure S1

Supplementary information, Figure S2

Supplementary information, Figure S3

Supplementary information, Figure S4

Supplementary information, Figure S5

Supplementary information, Figure S6

Supplementary information, Figure S7

Supplementary information, Figure S8

Supplementary information, Figure S9

Supplementary information, Figure S10

# Supplementary material for: A novel m6A reader Prrc2a controls oligodendroglial specification and myelination
**Source:** Cell Res. 2018 Dec 4;29(1):23–41. doi: 10.1038/s41422-018-0113-8
**Supplement:** Supplementary file 2 — Supplementary information, Figure S1

**Figure S1**

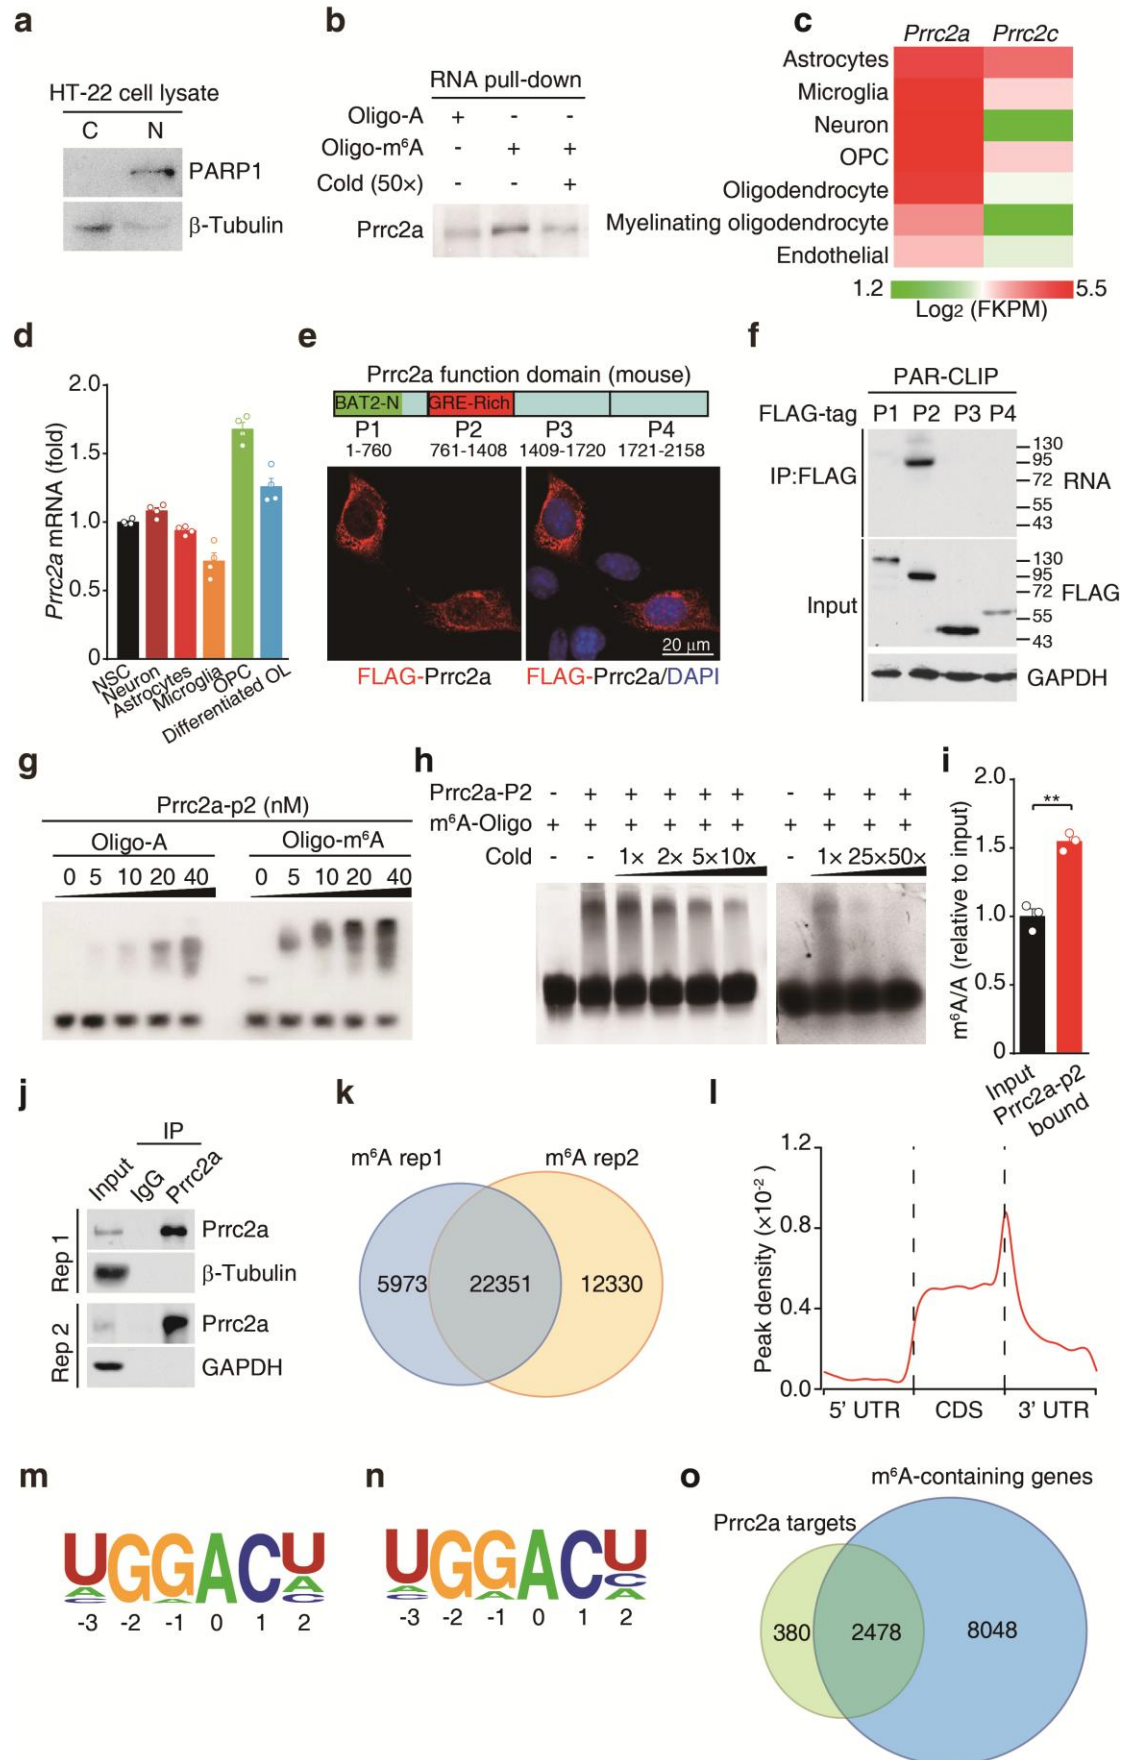

**Supplementary Figure 1, related to Figure 1. Prrc2a is an m<sup>6</sup>A reader.**

(a) The nuclear and cytoplasmic fractions of HT-22 cells were isolated and analyzed by western blotting using PARP1 and  $\beta$ -Tubulin as nuclear and cytoplasmic markers, respectively. The cytoplasmic fractions were used to identify the m<sup>6</sup>A binding proteins (refer to Fig.1a).

(b) Western blotting showing Prrc2a pulled down with an m<sup>6</sup>A-containing RNA probe, a 50 folded (50 $\times$ ) cold m<sup>6</sup>A competitor were used.

(c) The expression of Prrc2a and Prrc2c in different types of neural cell from Brain-seq Database ([http://web.stanford.edu/group/barres\\_lab/brain\\_rnaseq.html](http://web.stanford.edu/group/barres_lab/brain_rnaseq.html)).

(d) RT-qPCR analyzed Prrc2a expression in different types of cultured neural cell.

(e) Upper panel shows schematic drawing of Prrc2a protein with predicted domains and deletion mutants and bottom panel shows immunofluorescence staining of FLAG-tagged full length Prrc2a location (red color).

(f) Mapping the RNA binding domains of Prrc2a. PAR-CLIP assay of RNA pulled down by Flag-tagged p1, p2, p3 and p4. RNA labeled with biotin at 3' end was visualized by the chemiluminescent nucleic acid detection module.

(g) Gel-shift assay measuring the dissociation constant ( $K_d$ , nM) of His<sub>6</sub>-Prrc2a-p2-FLAG protein with methylated and unmethylated RNA probes. 300 nmol RNA probe was labelled with biotin and the protein concentration ranged from 0 nM to 40 nM. The dissociation constant  $K_d(\text{Oligo-A})=22.8\pm2.3$  and  $K_d(\text{Oligo-m}^6\text{A})=6.1\pm1.2$ .

(h) Labeled RNA probe and Prrc2a-p2 protein were subjected to gel-shift assay, 1 to 50 fold cold m<sup>6</sup>A were used as a competitor.

24 (i) LC-MS/MS showing m<sup>6</sup>A enrichment in His<sub>6</sub>-Prrc2a-p2-FLAG bound mRNA portion  
25 (two-tailed unpaired student's *t*-test, \*\**P*<0.01, n=3, technical replicates).

26 (j) Western blotting detected Prrc2a immunoprecipitation efficiency of Prrc2a RIP assay in  
27 whole brain tissue at P28.

28 (k) Overlap of two biological replicates for the m<sup>6</sup>A-seq data. Numbers are total m<sup>6</sup>A peaks  
29 identified in each sample from whole brain at P28.

30 (l) Distribution of overlapped m<sup>6</sup>A peaks between two biological replicates across the length  
31 of mRNA. Each region of 5' UTR, CDS, and 3' UTR were binned into 100 segments, and the  
32 percentage of m<sup>6</sup>A-containing Prrc2a peaks that fall within each bin were determined.

33 (m) Enriched motif identified by HOMER with overlapped m<sup>6</sup>A peaks between two  
34 biological replicates (*p* = 1e-200).

35 (n) Binding motif identified by HOMER with Prrc2a peaks overlapped with m<sup>6</sup>A peaks (*p* =  
36 1e-51).

37 (o) Overlap of Prrc2a binding targets and m<sup>6</sup>A-containing genes.  
38

# Supplementary material for: A novel m6A reader Prrc2a controls oligodendroglial specification and myelination
**Source:** Cell Res. 2018 Dec 4;29(1):23–41. doi: 10.1038/s41422-018-0113-8
**Supplement:** Supplementary file 3 — Supplementary information, Figure S2

Figure S2

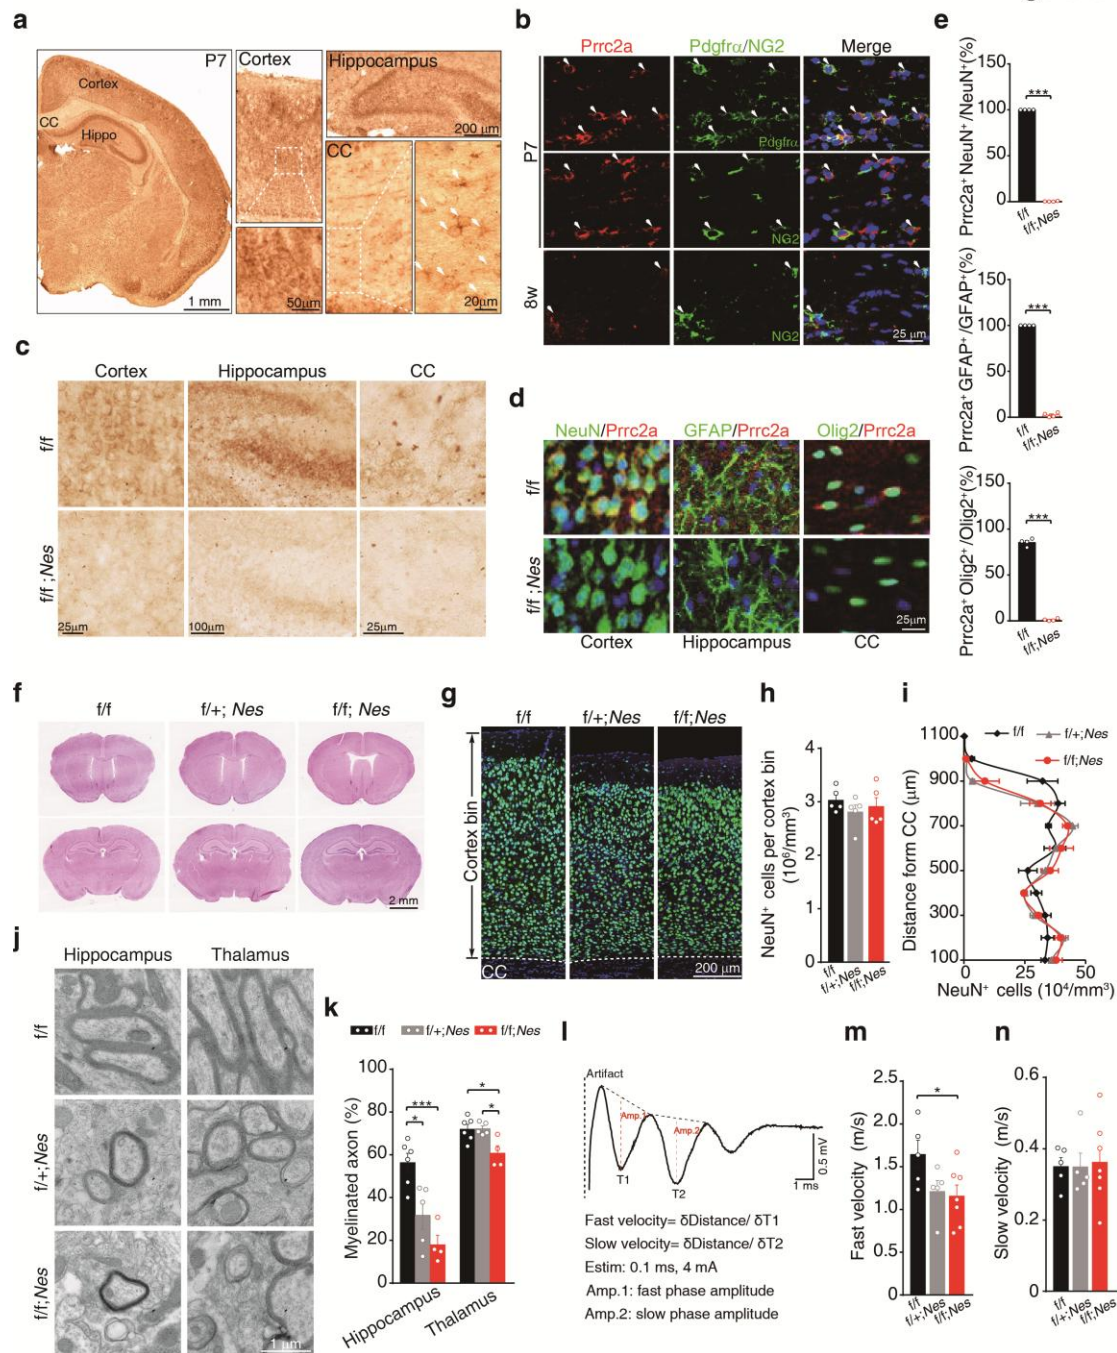

**Supplementary Figure 2, related to Figure 2. Prrc2a deficiency led to hypomyelination.**

(a) Immunohistochemical distribution of Prrc2a in a coronal section of P7 male C57BL/6J mouse brain. Cortex, cerebral cortex; Hippo, hippocampus; CC, corpus callosum.

(b) Confocal microscopy demonstrates that endogenous Prrc2a expressed in Pdgfra or NG2 positive cells in corpus callosum from P7 or 8-week old male C57BL/6J mouse brain.

45 (c) Immunohistochemical staining of *Prrc2a* in a coronal section of brain from wild-type and  
 46 *Prrc2a<sup>ff</sup>;Nestin-cre* mice at P7.

47 (d) *Prrc2a* co-immunostaining with NeuN, GFAP or Olig2 in the brain sections from  
 48 wild-type and *Prrc2a<sup>ff</sup>;Nestin-cre* mice at P7.

49 (e) Quantification on the percentage of *Prrc2a* expression in NeuN, GFAP or Olig2 positive  
 50 cells from wild-type and *Prrc2a<sup>ff</sup>;Nestin-cre* mice at P7 (two-tailed unpaired student's *t*-test,  
 51 \*\*\**P*<0.001, n=4 each group).

52 (f) Haematoxylin and eosin staining of indicated genotype brain sections at P28.

53 (g) NeuN staining of the indicated genotype mice at P56.

54 (h) Quantification of NeuN<sup>+</sup> cells in cortex bin (n = 5 each group).

55 (i) Quantification of the distance from NeuN<sup>+</sup> to the corpus callosum surface. Values for the  
 56 number of NeuN<sup>+</sup> in each 100 μm bin represent mean ± SEM (n = 5 each group).

57 (j) Representative TEM of the myelin fibers in the hippocampus and thalamus showed  
 58 reduced myelination in the indicated genotype mice at 4 weeks old.

59 (k) The percentage of myelinated axons in the hippocampus and thalamus from 4-week-old  
 60 mice with indicated genotypes (one-way ANOVA followed Tukey test, \**P*<0.05, \*\*\**P*<0.01,  
 61 f/f, n=6; f/+; *Nes*, n=5; f/f; *Nes*, n=4).

62 (l) Typical corpus callosum compound action potentials (CAPs) evoked at 4 mA from  
 63 wild-type mice at 8 weeks old. Fast velocity=ΔDistance/ΔT1; Slow velocity=ΔDistance/ΔT2;  
 64 Amp.1 is the fast phase amplitude and Amp.2 is the slow phase amplitude.

65 (m) Fast velocity: callosal conduction velocity of the myelinated axons (one-way ANOVA  
 66 followed Tukey test, \**P*<0.05, f/f n=5, f/+; *Nes* n=5, f/f; *Nes* n=7).

- 67 (n) Slow velocity: callosal conduction velocity of the unmyelinated axons (f/f n=5, f/+;Nes
- 68 n=5, f/f;Nes n=7).

# Supplementary material for: A novel m6A reader Prrc2a controls oligodendroglial specification and myelination
**Source:** Cell Res. 2018 Dec 4;29(1):23–41. doi: 10.1038/s41422-018-0113-8
**Supplement:** Supplementary file 4 — Supplementary information, Figure S3

Figure S3

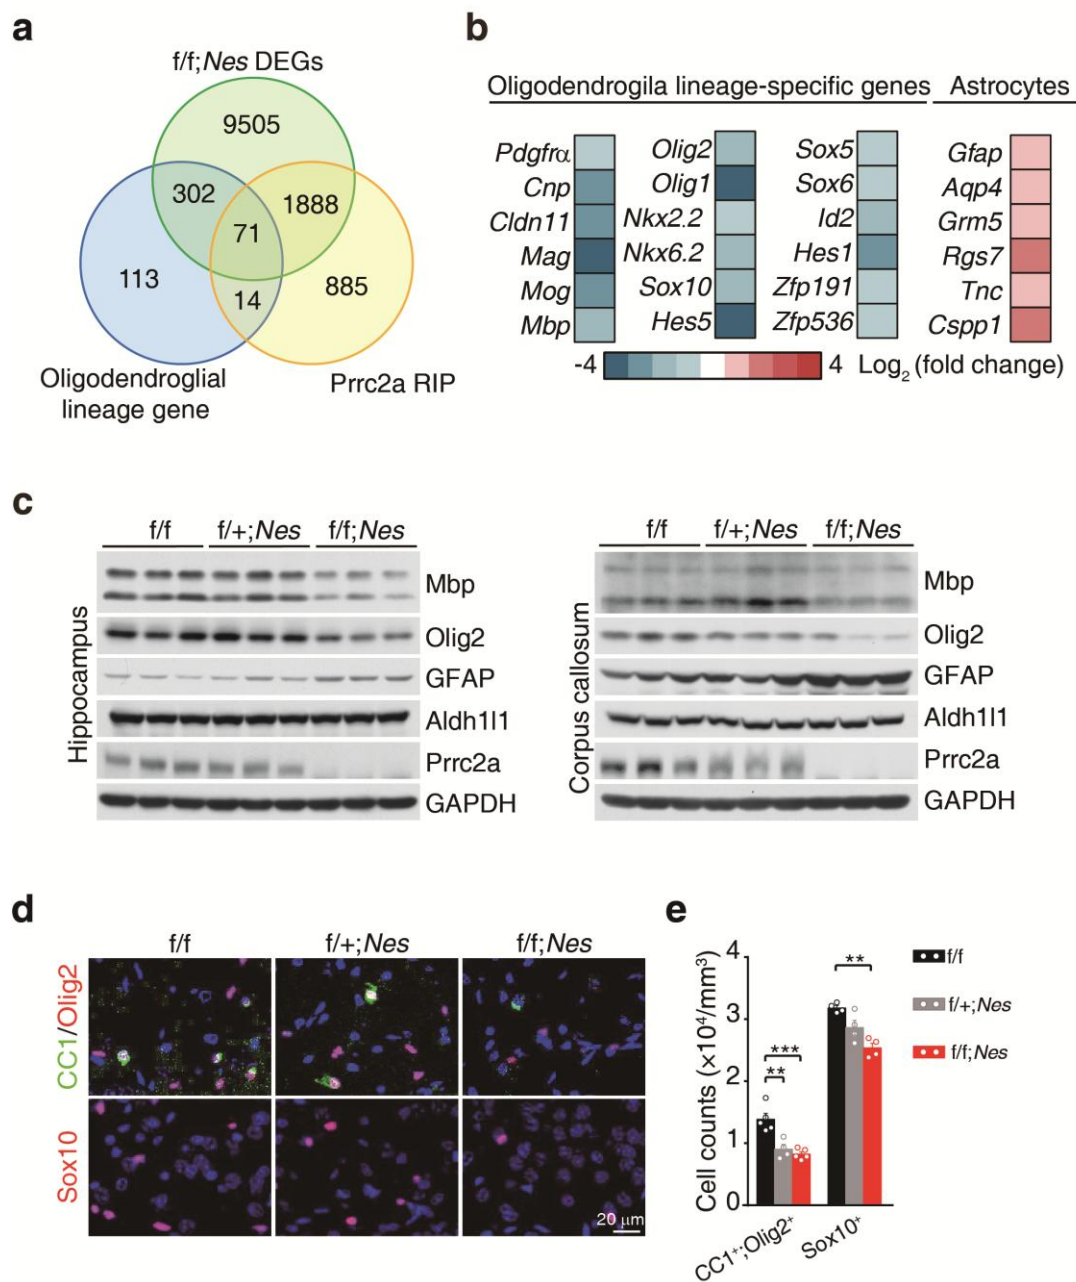

Supplementary Figure 3, related to Figure 4. *Prrc2a* deficiency reduces oligodendroglia developmental stage-specific marker genes.

(a) Overlapped oligodendroglial lineage related genes and *Prrc2a* targets with DEGs in *Prrc2a*<sup>f/f</sup>; *Nestin*<sup>cre+/-</sup> versus control samples ( $P=2.81 \times 10^{-14}$ , hypergeometric test, see also Supplementary Table 2-4)

75 (b) Heat map depicting the representative downregulated genes related to oligodendrocytes  
76 and part of upregulated genes related to astrocytes.

77 (c) Western blot analysis of protein expression using the indicated antibody in isolated  
78 hippocampus and corpus callosum from control and *Prrc2a<sup>ff</sup>;Nestin<sup>cre+/+</sup>* mice at P28.

79 (d) Immunostaining of CC1/Olig2 or Sox10 in hippocampus from mice with indicated  
80 genotypes at 4 weeks old.

81 (e) The quantification of CC1<sup>+</sup>Olig2<sup>+</sup> or Sox10<sup>+</sup> cells (one-way ANOVA followed Tukey test,  
82 \*\**P*<0.01, \*\*\**P*<0.001, CC1<sup>+</sup> Olig2<sup>+</sup> cells: f/f, n=5, f/+; *Nes* n=4, f/f; *Nes* n=5, Sox10<sup>+</sup> cells:  
83 n=4 per group).

84

# Supplementary material for: A novel m6A reader Prrc2a controls oligodendroglial specification and myelination
**Source:** Cell Res. 2018 Dec 4;29(1):23–41. doi: 10.1038/s41422-018-0113-8
**Supplement:** Supplementary file 5 — Supplementary information, Figure S4

Figure S4

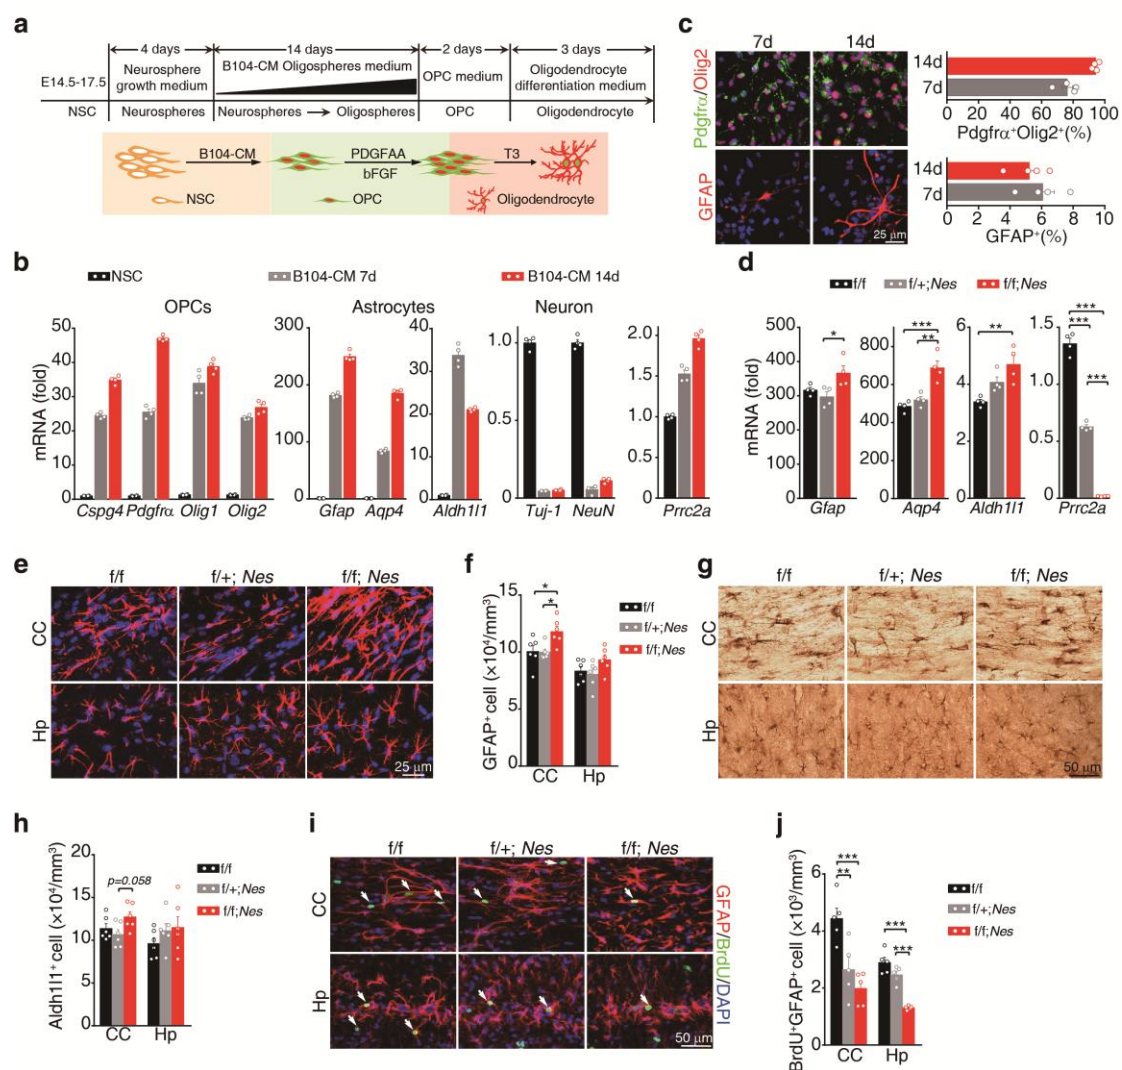

Supplementary Figure 4, related to Figure 5. **Prcc2a** modulates astrocytes fate determination and proliferation.

(a) Temporal diagram of OPC generation, proliferation and differentiation *in vitro*.

(b) Gene expressions during neurosphere to oligosphere transformation at 7 and 14 day after B104-CM treatment, respectively.

(c) Immunofluorescence labeling of Pdgfra/Olig2 or GFAP in oligosphere-derived cells at 7 and 14 days after B104-CM treatment, respectively. The right bar graph depicts the quantification of the percentage of Pdgfra<sup>+</sup> Olig2<sup>+</sup> and GFAP<sup>+</sup> cells.

(d) Gene expressions during neurosphere to oligosphere transformation in cells 14 days post B104-CM treatment. The gene expressions were normalized to those of wild-type neural stem cell (one-way ANOVA followed Tukey test,  $*P<0.05$ ,  $**P<0.01$ ,  $***P<0.001$ ,  $n=4$  per group).

(e) Immunostaining of GFAP in corpus callosum (CC) and hippocampus (Hp) sections from indicated genotype mice at P28.

(f) The quantification of GFAP positive cells (one-way ANOVA followed Tukey test,  $*P<0.05$ ,  $n = 6$  per group).

(g) Immunohistochemically staining of Aldh111 corpus callosum (CC) and hippocampus (Hp) sections from indicated genotype mice at P28.

(h) The quantification of Aldh111 positive cells (one-way ANOVA followed Tukey test,  $n = 6$  per group).

(i) BrdU (50mg/kg) was intraperitoneally injected into P6 mice. 2h later, the mice were sacrificed and the brain sections of CC and Hp were immunostained with anti-GFAP and anti-BrdU antibodies. Arrowheads indicate the proliferating astrocytes (BrdU and GFAP double-positive cells).

(j) The quantification of the proliferating astrocytes from the indicated genotype mice (one-way ANOVA followed Tukey test,  $**P<0.01$ ,  $***P<0.001$ ,  $n=5$  each group).

# Supplementary material for: A novel m6A reader Prrc2a controls oligodendroglial specification and myelination
**Source:** Cell Res. 2018 Dec 4;29(1):23–41. doi: 10.1038/s41422-018-0113-8
**Supplement:** Supplementary file 6 — Supplementary information, Figure S5

Figure S5

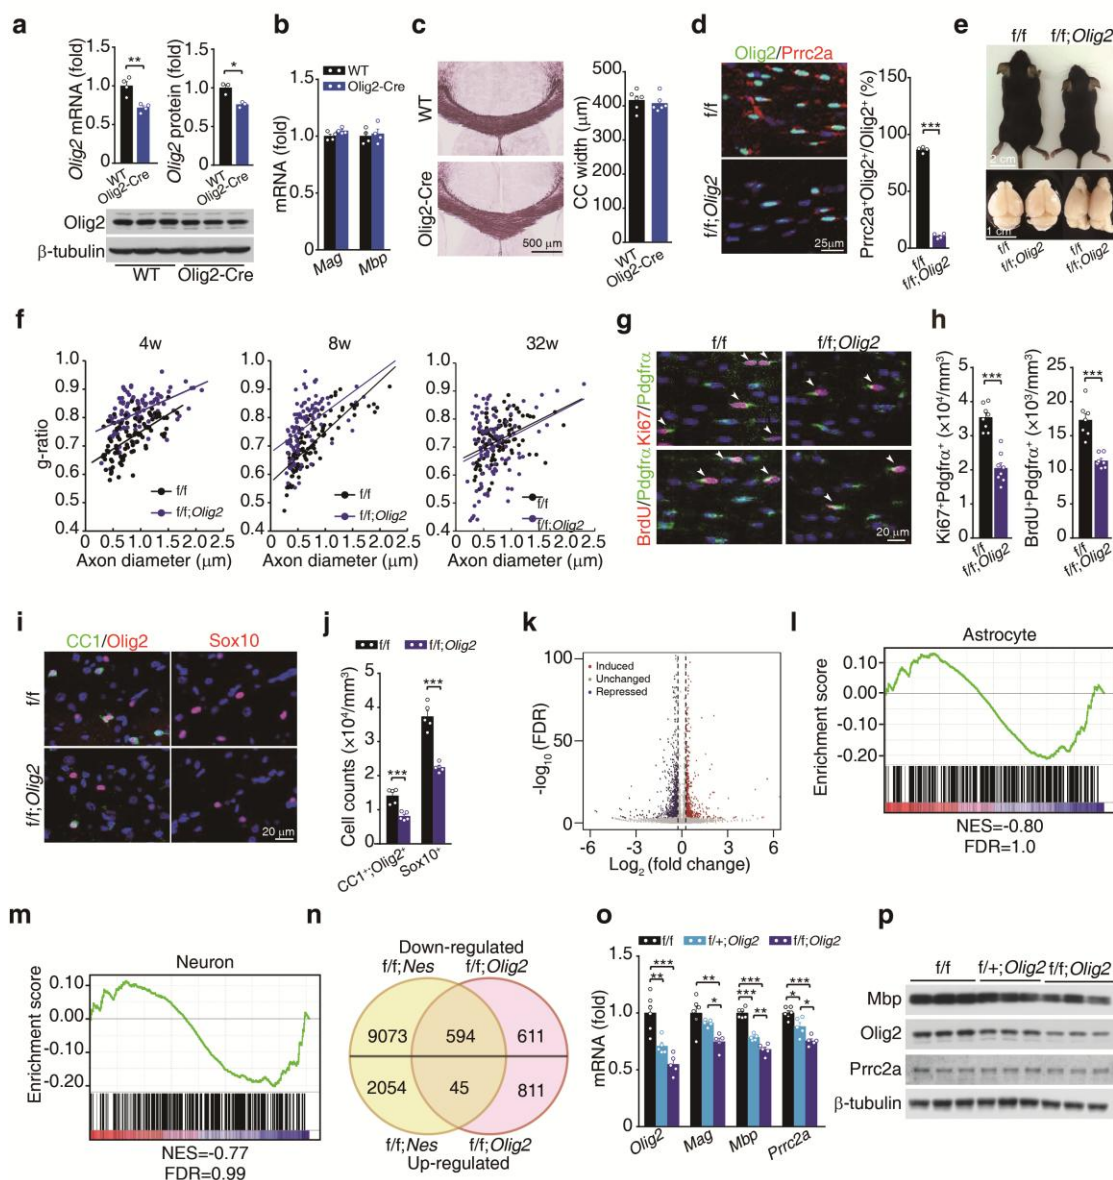

**Supplementary Figure 5, related to Figure 6. *Prrc2a* deletion in the oligodendroglial lineage leads to hypomyelination.**

(a) The gene (left upper panel) and protein (right upper panel and bottom panel) expression of *Olig2* in brain tissues from WT and Olig2-cre mice at 8 weeks old (two-tailed unpaired Student's *t*-test, \* $P < 0.05$ , \*\* $P < 0.01$ ; RNA level,  $n = 4$  per group; protein level,  $n = 3$  per group).

(b) The *Mag* and *Mbp* expressions of brain tissues from wild-type and Olig2-cre mice at 8 weeks old ( $n = 4$  per group).

(c) Black gold staining of corpus callosum in brain slices from WT and Olig2-Cre mice at 4 weeks old. The quantification of corpus callosum width at the midline was shown in right bar (n=6 per group).

(d) Prrc2a co-immunostained with Olig2 in corpus callosum from control and *Prrc2a<sup>ff</sup>;Olig2-cre* mice at P9. The quantification of the percentage of Prrc2a expression in Olig2 positive cells (two-tailed unpaired Student's *t-test*, \*\*\**P*<0.001, n = 4 each group) was shown in the right panel.

(e) Representative picture of *Prrc2a<sup>ff</sup>;Olig2<sup>cre+/-</sup>* and control mice at P28.

(f) Scatterplots of the myelin g ratios of the corpus callosum at 4, 8 and 32 week-old *Prrc2a<sup>ff</sup>;Olig2<sup>cre+/-</sup>* and control mice (general linear model and ANCOVA analysis, 4w: *P*<0.001; 8w: *P*<0.001, 32w: *P*=0.124; More than 100 axons from each genotype and time points were analyzed).

(g) *Prrc2a<sup>ff</sup>; Olig2-cre* and control mice at P9 were sacrificed and the brain sections of corpus callosum were immunostained with Pdgfrα and Ki67 (upper panel) or mice at P6 were intraperitoneally injected with 50mg/kg BrdU, and 2 hours later, the mice were sacrificed and the brain sections of corpus callosum were immunostained for Pdgfrα and BrdU (bottom panel). Arrowheads indicate the proliferating OPCs (Pdgfrα and Ki67/BrdU double-positive cells).

(h) The quantification of Pdgfrα<sup>+</sup>Ki67<sup>+</sup> or Pdgfrα<sup>+</sup>BrdU<sup>+</sup> in corpus callosum from the indicated genotype mice (two-tailed unpaired Student's *t-test*, \*\*\**P*<0.001, Pdgfrα<sup>+</sup>Ki67<sup>+</sup>: n=8 each group; Pdgfrα<sup>+</sup>BrdU<sup>+</sup>: n=7 each group).

(i) Immunostaining of CC1/Olig2 or Sox10 in hippocampus from 4-week-old mice with

143 indicated genotypes.

144 (j) The quantification of CC1<sup>+</sup> Olig2<sup>+</sup> or Sox10<sup>+</sup> cells (two-tailed unpaired Student's *t*-test,  
145 \*\*\**P*<0.001, n=5 per group).

146 (k) Volcano plot of RNA-seq data showing *Prrc2a*-regulated genes from brain tissue samples  
147 of 4-week-old *Prrc2a*<sup>ff</sup>; *Olig2*<sup>Cre+/-</sup> versus control mice.

148 (l) GSEA plots evaluating the changes in astrocyte related genes from brain tissue samples of  
149 *Prrc2a*<sup>ff</sup>; *Olig2*<sup>Cre+/-</sup> versus control mice.

150 (m) GSEA plots evaluating the changes in neuron related genes from brain tissue samples of  
151 *Prrc2a*<sup>ff</sup>; *Olig2*<sup>Cre+/-</sup> versus control mice.

152 (n) Overlapped DEGs from *Prrc2a*<sup>ff</sup>; *Nestin*<sup>Cre+/-</sup> and *Prrc2a*<sup>ff</sup>; *Olig2*<sup>Cre+/-</sup> versus their controls.

153 (o) RT-qPCR analysis of the myelin related gene expression in *Prrc2a* deficiency and control  
154 mice at 6 weeks old (one-way ANOVA followed Tukey test, \**P*<0.05, \*\**P*<0.01,  
155 \*\*\**P*<0.001, f/f, n=6; f/+; *Olig2*, n=5; f/f; *Olig2*, n=5).

156 (p) Western blot analysis of protein expression using the indicated antibodies in isolated  
157 hippocampus from *Prrc2a* deficiency and control mice at 6 weeks old.

# Supplementary material for: A novel m6A reader Prrc2a controls oligodendroglial specification and myelination
**Source:** Cell Res. 2018 Dec 4;29(1):23–41. doi: 10.1038/s41422-018-0113-8
**Supplement:** Supplementary file 7 — Supplementary information, Figure S6

**Figure S6**

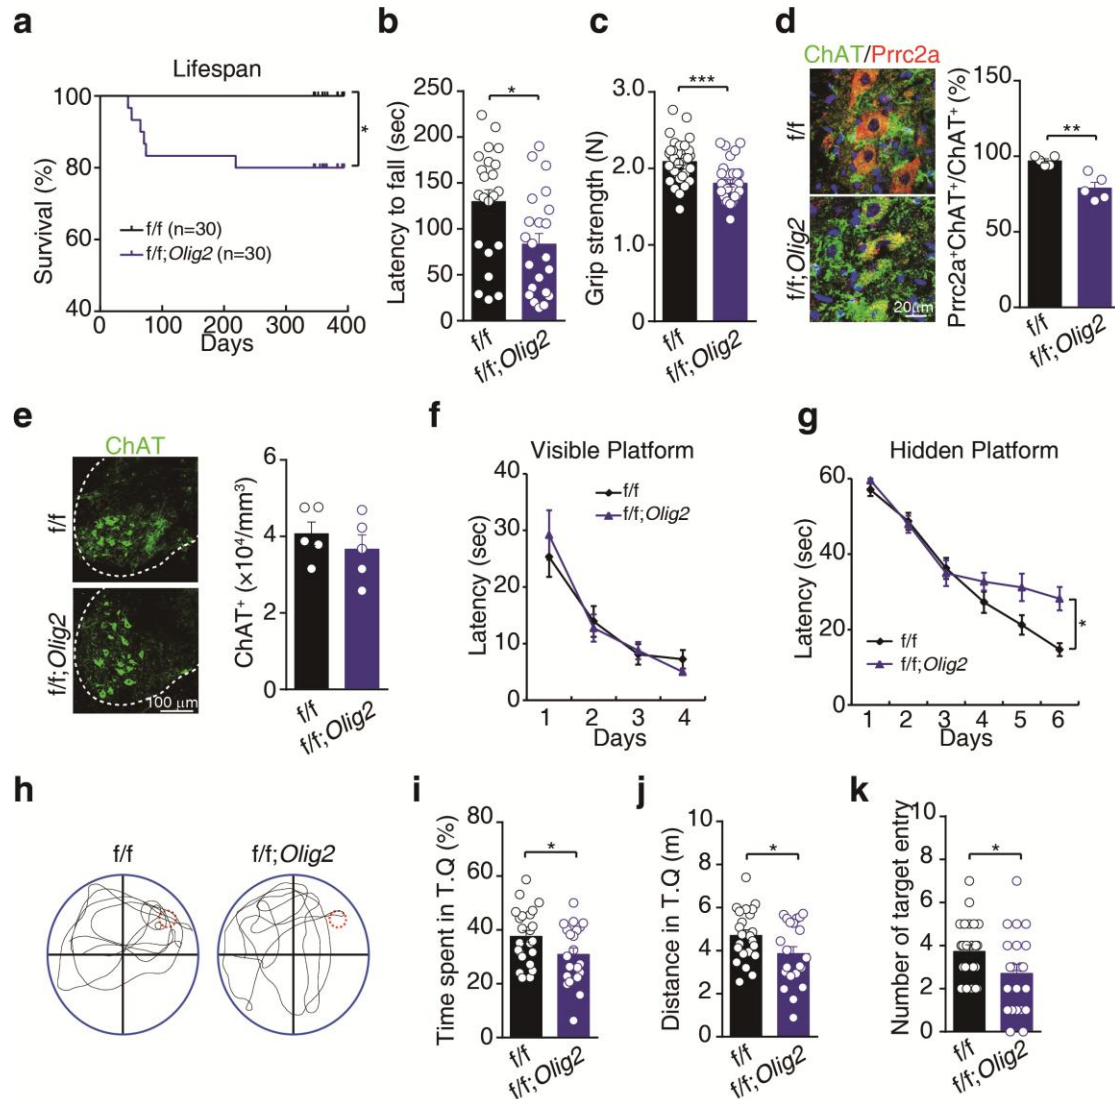

**Supplementary Figure 6, related to Figure 6. Prrc2a deletion in the oligodendroglial lineage leads to locomotive and cognitive defects.**

(a) Kaplan-Meier survival curves. Statistical significance was determined by the log rank test ( $P=0.0105$ ,  $n=30$  each group).

(b) The latency of 4-month-old mice with indicated genotypes on the Rota-Rod (two-tailed unpaired Student's *t*-test,  $*P<0.05$ ,  $n=24$  per group).

(c) Grip strength analysis of 4-month-old mice with indicated genotypes (two-tailed unpaired Student's *t*-test,  $***P<0.001$ ,  $f/f$ ,  $n=36$ ,  $f/f; Olig2$   $n=31$ ).

(d) *Prrc2a* co-immunostained with motor neuron marker ChAT in spinal cord from 4-week-old *Prrc2a<sup>f/f</sup>*; *Olig2<sup>Cre+/-</sup>* and control mice. The percentage of *Prrc2a* expression in ChAT positive neuron was shown in the right bar graph (two-tailed unpaired Student's *t-test*, \*\* $P < 0.01$ ,  $n = 5$  per group).

(e) The representative ChAT immunohistochemistry staining pictures (left) and the quantification of motor neurons (right) from spinal cords of 4-month-old *Prrc2a<sup>f/f</sup>* and *Prrc2a<sup>f/f</sup>*; *Olig2<sup>Cre+/-</sup>* mice (two-tailed unpaired Student's *t-test*,  $P = 0.4304$ ,  $n = 5$  per group).

(f) The mean escape latency ( $\pm$ SEM) for mice to reach the platform in the visible version of the water maze is plotted against the day of the experiment. ( $P = 0.9052$ ,  $F = 0.01434$ ; Two-way ANOVA followed by Bonferroni test. *f/f*  $n = 23$ , *f/f*; *Olig2*  $n = 21$ ).

(g) The mean escape latency ( $\pm$ SEM) for mice to reach the platform in the hidden version of the water maze is plotted against the day of the experiment ( $P = 0.0137$ ,  $F = 6.643$ ; Two-way ANOVA followed by Bonferroni test. *f/f*  $n = 23$ , *f/f*; *Olig2*  $n = 21$ ).

(h) Probe trial was performed 24 hours after the last training session by removing the platform. Probe represents vertical view of the tracks of indicated genotype mice.

(i) Time spent in the target quadrant during probe trial (two-tailed unpaired Student's *t-test*, \* $P < 0.05$ , *f/f*  $n = 23$ , *f/f*; *Olig2*  $n = 21$ ).

(j) Traveled distance in the target quadrant during probe trial (two-tailed unpaired Student's *t-test*, \* $P < 0.05$ , *f/f*  $n = 23$ , *f/f*; *Olig2*  $n = 21$ ).

(k) The number of platform crossing from the same group of mice tested in the probe trial (two-tailed unpaired Student's *t-test*, \* $P < 0.05$ , *f/f*  $n = 23$ , *f/f*; *Olig2*  $n = 21$ ).

The water maze behavior was tested in 6 month-old mice.

# Supplementary material for: A novel m6A reader Prrc2a controls oligodendroglial specification and myelination
**Source:** Cell Res. 2018 Dec 4;29(1):23–41. doi: 10.1038/s41422-018-0113-8
**Supplement:** Supplementary file 8 — Supplementary information, Figure S7

**Figure S7**

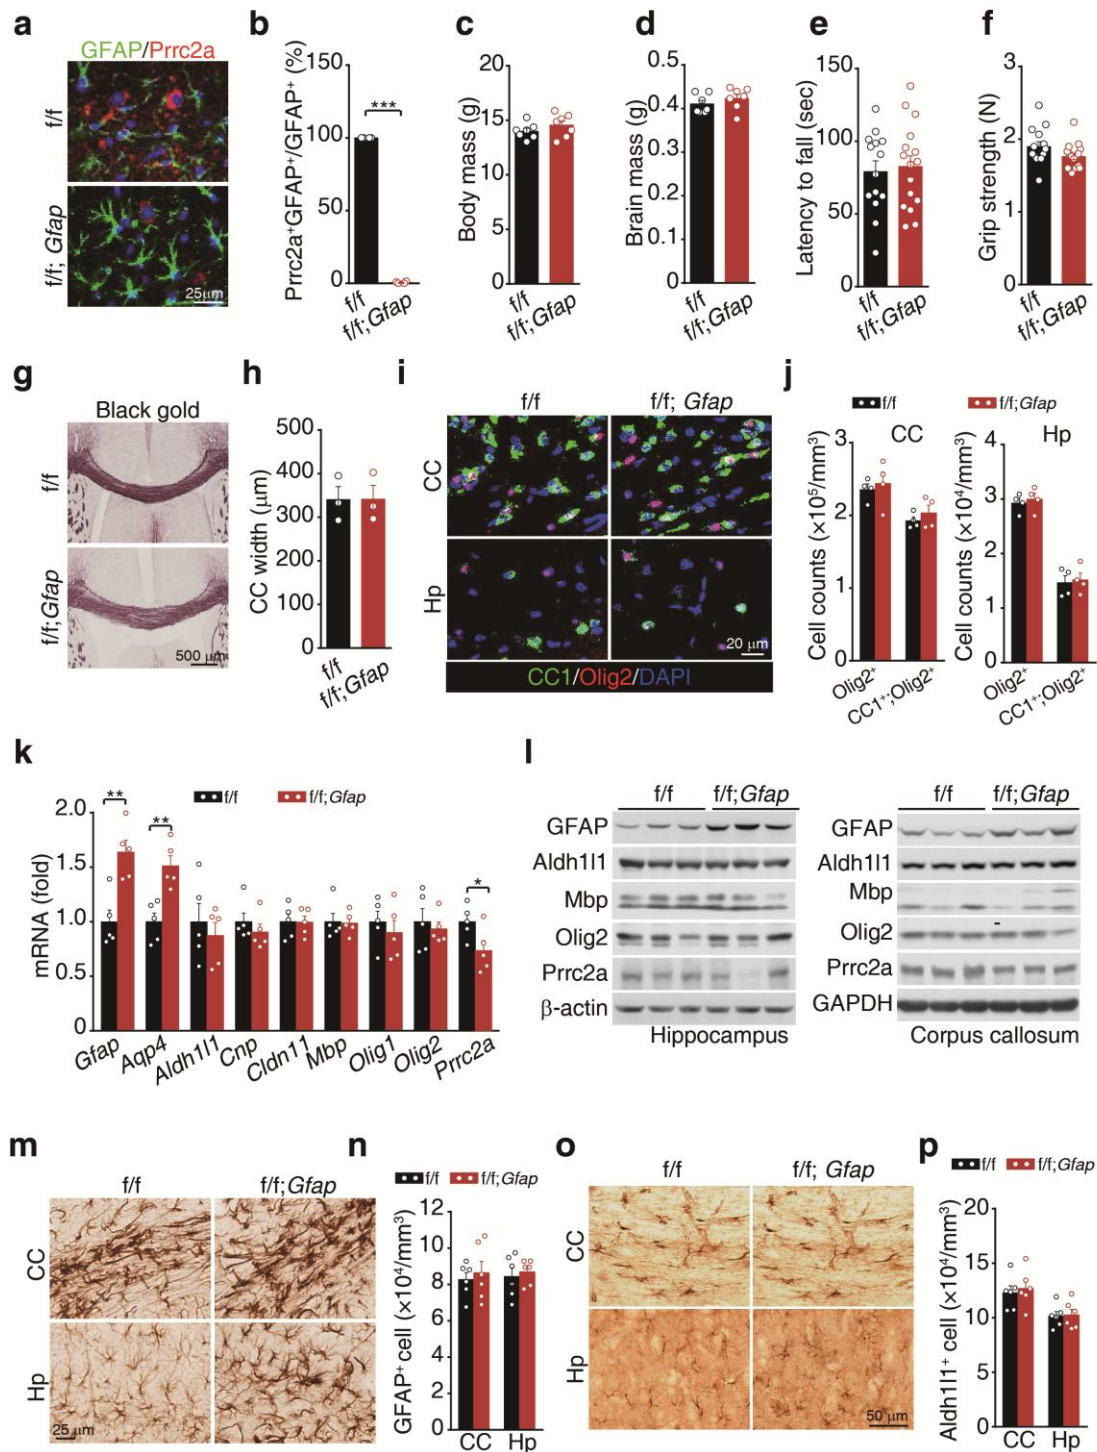

**Supplementary Figure 7. Astrocytic Prrc2a deletion does not affect myelination.**

(a) Prrc2a co-immunostained with astrocyte marker GFAP in hippocampus from 4-week-old

*Prrc2a<sup>fl/fl</sup>; Gfap<sup>Cre+/+</sup>* and control mice.

(b) The percentage of Prrc2a expression in GFAP positive cells (two-tailed unpaired Student's

194 *t-test*, \*\*\* $P < 0.001$ ,  $n = 4$  per group).

195 (c, d) The body and whole wet brain mass of *Prrc2a<sup>ff</sup>;Gfap<sup>cre+/-</sup>* and control mice at P28

196 (two-tailed unpaired Student's *t-test*, Body mass,  $P = 0.2760$ ; Brain mass,  $P = 0.3220$ ,  $n = 7$  each

197 group).

198 (e) The latency of 3-month-old mice on the Rota-Rod. (two-tailed unpaired Student's *t-test*,

199  $P = 0.7399$ ; f/f,  $n = 14$ , f/f; *Gfap*  $n = 16$ ).

200 (f) Grip strength analysis of 3-month-old mice with indicated genotypes (two-tailed unpaired

201 Student's *t-test*,  $P = 0.0975$ , f/f,  $n = 14$ , f/f; *Gfap*  $n = 16$ ).

202 (g) Black gold staining of brain slices from 4-weeks-old *Prrc2a<sup>ff</sup>;Gfap<sup>cre+/-</sup>* and control mice.

203 (h) The quantification of corpus callosum width at the midline (two-tailed unpaired

204 Student's *t-test*,  $P = 0.9836$ ,  $n = 3$  per group).

205 (i) Immunostaining of CC1/Olig2 or Sox10 in CC and Hp from 4-week-old mice with

206 indicated genotypes. The quantification of Olig2<sup>+</sup>, CC1<sup>+</sup> Olig2<sup>+</sup> or Sox10<sup>+</sup> cells was shown in

207 (j) (two-tailed unpaired Student's *t-test*, Olig2<sup>+</sup> cells in CC,  $P = 0.6595$ ; CC1<sup>+</sup> Olig2<sup>+</sup> cells in

208 CC,  $P = 0.4004$ ; Olig2<sup>+</sup> cells in Hp,  $P = 0.6393$ ; CC1<sup>+</sup> Olig2<sup>+</sup> cells in Hp,  $P = 0.7911$ ;  $n = 4$  per

209 group).

210 (k) Quantitative PCR analysis of the level of mRNA in isolated hippocampus of control and

211 *Prrc2a<sup>ff</sup>;Gfap<sup>cre+/-</sup>* mice at 4 weeks old (two-tailed unpaired Student's *t-test*, \* $P < 0.05$ ,

212 \*\* $P < 0.01$ ,  $n = 5$  per group).

213 (l) Western blotting analysis of the protein expression using the indicated antibodies in

214 isolated hippocampus and corpus callosum from control and *Prrc2a<sup>ff</sup>;Gfap<sup>cre+/-</sup>* mice at P28.

215 (m) Immunochemistry staining of GFAP in CC and Hp sections from indicated genotype mice

216 at P28. The quantification of GFAP positive cells was shown in (n) (two-tailed unpaired  
217 Student's *t-test*, CC:  $P=0.6321$ ; Hp:  $P=0.6495$ ;  $n = 6$  per group).

218 (o) Immunohistochemically staining of Aldh1l1 in CC and Hp sections from indicated  
219 genotype mice at P28. The quantification of Aldh1l1 positive cells was shown in (p)  
220 (two-tailed unpaired Student's *t-test*, CC:  $P=0.6843$ ; Hp:  $P=0.8719$ ;  $n = 6$  per group).  
221

# Supplementary material for: A novel m6A reader Prrc2a controls oligodendroglial specification and myelination
**Source:** Cell Res. 2018 Dec 4;29(1):23–41. doi: 10.1038/s41422-018-0113-8
**Supplement:** Supplementary file 9 — Supplementary information, Figure S8

Figure S8

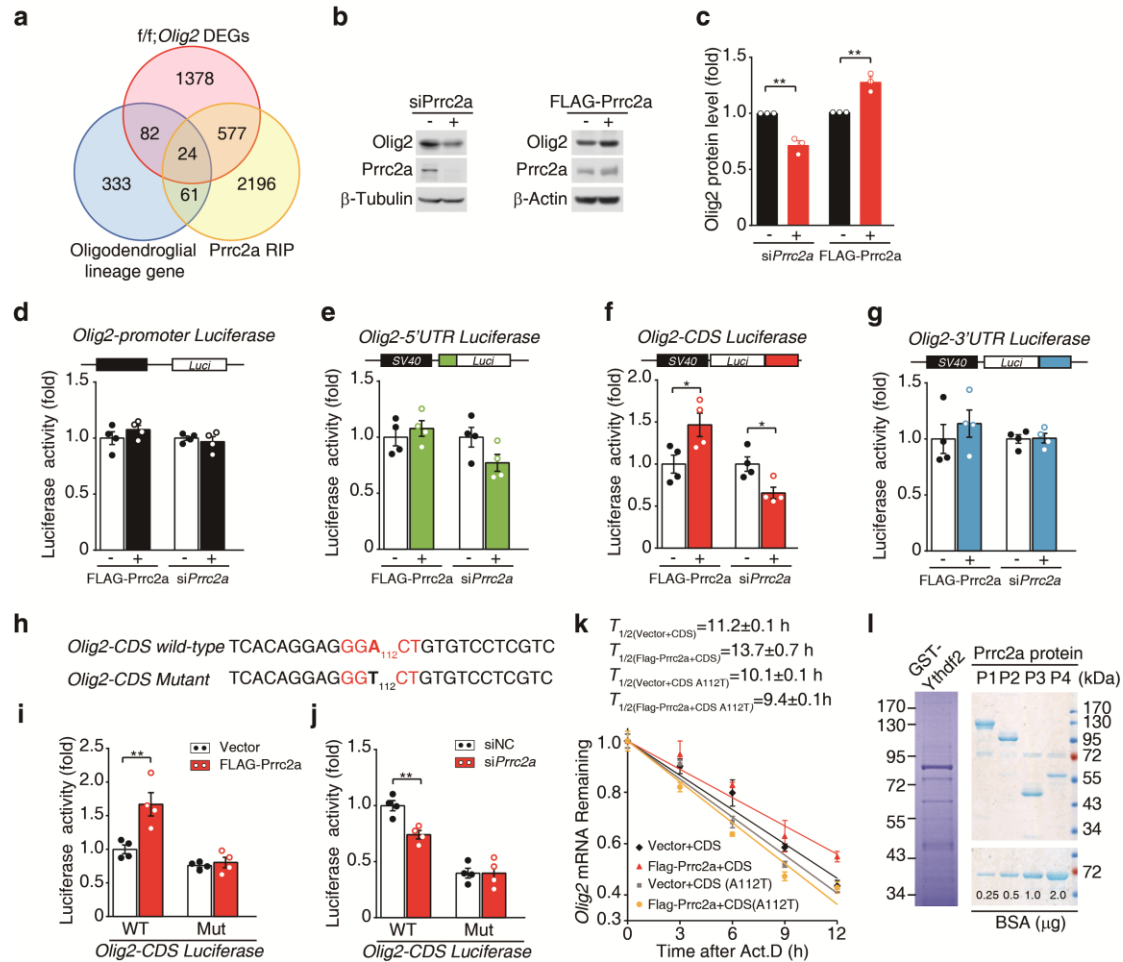

Supplementary Figure 8, related to Figure 7. *Prrc2a* regulates *Olig2* mRNA in an  $m^6A$ -dependent manner.

(a) Venn diagram of oligodendroglial lineage related genes and *Prrc2a* targets overlapped with DEGs from *Prrc2a*<sup>ff</sup>; *Olig2*<sup>cre+/-</sup> versus control samples (see also Supplementary Table 7).

(b) GL261 cells were transfected with or without *Prrc2a* siRNA for 72 h (left) or FLAG-tagged *Prrc2a* (right). Lysates of cells were immunoblotted with indicated antibodies.

(c) The quantitation of *Olig2* protein levels in (b) (two-tailed unpaired student's *t*-test, \*\**P* < 0.01; n = 3 independent assay).

(d) *Olig2* promoter luciferase activity was analyzed in GL261 cells with *Prrc2a* overexpression or knockdown (two-tailed unpaired student's *t*-test, vector vs. FLAG-*Prrc2a*,

233  $P=0.3062$ ; siNC vs. siPrrc2a,  $P=0.5409$ ,  $n=4$  per group).

234 (e) Olig2 5'-UTR luciferase activity was analyzed in GL261 cells with Prrc2a overexpression  
 235 or knockdown (two-tailed unpaired student's  $t$ -test, vector vs. FLAG-Prrc2a,  $P=0.4820$ ; siNC  
 236 vs. siPrrc2a,  $P=0.0971$ ;  $n=4$  per group).

237 (f) Olig2 coding sequence (CDS) luciferase activity was analyzed in GL261 cells with Prrc2a  
 238 overexpression or knockdown (two-tailed unpaired student's  $t$ -test,  $*P<0.05$ ,  $n=4$  per group).

239 (g) Olig2 3'UTR luciferase activity was analyzed in GL261 cells with Prrc2a overexpression  
 240 or knockdown (two-tailed unpaired student's  $t$ -test, vector vs. FLAG-Prrc2a,  $P=0.4710$ ; siNC  
 241 vs. siPrrc2a,  $P=0.9071$ ;  $n=4$  per group).

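Fig. S8h draws the Olig2 coding sequence TCACAGGAGGGACTGTGTCCTCGTC around this site. In GRCm38 that sequence occurs once in Olig2, and the A of its GGACT lies at position 91226511 of chromosome 16, in exon 2, at base 112 of the 972-base CDS counted from the A of the start codon and including the stop codon. With 40 bases on either side of the GGACT, the reference reads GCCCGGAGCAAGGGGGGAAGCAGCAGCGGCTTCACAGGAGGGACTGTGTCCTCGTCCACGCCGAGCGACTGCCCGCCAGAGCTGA. The Olig2 exons hold 9 GGAC sequences, of which 5 are in the CDS. In the Prrc2a RIP-seq of wild-type brain, the peak of replicate 2 (91226413 to 91226651, fold enrichment 1.75) covers the A, and the peak of replicate 1 (91226512 to 91226883, fold enrichment 1.69) starts 1 base after it. The site itself was predicted from m6A-seq and sequence, which were not analysed here.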

242 (h) Combined m<sup>6</sup>A-seq data with SRAMP software analysis identified a very high confident  
 243 m<sup>6</sup>A site ( $GGA_{112}CT$ , a conserved m<sup>6</sup>A methylation motif) in *Olig2* CDS region.

244 (i) Luciferase activities of wild-type Olig2-CDS or mutant Olig2-CDS (A112T) were  
 245 analyzed in GL261 cells with Prrc2a overexpression (one-way ANOVA followed by Tukey  
 246 test,  $**P<0.01$ ,  $n=4$  per group).

247 (j) Wild-type Olig2-CDS or mutant Olig2-CDS (A112T) luciferase activity was analyzed in  
 248 GL261 cells with Prrc2a knockdown (one-way ANOVA followed by Tukey test,  $**P<0.01$ ,  
 249  $n=4$  per group).

250 (k) At 24 h after transfection with a vector expressing Prrc2a or the control vector together  
 251 with FLAG-tagged wild-type or A112T mutant Olig2 coding sequence (Olig2-CDS), GL261  
 252 cells were exposed to actinomycin D (2  $\mu$ g/ml), then RNA was isolated at indicated time  
 253 points. RT-qPCR was performed to assess the half-lives of Olig2-CDS. The data were  
 254 presented as means  $\pm$  s.e.m. and the inserted numbers ( $T_{1/2}$  (vector+CDS)=11.1 $\pm$ 0.1h;

255  $T_{1/2}(\text{FLAG-Prrc2a+CDS}) = 13.7 \pm 0.7\text{h}$ ;  $T_{1/2}(\text{vector+CDS A112T}) = 10.1 \pm 0.1\text{h}$ ;  $T_{1/2}(\text{FLAG-Prrc2a+CDS A112T}) = 9.4 \pm 0.1\text{h}$

256 indicated the calculated half-life time from four independent experiments.

257 (I) Coomassie brilliant blue staining of the purified GST-Ythdf2 and FLAG tagged Prrc2a

258 P1-P4 protein.

259

260

# Supplementary material for: A novel m6A reader Prrc2a controls oligodendroglial specification and myelination
**Source:** Cell Res. 2018 Dec 4;29(1):23–41. doi: 10.1038/s41422-018-0113-8
**Supplement:** Supplementary file 10 — Supplementary information, Figure S9

Figure S9

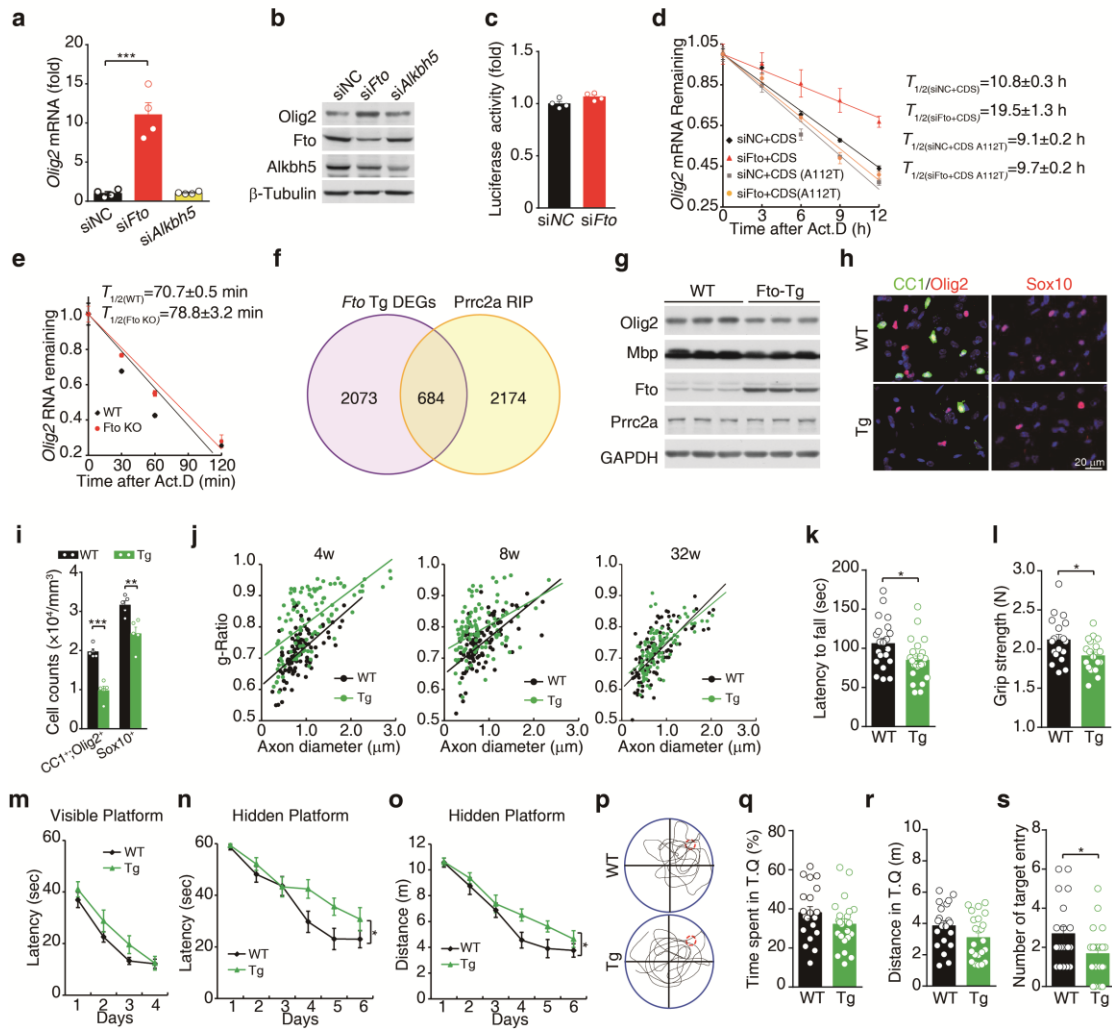

**Supplementary Figure 9, related to Figure 8. Fto transgene reduces oligodendroglia population and induces behavior defects.**

(a) The mRNA level of *Olig2* in GL261 cell treated with control, *Fto* or *Alkbh5* siRNA (one-way ANOVA followed by Tukey test, \*\*\* $P < 0.001$ ,  $n = 4$  per group).

(b) GL261 cells were treated with control, *Fto* or *Alkbh5* siRNA for 72h and the cell lysates were immunoblotted with indicated antibodies.

(c) After GL261 cells were transfected with control siRNA or *Fto* siRNA. 48 hours later, the cells were then transfected with *Olig2* promoter luciferase plasmid. *Olig2* promoter luciferase activities were analyzed 24 hours later (two-tailed unpaired student's *t*-test,  $P = 0.0560$ ,  $n = 4$ ).

per group).

(d) At 72 h after transfection with Fto siRNA or control together with wild-type or FLAG-tagged Olig2 A122T mutant coding sequence (Olig2-CDS), GL261 cells were exposed to actinomycin D (2 µg/ml), then RNA was isolated at indicated time points. RT-qPCR was performed to assess the half-lives of Olig2-CDS. The data were presented as means ± s.e.m. and the inserted numbers ( $T_{1/2}(\text{siNC+CDS})=10.8\pm0.3\text{h}$ ;  $T_{1/2}(\text{siFto+CDS})=19.5\pm1.3\text{h}$ ;  $T_{1/2}(\text{siNC+CDS}_{A112T})=9.1\pm0.2\text{h}$ ;  $T_{1/2}(\text{siFto+CDS}_{A112T})=9.7\pm0.2\text{h}$ ) indicated the calculated half-life time from four independent experiments.

(e) Cultured OPCs from wild-type or Fto knockout (KO) mice were exposed to actinomycin D (1 µg/ml), then RNA was isolated at indicated time points. RT-qPCR was performed to assess the half-life time of *Olig2* mRNA. The data were presented as means ± s.e.m. and the inserted numbers ( $T_{1/2}(\text{WT})=70.7\pm0.5\text{ min}$ ;  $T_{1/2}(\text{KO})=78.8\pm3.2\text{ min}$ ) indicated the calculated half-life time from four independent experiments.

(f) Overlap of *Prcc2a* target genes and DEGs from brain tissue samples of *Fto* transgenic versus control mice (see also Supplementary Table 9).

(g) Western blot analysis of protein expression using indicated antibodies in isolated hippocampus of wild-type (WT) and *Fto* transgenic mice (Tg) at P28.

(h) Immunostaining of CC1/Olig2 or Sox10 in hippocampus from mice with indicated genotypes at 4 weeks old. The quantification of CC1<sup>+</sup> Olig2<sup>+</sup> or Sox10<sup>+</sup> cells was shown in (i) (two-tailed unpaired student's *t*-test, \*\**P*<0.01, \*\*\**P*<0.001, n=5 per group).

(j) Scatterplots of the myelin g ratios of the corpus callosum from 4-, 8- and 32-week-old *Fto* Tg and WT mice (general linear model and ANCOVA analysis, 4w: *P*<0.001; 8w: *P*<0.001,

32w:  $P=0.176$ ; More than 100 axons from each genotype and time points were analyzed).

(k) The latency of the 2-month-old mice on the Rota-Rod (two-tailed unpaired student's  $t$ -test,  $*P<0.05$ ; WT,  $n=21$ , Tg  $n=24$ ).

(l) Grip strength analysis of at 2-month-old mice with indicated genotypes (two-tailed unpaired student's  $t$ -test,  $*P<0.05$ ; WT,  $n=18$ , Tg  $n=20$ ).

(m) The mean escape latency ( $\pm$ SEM) for mice to reach the platform in the visible version of the water maze is plotted against the day of the experiment ( $P=0.2171$ ,  $F=1.573$ ; Two-way ANOVA followed by Bonferroni test, WT,  $n=20$ , Tg  $n=22$ ).

(n) The mean escape latency ( $\pm$ SEM) for mice to reach the platform in the hidden version of the water maze is plotted against the day of the experiment ( $P=0.0244$ ,  $F=5.475$ ; Two-way ANOVA followed by Bonferroni test. WT,  $n=20$ , Tg  $n=22$ ).

(o) The mean traveled distance ( $\pm$ SEM) for mice to reach the platform in the hidden version of the water maze is plotted against the day of the experiment ( $P=0.0158$ ,  $F=6.352$ ; Two-way ANOVA followed by Bonferroni test. WT,  $n=20$ , Tg  $n=22$ ).

(p) Probe trial was performed 24 hours after the last training session by removing the platform. Probe represents vertical view of the tracks of indicated genotype mice.

(q) Time spent in the target quadrant during probe trial (two-tailed unpaired student's  $t$ -test,  $P=0.1613$ ; WT,  $n=20$ , Tg  $n=22$ ).

(r) Traveled distance in the target quadrant during probe trial (two-tailed unpaired student's  $t$ -test,  $P=0.0874$ ; WT,  $n=20$ , Tg  $n=22$ ).

(s) The number of platform crossing from the same group of mice tested in the probe trial (two-tailed unpaired student's  $t$ -test,  $P=0.0311$ ; WT,  $n=20$ , Tg  $n=22$ ).

315 The water maze behavior was tested in 3 month-old mice.

316

# Supplementary material for: A novel m6A reader Prrc2a controls oligodendroglial specification and myelination
**Source:** Cell Res. 2018 Dec 4;29(1):23–41. doi: 10.1038/s41422-018-0113-8
**Supplement:** Supplementary file 11 — Supplementary information, Figure S10

Figure S10

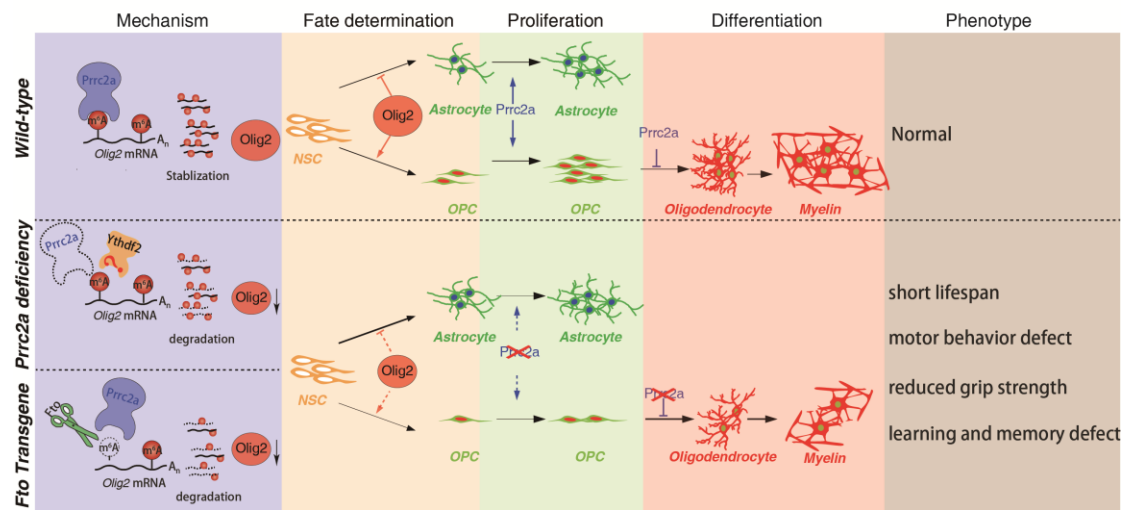

Supplementary Figure 10. Model depicting the role of Prrc2a and Fto in oligodendroglial specification through modulating m<sup>6</sup>A modification of *Olig2* mRNA.

How the deposited data were processed for this re-analysis (not part of the article)

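Prrc2a RIP-seq was measured in whole brain of wild-type mice at 4 weeks of age, in 2 replicates of 1 condition. To make the lists, the authors trimmed the reads, aligned them to mm10 with TopHat, kept uniquely mapped reads with a mapping quality of at least 20 and called peaks with MACS2 with default options except for the fragment model, at an FDR below 0.05. Replicates were called separately and not pooled. The values the authors deposited are the positions of each peak and its fold enrichment, a linear ratio of the immunoprecipitate over the control. They are neither counts nor normalized expression values, and they come without an FDR, a p-value, a strand or a gene. Which library served as the control is not stated in the methods for this call. The number of reads per sample is not in the files analysed here, so neither the depth nor the precision it gives is known, and the spread between replicates was used as the error of each share (SD, n = 2).

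From these lists, overlaps were computed with bedtools 2.31.1. A replicate 1 peak was shared when at least 1 bp overlapped a replicate 2 peak, since the methods give no overlap rule for Prrc2a peaks. Positions in the lists count both ends from 1, as the narrowest peaks of 200 bp show, and were used with GENCODE release M21 and the genome sequence of GRCm38, read with samtools 1.23.1 and pysam 0.24.0. A gene was a target when a shared peak overlapped an exon of any of its transcripts. The region of a peak was the annotation at its midpoint, in the order CDS, 3′ UTR, 5′ UTR, non-coding RNA, other exon of a protein-coding gene, intron and intergenic. For the motif, the exonic bases of each peak were read on the strand of the protein-coding gene with the most overlapping exon bases, and the same number of windows of the same lengths was placed at random 100 times with fixed seeds over the exons of all protein-coding genes. The share of peaks with GGAC was compared with the first draw by Fisher's exact test, and the range over all draws was reported. Lists of genes were read from Tables S2 to S9 and matched by Ensembl identifier, and the shares of the oligodendroglial, astrocytic and neuronal lists with a shared peak were compared by Fisher's exact test, with Benjamini-Hochberg adjustment over 2 comparisons. Intervals of shares are 95% Wilson intervals. The calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9.

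The rule for the genes named at the claims was fixed before the peak lists were available. The genes it selects by enrichment were then read from the lists. It gave 14 genes among those the paper names as Prrc2a RIP-seq targets, oligodendroglial regulators or markers, or m6A readers and erasers. It also gave the 5 genes with the largest mean enrichment in a shared peak. The 14 do not cover every such gene, as Alkbh5, Mettl3 and Ythdf1 are named by the paper and left out. Genes of the paper's tables that lacked a shared peak are also named. Further genes in the closing observations, such as Gh, Prl, Csmd1, Fras1 and Mdn1, were noticed in the data and do not follow from this rule. The functions were tested on simulated data with known answers: all 9 simulated quantities (shared peaks, regions, genes and planted motifs) were recovered exactly, and in 100 simulations without a motif difference, Fisher's exact test gave a p-value under 0.05 in 1.

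Alternatives changed 1 choice at a time: an overlap of 50% of both peaks, merged peaks, replicate 2 peaks counted, a fold enrichment of at least 4, each replicate alone, whole gene spans, the region or gene with the most overlapping bases, matching by gene symbol, and for the motif the background, the window and the motif. Alternatives chosen after seeing the data were 1 gene per peak, the GENCODE basic annotation, and region shares over the 4 regions of Fig. 1d alone. A stricter FDR of 0.01 had been planned and was not run, because the lists hold no FDR. No test compared groups of samples, since there was 1 condition. Conclusions that rest on m6A-seq, RNA-seq, qPCR or imaging were left out, as those data are not in the files analysed here.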

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

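Peaks outside annotated exons, which the paper does not discuss, made up 30.3% of the peaks of replicate 1 (5491 of 18129) and 11.3% of those of replicate 2 (2118 of 18671). With 1 sample on each side, the difference between replicates has no replicate check. In replicate 1 these peaks did not have the lowest ratios: their median fold enrichment was 4.08, against 2.39 for peaks in exons. In replicate 2 the median was also higher outside exons (3.81 against 2.51). A control with few reads raises this ratio, and the lists hold no FDR. Fold enrichment therefore cannot tell whether these peaks were the weakest calls. Exons missing from the annotation account for few of the replicate 1 peaks, as 18.8% overlapped an exon of the NCBI annotation of the same build. Repeats and A tracts were also rare in them: the median repeat-masked share of their bases was 10.2%, and 0.929% held a run of 15 A or 15 T. The following 2 tests met their predictions. First, tied enrichment values (a value shared by at least 10 peaks) were more frequent outside exons than in exons of replicate 1 (56.4% against 11.1%, odds ratio 10.3). A peak caller gives such values where the control holds no reads above its genome-wide background, so many of these peaks may rest on a sparse control. Replicate 2 leaned the same way, with 35.8% against 12.7%, so the direction of this test does not single out replicate 1. Second, the replicate 1 peaks within introns of protein-coding genes lay toward the 5′ end of the intron, at a mean relative position of 0.338 (standard error 0.00411, 3808 peaks) where 0.5 is the middle, with 37.5% in the first 20% of the intron and 6.64% in the last 20%. A candidate explanation is RNA from unspliced transcripts, whose introns are covered more at their start, with more of it in the immunoprecipitate of replicate 1. The mean position in replicate 2 was 0.356 (1142 peaks), so the same lean is present there in fewer peaks. Only the prediction on intron position was made before its result was seen, while those on annotation, repeats, A tracts, tied values and enrichment were written afterwards. A sparse control and unspliced RNA can hold together and were not told apart. A difference in library batch or depth could not be tested, because neither is in the files analysed here. The design has a single condition, so no biological explanation was tested.

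The most enriched peak of replicate 1 lay over Gh, the growth hormone gene at 106300271 to 106301865 of chromosome 11, with a fold enrichment of 22.2, and replicate 2 had no peak there. Prl, the prolactin gene on chromosome 13, also had a peak in replicate 1 (fold enrichment 6.68) and none in replicate 2. Both are hormones of the pituitary, so pituitary tissue left on the brains of replicate 1 was a candidate source. The prediction, made before the test, was that at least 3 of 8 other pituitary genes would have a peak in replicate 1 only; it had by then been seen that Pomc holds no shared peak. The number was 0, since Pomc, Cga, Tshb, Lhb, Fshb, Pou1f1, Ghrhr and Gnrhr had no exonic peak in either replicate. The test is weak, because genes with few reads give no peak, and the depth is unknown. No biological explanation was tested.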

How the results depend on the processing

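Of the 17 results, 1 held under every alternative: the comparison of the oligodendroglial with the neuronal gene list. For tests, holding meant the same direction and the same side of the 0.05 threshold of Fisher's exact test. Its odds ratio ran from 0.371 (fold enrichment of at least 4) to 0.615 (replicate 2 alone), against 0.489. Counts and shares were judged by the size of the change, so this result was not shown to be steadier than they were. A fold enrichment of at least 4 in both replicates keeps the upper part of each list and lowered every count of peaks and genes: it left 749 shared peaks, 454 target genes, and 7, 10, 1, 85 and 216 genes with a shared peak in Tables S3, S4, S7 (targets), S9 and S2. Under it, 76.7% of target genes were protein-coding, and CDS held 35.5%, 3′ UTR 10.5%, 5′ UTR 9.35% and non-coding RNA 7.61% of shared peaks. Introns held 19.0% and intergenic sequence 16.7% of them, so the lower exonic shares in part reflect more peaks outside exons. The odds ratio of oligodendroglial against astrocytic genes became 0.355 (Fisher's exact test, p = 0.00422) from 0.751 (p = 0.0877), and 0.628 (p = 0.0133) with an overlap of 50% of both peaks. The 50% overlap, which removes pairs of peaks of unequal width, also gave 5298 shared peaks, a 5′ UTR share of 11.7%, and a Spearman correlation between replicates of 0.607. It removed the shared Olig2 peak.

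Across the 2 fits that each used a single replicate, the number of peaks ran from 18129 to 18671, target genes from 4444 to 5369, and Table S4 genes with a peak from 118 to 155, as peaks no longer had to be found again. CDS shares ran from 33.5% to 45.0%, 3′ UTR shares from 19.2% to 27.0% and 5′ UTR shares from 7.16% to 7.17%. The 5′ UTR share moved under every alternative, because the replicates' own shares were nearly equal and any change exceeds their SD. Taking the region with the most overlapping bases gave 36.2% for CDS and 9.30% for 5′ UTR. A wide peak over short exons may then be counted as intronic, which was not checked. Taking only the gene with the most overlapping bases raised the protein-coding share to 91.9%, as overlapping non-coding genes drop out. With DRACH in place of GGAC, the odds ratio reversed to 0.856 (Fisher's exact test, p = 0.18), as nearly all windows of this length hold the motif. Among alternatives chosen after seeing the data, the 4 regions of Fig. 1d as the denominator gave 53.1% for CDS and 11.8% for 5′ UTR, and the basic annotation gave 9.45% for 5′ UTR.

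The stricter FDR of 0.01, planned for each result, was not run because the lists hold no FDR, q or p value. The replicate block was not run because the samples are of 1 condition and no test compares groups of samples. The unknown depth limits all counts of genes without a peak.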

Differences from the paper's values

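The share of shared peaks in non-coding RNA was 3.02%, against the paper's about 6% in Fig. 1d, read by eye. Of the alternatives set before the files arrived, a fold enrichment of at least 4 in both replicates gave 7.61%, within the range counted as equal. With this denominator of all peaks in a set, the others did not close the gap. They gave 2.62% with an overlap of 50% of both peaks and 2.97% with the region of the most overlapping bases. All peaks of replicate 1 gave 3.65% and all peaks of replicate 2 gave 2.47%. Over the 4 regions of Fig. 1d alone, a denominator chosen after seeing the values, the share of shared peaks was 3.61%. On that denominator, all peaks of replicate 1 gave 5.74%, near the paper's value, while a fold enrichment of at least 4 gave 12.1%. An overlap of 50% of both peaks gave 3.04% there, and all peaks of replicate 2 gave 3.03%. With the GENCODE basic annotation, also chosen afterwards, the share of all shared peaks was 2.91%.

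The paper lists as Prrc2a targets 9 genes of Table S3 (Cacna2d4, Capn5, Ccdc13, Ctnna3, Ephb1, Ncald, Nfasc, Slain1 and Tmem163), 2 of them also among the targets of Table S7 (Nfasc and Slain1), whose exons no shared peak overlapped. Counting shared peaks anywhere in the gene span, introns included, all 9 had a peak; applying this setting to the gene tables was chosen after seeing the values.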

Other observations

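The excess of GGAC in shared peaks was compared with base composition. The median GC content was 53.4% in the exonic bases of shared peaks and 48.8% in windows drawn at random from the exons of the same genes. Of the 12 words of 4 bases made of the letters of GGAC, GGAC ranked 7 by its odds ratio against windows of the same gene, behind CGAG, CGGA, AGCG, GCGA, GAGC and GCAG. Among all 256 words of 4 bases it ranked 38, and the highest were CCGG (odds ratio 1.65) and CGCG (1.61). In a logistic regression on peaks and same-gene windows, the odds ratio of GGAC was 1.46 when adjusted for length and 1.04 (95% interval 0.948 to 1.14) when adjusted for length and GC content. It was predicted before the tests that base composition would rank other words above GGAC. A second prediction, also written before, was that adjustment for GC content would remove the excess. Both were met. The ranking shows only that GGAC does not stand out among the 12 words of its own bases. Base composition alone would give these words similar odds ratios, but they ran from 1.12 (AGGC) to 1.47 (CGAG). Given the adjusted odds ratio, the excess of GGAC in these peaks cannot be told apart from their GC content with this count. The count uses whole peaks and not summits. Random windows of the same gene can also fall on the peaks themselves, which pulls odds ratios toward 1. A further prediction, that more enriched peaks hold GGAC more often, was met by a small margin: the odds ratio against same-gene windows was 1.34 in the 1829 peaks with the largest mean enrichment and 1.27 in the 1829 peaks with the smallest, and this difference was not tested. The GC difference may be technical, and a biological explanation was not tested because the design has 1 condition.

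A smaller share of oligodendroglial genes (83 of 490, 16.9%) than of neuronal genes (144 of 489, 29.4%) had a shared peak (odds ratio 0.489, Fisher's exact test, p = 3.6e-06, adjusted p = 7.2e-06 over 2 comparisons). Against astrocytic genes (104 of 487, 21.4%), the odds ratio was 0.751 (Fisher's exact test, p = 0.0877, adjusted p = 0.0877), which does not pass the threshold. Exon length was a candidate explanation, because target genes are long (a median of 6865 exonic bases against 3184 for other protein-coding genes). Over 5 bins of exon length, the pooled Mantel-Haenszel odds ratio was 0.525 (p = 6.5e-05), and over protein-coding genes alone it was 0.481 (Fisher's exact test, p = 2.8e-06), so adjusting for length or leaving out non-coding genes did not remove the difference. Both predictions were made before the tests. Expression in whole brain, where neuronal transcripts may be more abundant and so give peaks more easily, is not in the files analysed here and could not be tested, and the pattern cannot be told apart from it.

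Placing the replicate 1 peaks at random within the exons of their own genes gave at most 5493 shared peaks, against 7262 observed, where exonic bases of peaks assigned to the same gene had to overlap. It had been set before the test that chance placement would count as sufficient if any of the 100 placements reached the observed number, and none did. The median random number was 5398.5, so a large part of the shared peaks would be expected from both replicates having peaks in the same genes. Random places included annotated exons that may be little covered by reads, so the excess does not by itself show shared binding.

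Among the shared peaks with the largest mean enrichment, several lay on chromosome 6 between 47740256 and 47773832, where GENCODE release M21 has no exon. The strongest, from 47768569 to 47768909, had a fold enrichment of 4.83 in replicate 1 and 55.5 in replicate 2. Histone genes were frequent targets: 35 of 67 protein-coding genes with a Hist symbol (52.2%) had a shared peak, against 11.9% of other protein-coding genes. Long genes held many peaks each, with 51 shared peaks in Csmd1, 38 in Fras1 and 32 in Mdn1, and the 74 genes with at least 10 peaks held 14.6% of the shared peaks in protein-coding genes. Prrc2a itself had 3 exonic peaks in replicate 2 and none in replicate 1. Prrc2c had 1 shared peak, in the CDS at 162697740 to 162698135 of chromosome 1, with a fold enrichment of 1.67 in replicate 1 and 2.05 in replicate 2. Fto had 1 exonic peak, in replicate 2, and Ythdf2 had none. Alkbh5, the other m6A demethylase named by the paper, had 2 shared peaks.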
